# Gene expression during the first 28 days of axolotl limb regeneration I: Experimental design and global analysis of gene expression

**DOI:** 10.1002/reg2.37

**Published:** 2015-06-19

**Authors:** S. Randal Voss, Alex Palumbo, Radha Nagarajan, David M. Gardiner, Ken Muneoka, Arnold J. Stromberg, Antony T. Athippozhy

**Keywords:** Axolotl, limb, microarray, regeneration, transcription

## Abstract

While it is appreciated that global gene expression analyses can provide novel insights about complex biological processes, experiments are generally insufficiently powered to achieve this goal. Here we report the results of a robust microarray experiment of axolotl forelimb regeneration. At each of 20 post‐amputation time points, we estimated gene expression for 10 replicate RNA samples that were isolated from 1 mm of heterogeneous tissue collected from the distal limb tip. We show that the limb transcription program diverges progressively with time from the non‐injured state, and divergence among time adjacent samples is mostly gradual. However, punctuated episodes of transcription were identified for five intervals of time, with four of these coinciding with well‐described stages of limb regeneration—amputation, early bud, late bud, and pallet. The results suggest that regeneration is highly temporally structured and regulated by mechanisms that function within narrow windows of time to coordinate transcription within and across cell types of the regenerating limb. Our results provide an integrative framework for hypothesis generation using this complex and highly informative data set.

## Introduction

Among tetrapod vertebrates, only salamanders maintain potential throughout life to regenerate limbs after injury. This potential traces largely to signaling pathways and programs of development that are orchestrated by surviving cells near the site of injury. From the time of amputation until the successful reformation of a limb weeks later, these surviving cells display a diversity of behaviors, including death, growth, dedifferentiation, adhesion, communication, migration, mitosis, extracellular matrix remodeling, and differentiation (Carlson 2007). Changes in cellular behaviors during limb regeneration correlate with changes in transcription (Geraudie & Ferretti 1998). Various methods have been used to investigate spatial and temporal patterns of transcription during limb regeneration and identify candidate genes that are differentially expressed between regeneration‐competent and regeneration‐incompetent tissues (Monaghan et al. 2009, 2012; Campbell et al. 2011; Knapp et al. 2013; Stewart et al. 2013; Wu et al. 2013). Microarray and RNA‐Seq methodologies offer the potential to detail regeneration globally and in its entirety, as a dynamic continuous process that involves thousands of expression differences and hundreds of biological processes. However, to date, these powerful approaches have been used in experiments with sparse tissue sampling and no or few biological replicates.

**Figure 1:**
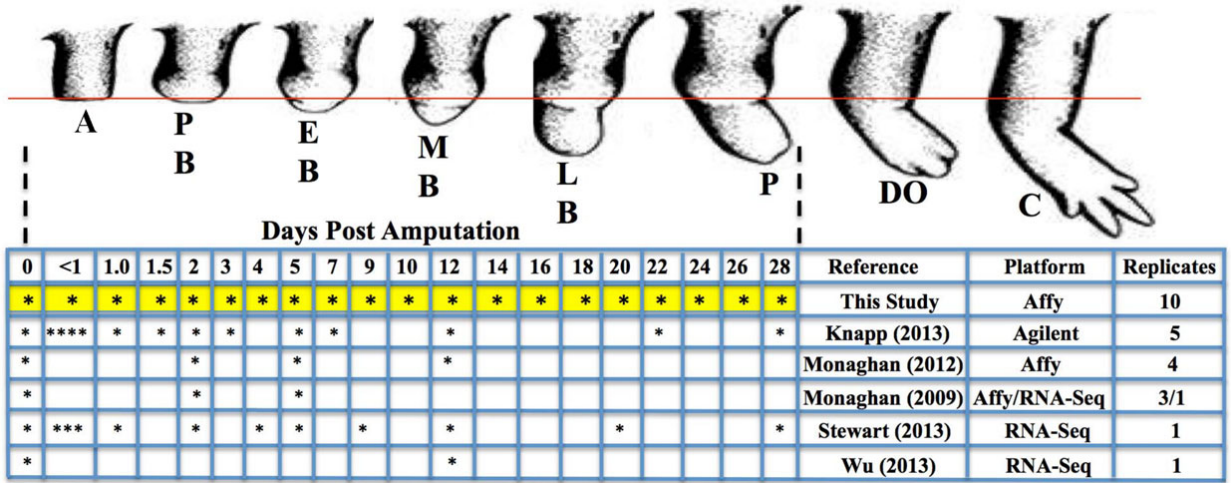
Experimental design compared to published studies that have examined gene expression during axolotl limb regeneration. The stages of limb regeneration are amputation (A), pre‐bud (PB), early bud (EB), medium bud (MB), late bud (LB), palette (P), digital outgrowth (DO), and completed (C). The vertical dashed lines show the stages that were examined and the red horizontal line shows the plane of amputation for an upper arm transection. The asterisks indicate when samples were collected for each experiment.

Here we present results from the largest microarray analysis of salamander limb regeneration performed to date (Fig. 1). We used 200 custom Affymetrix GeneChips to achieve 10× biological replication of tissues collected at 20 forelimb amputation and post‐amputation time points. In this contribution, we introduce the experiment and describe how transcription changed during the first 28 days of regeneration, focusing on global patterns of change. We identify intervals of time where transcriptional patterns changed the most, establishing these as focal points for subsequent analyses that relate expression patterns to biological processes and gene functions. An important objective of our work is to develop informational resources that show how changes in gene expression correlate with morphological, developmental, physiological, and molecular events that are well documented to occur during limb regeneration. Accordingly, the approximately 4,000,000 estimates of gene expression and 20,000 expression profiles from this experiment can be searched and viewed at Sal‐Site (www.ambystoma.org).

### Background

Before describing transcriptional data and results, we introduce details of limb regeneration and the experiment that was performed. This prelude provides context for interpreting gene expression changes, including information about limb regeneration from the literature and details about experimental design.

**Figure 2:**
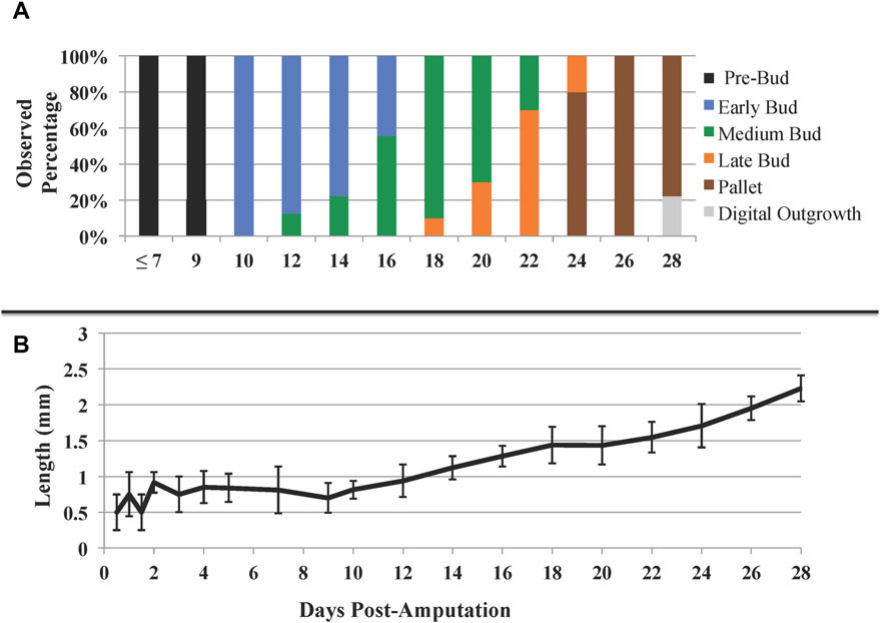
(A) How individuals were classified into developmental stages during the experiment. All individuals were classified as pre‐bud before day 10. (B) The length of the forelimb as measured distally from the initial plane of amputation. The error bars are standard deviations of the mean.

#### Limb regeneration

Limb regeneration is a temporal process that is often thought to entail a series of distinct developmental stages. Tank et al. (1976) provided an integrated histological and morphological staging scheme that focused on the blastema and limb outgrowth (Fig. 2). The blastema is a collection of mesenchymal‐like cells that organize beneath the wound epidermis approximately 6−12 days after limb amputation, the time depending upon a salamander's size and age. As the number of blastema cells increases, the limb bud lengthens and changes in shape. Prior to blastema formation there are essentially no external morphological criteria to reliably define distinct stages of limb regeneration. However, many biological processes are operative below the surface. Immediately after limb amputation, hemostatic mechanisms prevent blood loss and the wound surface is modified to facilitate the migration of cells from the dermis of the wound margin. Re‐epithelialization is complete within the first 10 h post‐amputation (Endo et al. 2004). Additional responses typical of epidermal wound healing are activated after amputation, including inflammation and extracellular matrix remodeling. However, equating epidermal wound healing with events that occur during the pre‐bud phase is a misnomer for several reasons. A unique wound epidermis covers an amputated limb; it differs structurally and functionally from the type of epidermis that covers a superficial skin wound (reviewed in Stocum 1995). Another key difference between epidermal wound healing and regeneration is that the latter encompasses repair of a greater diversity of tissues. In addition to epidermis, peripheral nerves, muscle, cartilage, connective tissue, and bone are repaired during regeneration. Thus, we call the period extending from limb amputation to the early bud stage as the pre‐bud (PB) phase of limb regeneration, and use subsequent developmental stages defined by Tank et al. (1976) as a working model to integrate transcriptional data and results. These later stages of regeneration are characterized by limb bud formation and outgrowth, which are known to be associated with blastema cell proliferation (Maden 1976). During early (EB) and medium bud (MB) stages, blastema cells stream distally to form an organized mass under a wound epithelium that has a distinct basal cell layer. Osteoclast activity peaks and then subsides during these stages as bone remodeling gives way to articular cartilage deposition. During the late bud (LB) stage, muscle and cartilage progenitors form condensations and cells begin to differentiate into mature cell types. Distinguishing between EB, MB, and LB at the morphological level rests on quantitative assessment of limb bud outgrowth. Dichotomizing a continuous growth process into discrete stages is difficult and explains why individuals in this study, that varied in body size and were obtained from different genetic crosses (spawns), were classified among EB, MB, and LB stages at a given post‐amputation sample point. The correspondence between developmental stage and chronological time was higher when individuals transitioned to morphologically distinct stages, when for example the limb showed initial outgrowth (EB) and digit primordial first appeared (pallet, P).

#### Experimental design

Our experimental design (Fig. 1) provided relatively deep sampling of the early regeneration program—eight time points were sampled from the time of amputation through day 5. More samples were collected during the first 5 days because we suspected that gene expression changes might be more dynamic during this period. During this period immune and inflammatory responses are deployed by resident and infiltrating cells from the blood stream, cells are lost as a result of necrosis and apoptosis, and cells synthesize transcripts consistent with cellular reprogramming and mitosis (Monaghan et al. 2009, 2012; Knapp et al. 2013). After day 5, we naively thought later stages of regeneration would be less dynamic and collected tissues at days 7, 9, 10, 12, and then every 2 days until we exhausted our resources (day 28). The 1‐day sampling interval between days 9 and 10 was designed to capture the transition point between the PB and EB stages. A similar temporal sampling scheme was used recently in two functional genomic studies of limb regeneration; however, one of these studies did not create biological replicate samples and the other did not sample as broadly or deeply. We collected 10 biological replicates for 20 different time points of regeneration, and did this after performing two different amputations along the forelimb—forearm and upper arm. Here, we represent the results of the forearm amputation; differences between forearm and upper arm amputation will be described in a separate paper. Future studies will be needed to detail gene expression during the terminal phase of limb regeneration.

#### Tissue

We collected 1.0 mm of heterogeneous tissue from the tips of amputated *Ambystoma mexicanum* limbs, isolated RNA, and performed microarray analysis using an Affymetrix GeneChip (Huggins et al. 2012). Thus our samples contained a heterogeneous mixture of tissue, including epidermis, wound epidermis, muscle, bone/cartilage, axons and nerve sheaths, blood vessels, connective tissues, fat, extracellular matrix, and blastema. There are at least four explanations for transcript abundance changes across a temporal series of heterogeneous tissue samples. First, cells are lost through cell death. After limb amputation, the injury environment is transformed by tissue histolysis, necrosis, and removal of tissue and cellular debris. This includes a dramatic, progressive reduction in transcript abundance for genes associated with muscle structure and function (Monaghan et al. 2009; Knapp et al. 2013). This correlates with muscle tissue histolysis and possibly changes in transcription by surviving muscle cells. Second, some cells increase their numerical abundance in samples through transport systems, cell migration, and proliferation. Early hemostatic responses are associated with the infiltration of nucleated red blood cells, platelets, macrophages, neutrophils, and other immunological cell types that are not well described in salamanders (but see Seifert et al. 2012; Godwin et al. 2013). The transcripts that these cells synthesize during the first couple of days contribute greatly to overall gene expression. As another example, later during regeneration when blastema cells proliferate and thus contribute more cells to samples, the mRNAs they synthesize bias samples for cell cycle transcripts (Monaghan et al. 2009; Knapp et al. 2013). Third, regenerative processes may alter transcription within surviving cells. Models of limb regeneration predict that stem‐cell‐like progenitors contribute to the blastema (e.g., McCusker and Gardiner 2013). Almost certainly, the transcripts that these cells synthesize must change over time as they become activated, migrate, proliferate, and differentiate. Fourth, the mode of tissue collection causes variability in the proportion of cell types represented among samples. For example, many researchers who perform limb regeneration experiments trim bones after amputation to facilitate wound closure. We did not introduce this surgical source of variation into our experimental design. As a result, our 1.0 mm sample of tissue contained proportionally more bone‐associated tissues than would be obtained had bones been trimmed at the time of amputation. We also note that during limb regeneration there is bud outgrowth. Thus, our later samples contained a greater proportion of newly regenerated tissue than early samples, which contained more tissue proximal to the amputation plane (i.e., stump tissue).

#### Data analysis

There are many different ways to analyze gene expression data. We have used a variety of approaches in previous studies to examine gene expression change as a function of time, including *t* tests, multifactor ANOVA, repeated measures ANOVA, parametric and Bayesian linear and nonlinear modeling, piecewise regression, and clustering (e.g., Huggins et al. 2012; Li et al. 2004; Liu et al. 2005; Page et al. 2007, 2008, 2009, 2010, 2013; Monaghan et al. 2007, 2009, 2012; Athippozhy et al. 2014). These approaches are proven to be effective within the context of experimental designs that sample relatively few points in time. In exploratory analyses of the data from this study, where gene expression was estimated at 20 time points, we observed highly variable and complex patterns of gene expression change, with genes showing a diversity of linear and nonlinear patterns across few or many time points (Fig. 3). Also, the variance in mean expression across time varied within and among genes. We could not satisfactorily reduce the complexity of the overall data set using clustering and unbiased criteria to identify gene clusters (Dunn 1974; Rousseeuw 1987). As our objective in this first analysis was to detail global and local changes in gene expression, we reasoned that *t* tests could be used effectively to show the divergence of the limb regeneration program over time from the non‐amputated state, and to identify critical intervals of transcriptional regulation. Additional analyses of the overall data set, which is available from Sal‐Site (www.ambystoma.org) and GEO (GSE67118), will almost certainly extract additional useful information about the biology of limb regeneration.

**Figure 3:**
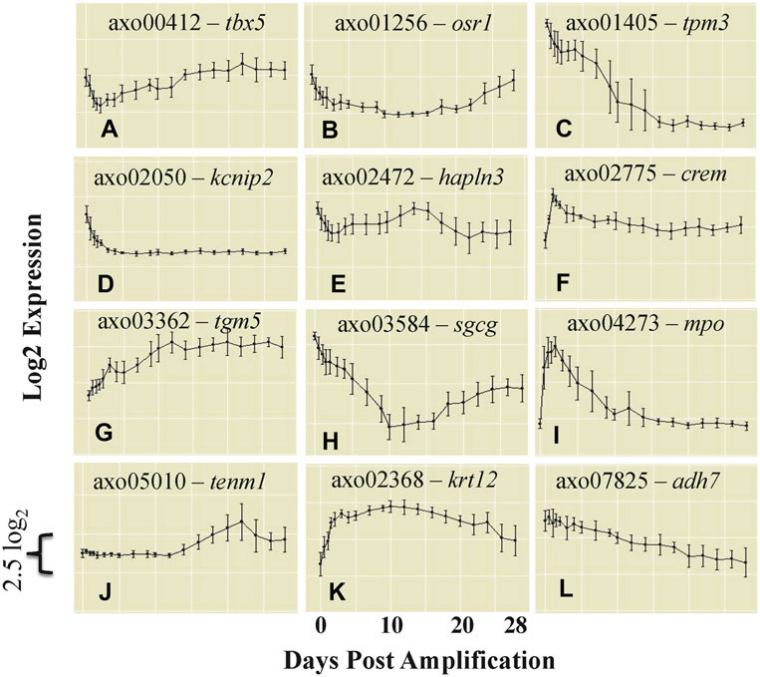
Sample gene expression profiles that can be accessed via Sal‐Site. Each estimate of transcript abundance was calculated from 10 replicate samples. The error bars are standard deviations.

## Results

### Developmental staging of samples

Each amputated limb from which tissue was collected for RNA isolation and microarray analysis was staged according to Tank et al. (1976). This allowed estimates of gene expression to be related to post‐amputation time points, gross morphology, and descriptions of histological change (Tank et al. 1976). The PB stage spanned the first 10 days, during which no limb outgrowth was observed (Fig. 2). At 10 days post‐amputation (DPA), all forelimb amputations presented characteristics of a symmetrical, contoured EB. Cone‐shaped MB limbs were observed from 12 to 22 DPA. LB limbs were evident as flattened cones and were observed from 18 to 24 DPA, and broad and flat palette (P) limbs were observed from 24 to 28 DPA. Two out of nine limbs at 28 DPA had four visible digit primordia characteristic of the digital outgrowth stage of regeneration. These results detail less developmental stage variation among individuals as they transitioned between PB and EB (i.e., bud formation), and MB and P. This suggests that post‐amputation time is highly correlated with discernible morphological changes, even changes that occur 28 days after amputation. In contrast, considerably more temporal variation was observed among individuals as they transitioned between EB, MB, and LB stages. In part, this probably reflects ambiguity in ascribing continuous variation in limb shape to discrete developmental stages, highlighting the need to identify gene expression changes that can better resolve cryptic regeneration processes.

**Figure 4:**
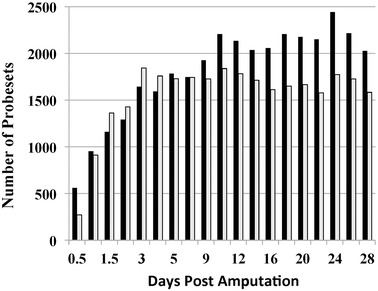
The number of probesets identified as significantly different on comparing post‐amputation samples to the day 0 sample. Bars show probesets with increasing (black bars) and decreasing (grey bars) changes in abundance.

### Total number of differently expressed genes as a function of time

To explore global transcriptional complexity of forelimb regeneration, we performed *t* tests to identify Affymetrix probesets (probes) that yielded significantly different gene expression estimates as a function of time. We compared average expression of each probe at day 0 to corresponding estimates obtained at each of 19 post‐amputation time points (Fig. 4). 

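The tissue was the distal-most 1 mm of forelimbs amputated through the zeugopod, the segment of the radius and ulna, hybridized to the custom Amby002 GeneChip. The arrays cover 20 time points, with 10 arrays at each except 9 at 16 DPA and 9 at 28 DPA. The values are the log2 intensities that the authors deposited after RMA in Affymetrix Expression Console. Array medians ran from 5.70 to 5.90. Across probes, which are not independent, arrays of the same time point correlated at r = 0.962 to 0.994. Each array held RNA of an individual tissue sample, and because the paper does not state which limbs shared an animal, p-values measure spread between samples.

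Of the 20,080 probes, 45 Affymetrix controls were left out and 20,035 were tested. A symbol is paired with 10,951 of the probes, for 8,639 genes. Each comparison was fitted with limma to the arrays of its 2 time points only. A probe passed when the Benjamini-Hochberg adjusted p was under 0.05 and the log2 difference reached 0.58 (1.5-fold). Means are followed by ± SD, and SE is the standard error of a log2 difference. The 25 gene lists were fixed before the data were examined, use 1 probe per gene, leave out genes named only in the study's Table S1, and were tested with camera against all other named genes, with p adjusted over the 25 lists.

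The deposited sample codes put replicates 1 to 5 and replicates 6 to 10 in different letter series. Both series change between 2 and 3 DPA and between 18 and 20 DPA, and only that of replicates 6 to 10 changes between 9 and 10 DPA. What the letters stand for is not given, so counts of changed probes at these intervals are printed for both sets of replicates, as are values of some genes and lists. Comparisons with day 0 also span different code series. They do so from 3 DPA on in replicates 6 to 10, and from 3 to 18 DPA in replicates 1 to 5, which then return to the day 0 letters. Time and series are not separated in these comparisons.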

We plotted statistically significant test results against time to identify general features of the transcription program. 

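Genes of the contractile apparatus fell in the limb tip and genes of cell division rose. The fast troponin gene *tnnt3* went from 13.44 ± 0.18 at day 0 to 3.21 ± 0.28 at 16 DPA (n = 10 and 9) and the myosin light chain gene *myl3* from 14.21 ± 0.15 to 4.33 ± 0.45 at 18 DPA (n = 10 each); both fell in 18 of the 19 comparisons. The mitotic kinesin gene *kif2c* went from 6.56 ± 0.39 to 8.44 ± 0.29 at 26 DPA and rose in 15. In all, 7,923 of 20,035 probes passed limma's threshold at least once: 4,386 only upward, 3,062 only downward and 475 in both directions.

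By 24 DPA, 41 of 44 skeletal muscle genes had fallen, 0 had risen and 3 were not past the threshold (41 fell when adjusted over the list alone). Their median difference was −6.59, with a camera adjusted p = 6.88e-56, and adjusted p = 3.73e-05 with an estimated correlation. Of 103 cell cycle genes, 84 rose, 0 fell and 19 did not pass (84 rose over the list alone). Their camera adjusted p = 4.26e-19, and adjusted p = 0.252 with an estimated correlation. Of the muscle genes 40 fell and of the cell cycle genes 77 rose in each set of replicates tested alone, with muscle medians of −6.66 and −6.61 and cell cycle medians of 1.47 and 0.92 in replicates 1 to 5 and 6 to 10. All comparisons share the day 0 arrays and are not independent of each other.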

Overall, we identified 7663 probes that yielded significantly different expression estimates between day 0 and any other time point. The number of significant probes increased with time, although the distributions differed in the direction of change from day 0; in other words, there were differences between probes that registered increasing (“up probes”) versus decreasing (“down probes”) transcript abundances. The number of up probes increased from *N* = 506 at day 0.5 to *N* = 2318 at day 24. In comparison, the number of down probes increased from *N* = 163 at day 0.5 to *N* = 1701 by day 3, and then remained relatively constant throughout the experiment. 

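Macrophage genes rose by 3 DPA, epidermis genes by 10 DPA and some limb patterning genes by 24 DPA. The phagocyte gene *cd68* went from 6.33 ± 0.57 to 8.99 ± 0.57 at 3 DPA, *tgm1*, whose enzyme cross-links the outer epidermis, from 7.42 ± 0.35 to 11.93 ± 0.89 at 10 DPA, and the distal limb homeobox gene *dlx6* from 6.55 ± 0.54 to 8.69 ± 0.33 at 24 DPA (n = 10 each). These days are not those of the first rise. *tgm1* was up in all 19 comparisons from 0.5 DPA, and *cd68* first rose at 1 DPA. Across probes, 561 rose by 0.5 DPA, 1,778 by 3 DPA, 2,344 by 10 DPA and 2,582 by 24 DPA. At 28 DPA the count was 2,151. From 3 DPA on these comparisons also span different code series.

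Of 13 macrophage genes, 12 rose and 0 fell by 3 DPA, with 1 not past the threshold (12 over the list alone). The median was 2.02 (camera adjusted p = 1.43e-08; adjusted p = 0.164 with an estimated correlation). Of 19 epidermis genes, 15 rose, 0 fell and 4 did not pass by 10 DPA (15 rose over the list alone; median 0.95). That list had adjusted p = 3.76e-06, and adjusted p = 0.277 with an estimated correlation. Of 29 limb patterning genes, 9 rose, 2 fell and 18 did not pass by 24 DPA (9 and 2 over the list alone). The median of that list was 0.22 (adjusted p = 0.0724), so as a group it was not past the test.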

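Most muscle genes and some basement membrane and cartilage genes had fallen by 3 DPA. The laminin chain gene *lama2* of the muscle basement membrane went from 9.82 ± 0.33 at day 0 to 8.03 ± 0.54 at 3 DPA and 5.78 ± 0.85 at 12 DPA, the microfibril gene *fbn1* from 12.97 ± 0.18 to 11.70 ± 0.47 and 8.08 ± 0.93 at 22 DPA, and the myelin gene *mbp* from 10.94 ± 1.11 to 8.16 ± 1.49 and 4.58 ± 0.26 at 18 DPA (n = 10 each). The number of down probes was 271 at 0.5 DPA, 996 at 1 DPA, 1,459 at 1.5 DPA and 1,951 at 3 DPA. It was then lower than that at every later time point, with 1,664 at 28 DPA.

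By 3 DPA, 36 of 44 skeletal muscle genes had fallen, 0 had risen and 8 were not past the threshold (37 fell over the list alone). The median was −1.66 (camera adjusted p = 2.00e-18; adjusted p = 0.165 with an estimated correlation). Of 19 basement membrane and collagen VI genes, 11 fell, 0 rose and 8 did not pass (11 fell over the list alone; median −0.67). Their adjusted p = 1.05e-04, and adjusted p = 0.37 with an estimated correlation. Of 23 cartilage genes, 11 fell, 2 rose and 10 did not pass (14 and 2 over the list alone). The cartilage median was −1.28 (adjusted p = 0.0103; adjusted p = 0.476 with an estimated correlation), with −1.36 in replicates 1 to 5 and −0.24 in replicates 6 to 10.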

Overall, these results show that the number of significant expression changes increased with time and especially so for up probes. 

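Some genes stayed away from the day 0 level at all 19 comparisons. Among the 226 such probes, *areg*, which encodes an epidermal growth factor receptor ligand, *timp1*, an inhibitor of metalloproteinases, and the transcription factor gene *sall4* were up throughout. The adipokine gene *adipoq*, the sarcomeric gene *ldb3* and the small heat shock gene *cryab* were down throughout. At 28 DPA *adipoq* stood at 4.12 ± 0.87 against 11.63 ± 0.17 at day 0, *cryab* at 6.68 ± 0.52 against 13.20 ± 0.27, and *timp1* at 10.88 ± 1.11 against 9.73 ± 0.69 (n = 9 and 10). Of all changed probes, 3,815 still differed from day 0 at 28 DPA and 898 did not differ at any time point after 5 DPA.

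A called probe was called 8.6 times on average. In 20 data sets simulated without any true change, a median of 0.5 probes (at most 2) differed from day 0 at any time. The 19 comparisons share 10 day 0 arrays, and the simulated later groups were centred on the mean of these arrays. Their deviations were shuffled over times and sets of replicates. The simulation therefore leaves out the sampling error that the comparisons share, and does not measure its effect. With the day 0 arrays divided so that odd and even time points were compared with different controls, *areg* and the rest of the array gave 8,182 and 6,620 changed probes. Of these, 5,689 were shared, where 2,704 would be shared if the calls were independent and 6,729 were shared with a common control. At day 0 the sets of replicates differed for 777 probes. These numbers therefore mix differences between sets and fewer control arrays with the effect of a shared control. The paper concludes that the number of expression changes increased with time, especially for up probes.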

Assuming transcriptional patterns eventually return to baseline levels as tissues attain pre‐amputation structure and function, our sampling program clearly did not approach the terminal stages of regeneration.

**Figure 5:**
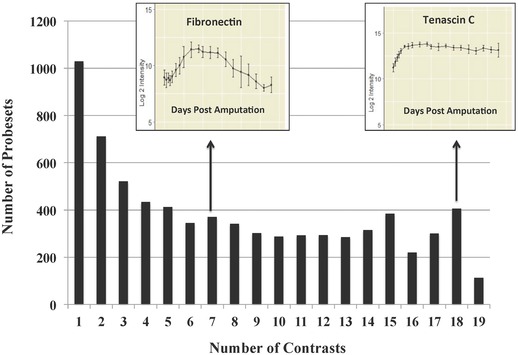
The number of times that each of the significant probesets was identified as significant when contrasting post‐amputation samples with the day 0 sample. For example, the probeset that corresponds to fibronectin yielded seven significant results out of a possible 19 contrasts (day 0 vs. day 0.5, day 0 vs. day 1, …, day 0 vs. day 28). In comparison, the probeset of tenascin C showed a significant deviation from day 0 early in the time series and thus yielded 18 significant results.

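The matrix glycoprotein genes tenascin C and fibronectin both peaked at 9 DPA. The brighter tenascin C probe, *tnc* (axo07949-f_at), rose in all 19 comparisons, by 2.58 at 9 DPA (SE 0.15, limma, n = 10 each) and still by 1.93 at 28 DPA. The brighter fibronectin probe, *fn1* (axo03591-f_at), passed the threshold in 10, 9 of them upward. It first rose at 4 DPA, was 2.55 higher at 9 DPA (SE 0.23), and at 28 DPA had fallen by 0.66 below day 0. A dimmer fibronectin probe (axo07830-f_at) rose in 8 comparisons, most at 7 DPA (1.64, SE 0.22). The dimmer tenascin C probe (axo07948-f_at, mean 4.52) passed in 0 with limma and 0 with the methods' *t* test. Its largest difference was 0.42 (SE 0.11).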

While Figure 4 shows that limb regeneration is associated with an increasing number of gene expression changes over time, it does not provide information about the number of probes that contribute to the overall distribution. Consider that the number of significant test results in Figure 4 (*N* = 59,476) is much greater than the total number of probes identified as significant (*N* = 7663). This indicates that some number of probes yielded more than one significant result across the time series. To investigate this further, we determined the number of times each probe was identified as significant across all time points (Fig. 5). Approximately 14% of the probes were only differently expressed at a single time point, and, of these, 4.6% were differently expressed at the first time point. Thus, 6331 probes were differently expressed at multiple time points. 

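Several regulatory genes passed the threshold against day 0 at only 1 time point. Differences at other times can lie close under the threshold, so these are calls and not levels. Those that passed only at 0.5 DPA included the pluripotency factor gene *klf4*, at 6.68 ± 0.47 against 5.05 ± 0.36 at day 0, the growth regulator *myc*, at 5.49 ± 0.36 against 4.81 ± 0.28, and the orphan nuclear receptor gene *nr4a3*, at 4.14 ± 0.27 against 3.51 ± 0.11. The bromodomain gene *brd8* and the Golgi tethering gene *gcc2* rose only at 10 DPA, where they stood at 6.95 ± 0.30 and 6.66 ± 0.47 against 6.21 ± 0.47 and 5.95 ± 0.69. The transcription elongation gene *aff4* and the nuclear pore gene *ahctf1* rose only at 20 DPA, and the sterol desaturase gene *sc5dl* only at 26 DPA (n = 10 each). Across the array, 978 of the 7,923 changed probes (12.3%) passed limma's threshold at 1 time point, and 44 of the 978 (4.5%) did so at 0.5 DPA.

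Both 10 and 20 DPA are the first time points after a change of code series. The number of probes changed at 1 time point was 1,147 in replicates 1 to 5 and 1,285 in replicates 6 to 10.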

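Changes at several time points included genes with opposite responses early and late. The cyclin gene *ccne2*, which drives entry into DNA synthesis, fell in 4 comparisons and rose in 9, and the growth regulator *mycn* fell in 7 and rose in 9. The protease gene *ctsk* of bone resorption rose in 5 comparisons and fell in 4, and the collagenase gene *mmp2* rose in 12 and fell in 4. *mycn* was at 8.19 ± 0.38 at day 0, 6.39 ± 0.28 at 1 DPA and 10.44 ± 0.42 at 16 DPA, and *ctsk* at 9.18 ± 1.06, 11.58 ± 1.36 at 9 DPA and 5.48 ± 0.46 at 28 DPA (n = 10, with 9 at 16 and 28 DPA). In total 6,945 probes passed at 2 or more time points with limma, and the 19 comparisons gave 68,164 significant results. In the data simulated without change, the median number of probes passing at 2 or more time points was 0 and the highest 1. These data were centred on the mean of the day 0 arrays and leave out their shared error. They do not show how far the shared arrays tie changes at several time points to each other. In the data, 5,689 probes passed at both odd and even time points with divided controls, against 6,729 with common controls. The controls were divided by set of replicates, so differences between sets and fewer control arrays also enter this comparison.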

Figure 3 shows temporal profiles for 12 probes that were identified as significant for a range of different time points. These overlays show a diversity of profiles and provide an initial glance at the complexity of the overall data set. 

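Runs of contiguous time points were long for some genes. The macrophage receptor gene *csf1r* was above day 0 in 11 comparisons without a gap from 1.5 DPA, with 6.05 ± 0.45 at day 0 and 8.15 ± 0.57 at 3 DPA. The dorsal limb gene *lmx1b* was below day 0 in 7 from 0.5 DPA, with 7.33 ± 0.34 and 5.88 ± 0.33 at 1 DPA. The apical growth factor gene *fgf8* was above it in 6 from 14 DPA, with 4.17 ± 0.14 at day 0 and 6.35 ± 0.89 at 22 DPA (n = 10 each). Other genes passed the threshold, returned and passed again: the sterol synthesis gene *hmgcs1* in 6 separate runs, *sc4mol* of the same pathway in 5, the matricellular gene *cyr61* in 5, and the early growth response gene *egr1* in 4.

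*cyr61* stood at 8.75 ± 0.55 at day 0, 9.68 ± 0.50 at 1.5 DPA, 10.20 ± 0.61 at 7 DPA and 8.55 ± 0.64 at 20 DPA. Of the 6,945 probes past limma's threshold at 2 or more time points, 3,357 passed in 1 contiguous run and 3,588 in several. A gap in a run can arise where a difference lies close to the threshold, so these counts describe calls and not levels.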

For many patterns, statistical significance is maintained across contiguous time points, although some patterns are clearly episodic.

A cumulative frequency plot was compiled to show the earliest time that each of the 7663 significant probesets were differently expressed in the time series (Fig. 6). The number of significant probes discovered during the first 5 days of limb regeneration increased precipitously. By 5 DPA, >5000 different probes were identified as differently expressed. 

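Protease, phagocyte, replication and desmosome genes first rose on different days. At 0.5 DPA the first to rise included the collagenase gene *mmp1*, the lysozyme gene *lyz* and the neurotrophin receptor gene *ngfr*. *cd68* and the metabolic gene *psat1* followed at 1 DPA, and the scavenger receptor gene *marco* and *csf1r* at 1.5 DPA. The nucleotide reductase gene *rrm2*, the thymidine kinase gene *tk1* and the desmosomal genes *dsp* and *pkp1* first rose at 3 DPA, and *ccna2* and the polymerase subunit gene *pola2* at 4 DPA. *ngfr* was at 5.61 ± 0.11 at day 0 and 6.00 ± 0.35 at 1 DPA, *psat1* at 8.58 ± 1.03 and 10.62 ± 0.83, *pkp1* at 6.11 ± 0.84 and 7.44 ± 0.39 at 4 DPA (n = 10 each).

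Counted with limma, 832 probes first changed at 0.5 DPA, 1,273 at 1 DPA, 961 at 1.5 DPA, 503 at 2 DPA, 1,256 at 3 DPA, 388 at 4 DPA and 369 at 5 DPA. The cumulative number was 4,825 at 3 DPA and 5,582 at 5 DPA. By 5 DPA it was 7,028 in replicates 1 to 5 alone and 5,128 in replicates 6 to 10 alone. Between 2 and 3 DPA, where *rrm2* and *tk1* first rose, the code series of both sets changes.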

Because these probes were designed to primarily target different genes, this plot clearly shows that the initial stages are transcriptionally complex from a gene expression perspective. Between days 5 and 9, the slope of the plot decreased as fewer unique probes were expressed differently per unit time. However, an upward inflection in the plot was observed between 9 and 10 DPA, indicating a qualitatively distinct increase in differential gene expression (*N* = 354 up probes; *N* = 84 down probes) for the transition between PB and EB (Fig. 6). 

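Genes of transcription, adhesion and nerve contact were among those that first rose at 10 DPA. The retinoic acid receptor gene *rarg* was at 6.95 ± 0.28 at day 0, 7.17 ± 0.54 at 9 DPA and 7.66 ± 0.27 at 12 DPA, the synaptic adhesion gene *slitrk6* at 6.50 ± 0.39, 6.87 ± 0.30 and 7.28 ± 0.41, and the actin-bundling gene *avil* at 6.53 ± 0.62, 6.87 ± 0.51 and 7.72 ± 0.53 (n = 10 each). Against day 0, 419 probes first passed limma's threshold at 10 DPA, 339 upward and 80 downward. The number at 7 DPA was 247, at 9 DPA 275 and at 12 DPA 143, and 7 and 9 DPA each close a span of 2 days.

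At 10 DPA the samples of replicates 6 to 10 enter another code series and those of replicates 1 to 5 do not. The number first past at 10 DPA was 311 in replicates 1 to 5 and 386 in replicates 6 to 10. From 9 to 10 DPA, *avil* was higher by 0.41 in replicates 1 to 5 and 1.43 in replicates 6 to 10, *rarg* by 0.25 and 1.02, and *slitrk6* by 0.20 and 1.00.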

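Genes that first rose at 10 DPA differed in what followed. *rarg* and *slitrk6* were above day 0 in all 10 comparisons from 10 to 28 DPA, the epidermal transcription factor gene *grhl2* in 9 and the endocytic gene *itsn2* in 7. The zinc finger gene *phf6*, the dynein heavy chain gene *dync1h1* and the fibroblast protease gene *fap* were above it in 2 each. *phf6* went from 7.16 ± 0.72 at day 0 to 8.65 ± 0.45 at 10 DPA and 7.11 ± 0.59 at 18 DPA, *dync1h1* from 5.14 ± 1.09 to 6.78 ± 0.56 and 4.69 ± 0.31, and *grhl2* from 5.35 ± 0.46 to 6.35 ± 0.26 and 5.95 ± 0.27 (n = 10 each). Of the 339 up probes new at 10 DPA, 50 were more than 2-fold above day 0. Counted the same way with limma, 39 probes were so in replicates 1 to 5 and 48 in replicates 6 to 10.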

We note that many (*N* = 97) of the up probes exhibited more than a two‐fold change in expression and showed similar patterns of expression across subsequent samples (see below). After 10 DPA, the same relative number of new probes was identified among samples. 

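Genes that first changed after 5 DPA included genes of bone resorption, epidermis, limb outgrowth and cholesterol synthesis. The calcium buffer gene *calb1* first rose at 7 DPA, the epidermal gene *grhl1* at 9 DPA, *fgf8* at 14 DPA, the cholesterol genes *cyp51a1*, *mvk* and *sqle* at 20 DPA, and *lss* and *pmvk* of the same pathway at 24 DPA. A code series changes at 20 DPA, and from 18 DPA the 11 sterol genes named in the study then had a median of −0.01 in replicates 1 to 5 and 1.49 in replicates 6 to 10. *calb1* was at 6.41 ± 0.71 at 5 DPA and 8.86 ± 0.99 at 12 DPA, *grhl1* at 4.93 ± 0.52 and 5.89 ± 0.56, and *sqle* at 8.45 ± 1.14 and 10.88 ± 0.69 at 26 DPA (n = 10 each). The globin gene *hbg2* first fell at 16 DPA. Of the 7,923 probes past limma's threshold at any time, 5,582 had passed by 5 DPA, 6,104 by 9 DPA and 6,523 by 10 DPA. New probes per day numbered 1,664 up to 0.5 DPA, 1,256 at 3 DPA, 369 at 5 DPA and 138 at 9 DPA. They numbered 419 at 10 DPA, 106 at 18 DPA and 38 at 28 DPA.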

Overall, the cumulative frequency plot shows that most of the probes identified as differently expressed in the study deviated within the first 5 days of limb amputation. After this time, the number of new differently expressed genes increased more linearly over time, excepting the uptick observed between 9 and 10 DPA.

**Figure 6:**
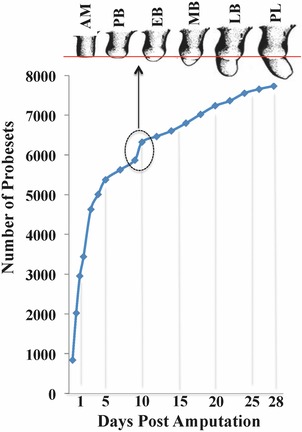
Cumulative frequency distribution showing when each of the probesets identified as significantly differently expressed when contrasting post‐amputation time points to day 0 were first identified as significant. The dashed circle shows a discontinuity in the profile between days 9 and 10 which corresponds to the onset of the early bud (EB) stage of regeneration.

**Figure 7:**
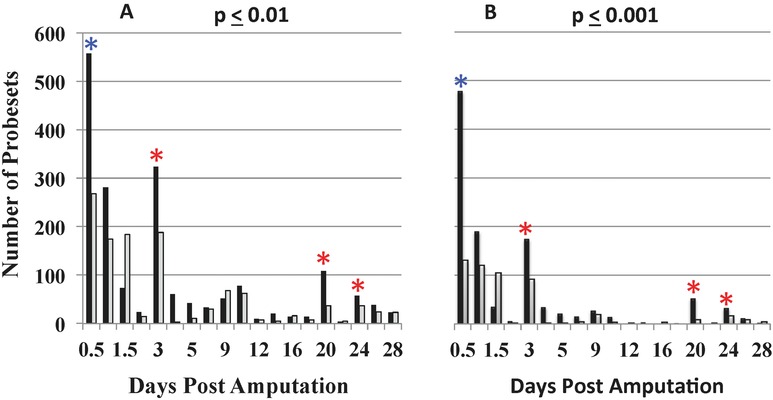
(A) Number of significant probesets identified between time adjacent samples using a *P* value threshold of 0.01 to evaluate the significance of independent *t* tests. Bars show probesets with increasing (black bars) and decreasing (grey bars) changes in abundance relative to the previous sample. The red asterisks show where the number of significant probesets increased significantly between time adjacent contrasts. For example, the number of significant probesets identified for the 2−3 DPA contrast was significantly higher than the number identified for the 1.5−2 DPA contrast. The blue asterisk at day 0.5 highlights the large number of significant probesets that were identified between the non‐amputated state and the first post‐amputation sample. (B) Number of significant probesets identified between time adjacent samples using a *P* value threshold of 0.001 to evaluate the significance of independent *t* tests. Note that punctuated episodes of transcription are observed at a more conservative statistical threshold. All other components of the figure follow the descriptions above.

To further examine temporal changes in transcription, we performed *t* tests between all adjacent time points (e.g., day 0 vs. day 0.5, day 0.5 vs. day 1, …, day 26 vs. day 28) (Fig. 7). In contrast to the approach above, where day 0 values were compared to all subsequent time points, these comparisons identified time intervals where the total number of significant probes increased or decreased as the limb regeneration program unfolded. The temporal distribution of significant probes from this analysis was different from the pattern described above (compare with Fig. 4). The greatest number of significant probes was identified for the first contrast between non‐amputated limb and 0.5 DPA (day 0−0.5, *N* = 669). 

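The largest increases from day 0 to 0.5 DPA were of *mmp3*, *areg*, *mmp1*, *prg4* and *il8*, among probes with a gene name past the threshold in all replicates and changed the same way in both sets. The stromelysin gene *mmp3* (axo08180-f_at) went from 5.00 ± 0.21 at day 0 to 11.72 ± 0.67 at 0.5 DPA, a 106-fold rise (adjusted p = 2.24e-15). The growth factor gene *areg* (axo07473-f_at) rose by 6.21 (SE 0.22, adjusted p = 1.59e-14), the collagenase gene *mmp1* (axo08174-f_at) by 5.95 (SE 0.27, adjusted p = 6.19e-13), the lubricin gene *prg4* (axo05637-f_at) by 5.68 (SE 0.36, adjusted p = 1.27e-10), and the neutrophil attractant gene *il8* (axo07306-r_at) by 5.46 (SE 0.18, adjusted p = 3.22e-15), with n = 10 arrays at each time point. The satiety hormone gene *lep* (axo03422-f_at), from a list of fat cell genes, rose by 5.18 (SE 0.15, adjusted p = 1.69e-15).

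The largest decreases were of the nicotinamide methyltransferase gene *nnmt* (axo11784-r_at) by 3.83 (SE 0.96, adjusted p = 0.0131), the replication inhibitor gene *gmnn* (axo15328-r_at) by 2.52 (SE 0.16, adjusted p = 1.75e-10), and *hnrpd* (axo24418-r_at), an RNA-binding protein gene, by 2.25 (SE 0.24, adjusted p = 8.57e-07). The day 0 arrays varied widely for *nnmt* (SD 3.12). The transcription co-regulator gene *cited2* (axo11684-r_at) fell by 1.54 (SE 0.34, adjusted p = 0.00501). limma called 832 probes, the most of any adjacent interval with all replicates, and 683 and 603 in replicates 1 to 5 and 6 to 10 alone, 370 of them in both with the same direction. In neither set alone was this the largest number, with 1,466 at 2 to 3 DPA in replicates 1 to 5 and 626 at 18 to 20 DPA in replicates 6 to 10. Over all probes the differences of both sets correlated at r = 0.733, and 1 probe differed between the sets in a test of interaction. Probes are not independent of each other.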

After this time, the number of significant probes declined and increased over short intervals of time, with the overall pattern revealing four peaks of transcription across the time series: 0−1 DPA, 2−3 DPA, 18−20 DPA, and 22−24 DPA. 

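Counts of changed probes fell to few or none between the peaks. limma called 411 probes from 0.5 to 1 DPA, 203 from 1 to 1.5 DPA and 3 from 1.5 to 2 DPA. It called 512 from 2 to 3 DPA, then 21, 0, 5, 15 and 2 for the intervals up to 10 DPA. From 10 to 18 DPA each interval gave 0. From 18 to 20 DPA 74 probes changed, from 20 to 22 DPA 0, from 22 to 24 DPA 63, and then 8 and 0. At an unadjusted p under 0.05 the intervals with 0 by limma held 1,352 probes (4 to 5 DPA), 1,078, 1,615, 1,095 and 1,218 (10 to 18 DPA), 800 (20 to 22 DPA) and 1,891 (26 to 28 DPA). By the methods' *t* test at p = 0.01 they held 55, 19, 27, 30, 22, 10 and 47.

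At 2 to 3 DPA the lamin gene *lmnb1* (axo11205-f_at) fell by 1.25 (SE 0.10, adjusted p = 1.98e-06) and the nucleoside kinase gene *dck* (axo08748-f_at) rose by 1.52 (SE 0.20, adjusted p = 2.01e-04) (n = 10 each). At 18 to 20 DPA *dync1h1* (axo07175-f_at) rose by 1.35 (SE 0.25, adjusted p = 0.013) and the globin gene *hbg2* (axo20166-r_s_at) fell by 2.57 (SE 0.53, adjusted p = 0.0254). At 22 to 24 DPA the folate enzyme gene *mthfd2* (axo12280-f_at) fell by 1.94 (SE 0.26, adjusted p = 6.58e-04).

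Few probes were called in both sets of replicates at the peaks after 0.5 DPA. At 2 to 3 DPA 1,466 probes were called in replicates 1 to 5, 183 in replicates 6 to 10 and 42 in both, and 1,026 differed between the sets by interaction. At 9 to 10 DPA the numbers were 0, 571 and 0 (177 by interaction), at 18 to 20 DPA 7, 626 and 0 (1,143 by interaction), and at 22 to 24 DPA 71, 0 and 0 (0 by interaction, so no difference between the sets was found there). At an unadjusted p under 0.05, 1,627 probes differed at 9 to 10 DPA in replicates 1 to 5, and 2,103 at 22 to 24 DPA in replicates 6 to 10. *dync1h1* rose by 0.66 and 2.03 in replicates 1 to 5 and 6 to 10, and *dck* by 1.29 and 1.75. Across probes, which are not independent, the differences of both sets correlated at r = 0.153 at 2 to 3 DPA, 0.235 at 9 to 10 DPA, −0.189 at 18 to 20 DPA and 0.156 at 22 to 24 DPA.

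**Figure D1:**
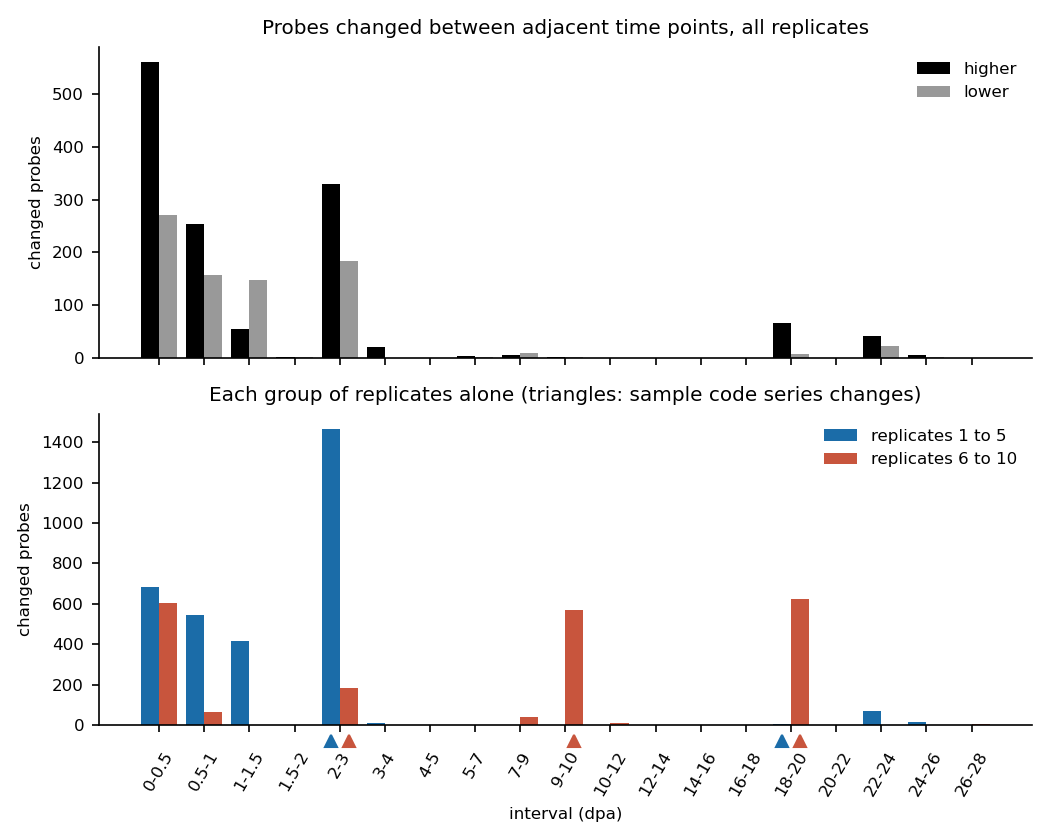
Number of probes past limma's threshold (y axis) in each interval between adjacent time points (x axis, days), higher and lower than the previous time point with all replicates (top) and for replicates 1 to 5 and 6 to 10 alone (bottom). Triangles mark the intervals where a sample code series changes; the 1,466 calls at 2 to 3 DPA come from replicates 1 to 5 and the 626 at 18 to 20 DPA from replicates 6 to 10.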

We note that these peaks are associated with statistically significant increases in the number of significant probes identified between time adjacent contrasts (McNemar's test was evaluated at a Bonferroni adjusted threshold *P* < 0.0028). For example, the number of significant probes identified for the day 2−3 contrast is approximately 10 times higher than the day 3−4 contrast. 

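*acp5*, an osteoclast phosphatase gene, rose by 1.57 (SE 0.25, adjusted p = 7.93e-04) from 2 to 3 DPA, and the carotenoid oxygenase gene *bcmo1* by 2.00 (SE 0.20, adjusted p = 1.40e-05) (n = 10 each). The mucosal glycoprotein gene *olfm4* fell by 2.05 (SE 0.39, adjusted p = 0.0028) and the peptidoglycan sensor gene *pglyrp1* by 1.76 (SE 0.35, adjusted p = 0.00386). With limma, 512 probes changed at 2 to 3 DPA against 21 at 3 to 4 DPA, a ratio of 24.4. McNemar's exact test against the preceding interval gave 509 more probes at 2 to 3 DPA (p = 4.24e-148), 74 more at 18 to 20 DPA (p = 1.06e-22) and 63 more at 22 to 24 DPA (p = 2.17e-19). From 7 to 9 DPA to 9 to 10 DPA the number decreased by 13 (p = 0.00235). The test treats probes as independent, which they are not.

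In replicates 1 to 5 alone, the rise at 18 to 20 DPA was of 7 probes (p = 0.0156), above the Bonferroni threshold of 0.0028. In replicates 6 to 10 alone the rise at 22 to 24 DPA became a decrease by 1 (p = 1), and the number rose by 530 at 9 to 10 DPA (p = 1.46e-125).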

More up than down probes were identified for each peak and fewer significant probes were associated with the later three peaks. 

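The peaks held falls as well as rises. Falls at 2 to 3 DPA included the heme-binding gene *hebp2* (axo13659-f_at), by 1.76 (SE 0.49, adjusted p = 0.0301), the neuropeptide gene *calcb* (axo08386-r_at), by 1.56 (SE 0.41, adjusted p = 0.0203), and the pro-apoptotic gene *bik* (axo23595-f_at), by 1.51 (SE 0.27, adjusted p = 0.00186). At 18 to 20 DPA they included the dendritic cell receptor gene *clec9a* (axo03543-f_at), by 1.71 (SE 0.34, adjusted p = 0.0198), and the antiviral gene *oas3* (axo11802-r_at), by 1.02 (SE 0.23, adjusted p = 0.0387). At 22 to 24 DPA the serine synthesis gene *psat1* (axo00298-f_at) fell by 1.45 (SE 0.30, adjusted p = 0.0165) and the amino acid transporter gene *slc7a3* (axo04425-f_at) by 0.98 (SE 0.24, adjusted p = 0.0361) (n = 10 each).

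limma counted 329 higher and 183 lower at 2 to 3 DPA, 66 and 8 at 18 to 20 DPA, and 41 and 22 at 22 to 24 DPA. For 18 to 20 DPA, replicates 1 to 5 alone gave 2 higher and 5 lower, and replicates 6 to 10 alone 361 and 265. With each array centred on its median, limma counted 256 higher and 280 lower at 2 to 3 DPA, where the mean array median shifts by 0.051, so which direction is more frequent there depends on the centring. The counts were then 55 and 9 at 18 to 20 DPA and 40 and 21 at 22 to 24 DPA.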

The 0−1 DPA peak associates with limb amputation, the 18−20 DPA peak with the onset of the LB stage, and the 22−24 DPA peak with the pallet stage. This distribution suggests that the process of limb regeneration is punctuated by transcriptional changes that correlate with morphological and histological changes described by Tank et al. (1976).

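At the onset of the late bud, between 18 and 20 DPA, the replication initiation gene *ticrr* (axo23215-f_at) rose by 1.29 (SE 0.22, adjusted p = 0.00925), the mitotic gene *cdca2* (axo01568-f_at) by 1.18 (SE 0.18, adjusted p = 0.00505), and the neuroendocrine gene *chga* (axo07069-r_at) by 1.24 (SE 0.27, adjusted p = 0.0321) (n = 10 each). The alpha globin gene *hba2* (axo06704-f_x_at) fell by 2.06 (SE 0.47, adjusted p = 0.0407) and the ubiquitin ligase gene *trim39* (axo01959-r_at) by 0.97 (SE 0.21, adjusted p = 0.037). *ticrr* rose by 0.51 in replicates 1 to 5 and 2.07 in replicates 6 to 10, *cdca2* by 0.85 and 1.52, and *hba2* differed by −3.08 and −1.05. The interaction was significant for *ticrr* (adjusted p = 0.00492, limma) and not for *cdca2* (0.264) or *hba2* (0.18). The paper proposes that regeneration is punctuated by transcriptional changes that correlate with the stages of limb morphology. The arrays of 18 and 20 DPA differ in code series as well as in time, and the values do not separate these.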

### Similarity of microarray samples

We used hierarchical clustering to determine which time points in the experiment were more similar (Fig. 8). 

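Some genes changed gradually over days. *tnc* stood at 13.03 ± 0.27 at 2 DPA, 13.55 ± 0.27 at 4 DPA and 13.76 ± 0.27 at 7 DPA, and the myosin-binding gene *mybpc2* at 11.46 ± 0.64, 11.16 ± 0.59 and 10.68 ± 1.30 at 3, 4 and 5 DPA (n = 10 each). *ccna2* was higher at 5 DPA (9.76 ± 0.24) than at 4 DPA (9.13 ± 0.51) and stood at 9.52 ± 0.38 at 12 DPA. All 20 time points had a neighbouring time point as their closest mean profile. The distance 1 − *r* averaged 0.00307 between adjacent time points and 0.0447 between those 10 or more steps apart, over 20,035 probes that are not independent. It was largest between adjacent times at 0 to 0.5 DPA (0.0113), where genes such as *areg* and *mmp3* rose, and was 0.0564 between 0 and 28 DPA. In replicates 1 to 5 the distance from 2 to 3 DPA was 0.0118, against 0.00501 with all replicates. In replicates 6 to 10 that from 18 to 20 DPA was 0.00858, against 0.00289 with all.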

In general, we found that time adjacent samples clustered more closely together. This result supports the idea that overall gene expression diverges gradually over time during limb regeneration. We expected the first major split to partition the non‐amputated day 0 sample from all other samples, because the day 0 sample presents the most dramatic morphological contrast. Unexpectedly, the first or highest bifurcation in the dendrogram split the microarray samples into two groups: a day 0−9 group and a day 10−28 group. This result was also obtained when hierarchical clustering was performed with a jackknifing procedure (Fig. S1). Thus, in addition to the peaks of transcription described above, transcriptional differences between 9 and 10 DPA are sufficiently different to implicate this as a critical transition point in the limb regeneration program.

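Muscle genes were low after the division of days 0 to 9 from days 10 to 28. *myl1* of the myosin light chain was at 13.43 ± 0.58 at 7 DPA, 11.06 ± 3.40 at 9 DPA and 7.09 ± 3.00 at 14 DPA, the calcium-binding muscle gene *pvalb* at 13.05 ± 0.81, 10.54 ± 3.56 and 6.53 ± 2.66, and the fibroblast matrix gene *abi3bp* at 6.84 ± 0.67, 6.68 ± 0.54 and 5.49 ± 0.62 (n = 10 each). The mean of 29 interstitial matrix genes was 9.59 ± 0.15 at 9 DPA, 9.29 ± 0.37 at 10 DPA and 9.49 ± 0.20 at 14 DPA, and *tnc* rose against day 0 in all 19 comparisons. With average linkage on 1 − Pearson's *r*, the top join lay at 0.0342 and the next at 0.0250. Mean distance was 0.00985 within the groups. The distance from 9 to 10 DPA was 0.00377, in replicates 1 to 5 0.00423 and in replicates 6 to 10, whose code series changes there, 0.00803.

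Replicates 6 to 10 alone split after 9 DPA and replicates 1 to 5 alone after 7 DPA. Complete linkage split the time points after 5 DPA. Centring on code series means, and the use of only those probes that changed against day 0, both placed the split after 7 DPA.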

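With all replicates, limma called 2 probes between 9 and 10 DPA (2,351 at an unadjusted p under 0.05), and it called 0 in replicates 1 to 5 alone (1,627 at an unadjusted p under 0.05) and 571 in replicates 6 to 10 alone, whose code series changes there. The fibroblast protease gene *fap* (axo10102-r_at) rose by 1.11 (SE 0.19, adjusted p = 0.0465) and the cyclooxygenase gene *ptgs1* (axo10242-f_at) fell by 0.62 (SE 0.11, adjusted p = 0.0465) (n = 10 each). As a group, 29 interstitial matrix genes had a median difference of −0.28 (camera adjusted p = 3.60e-08; adjusted p = 0.434 with an estimated correlation), with 0 past the threshold and 5 lower over the list alone. For 11 endothelial genes the median was −0.40 (adjusted p = 2.36e-05; adjusted p = 0.346 with an estimated correlation), with 0 past and 2 lower over the list alone. For 44 skeletal muscle genes it was −0.88 (adjusted p = 9.40e-10; adjusted p = 0.434 with an estimated correlation), 0 past, and −0.36 and −1.34 in replicates 1 to 5 and 6 to 10.

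When random samples of 50% of probes were clustered 1,000 times, 548 draws split the time points after 9 DPA, 319 after 7 DPA, 130 after 5 DPA and 3 after 2 DPA. The split after 9 DPA came in all 1,000 draws of replicates 6 to 10, and a split after 7 DPA in 981 draws of replicates 1 to 5. The paper reasons that the differences between 9 and 10 DPA implicate this interval as a critical transition point.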

**Figure 8:**
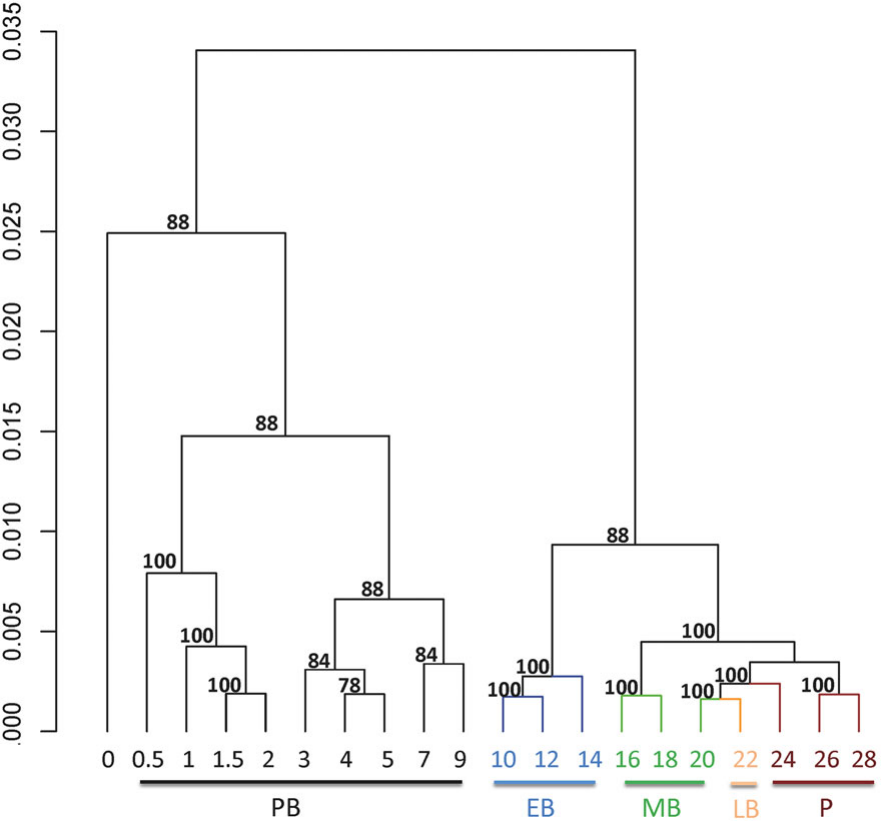
Hierarchical cluster analysis reveals temporal grouping of samples, with the first bifurcation splitting samples into early (days 0−9) and late (days 10−28) groups. The numbers positioned at nodes in the dendogram are approximately unbiased bootstrap values. The *y*‐axis is 1 − Pearson's correlation coefficient and the *x*‐axis shows the samples according to the day of collection. For example, 0, day 0; and 0.5, day 0.5. The colors refer to regeneration stages: pre‐bud (PB), early bud (EB), medium bud (MB), late bud (LB), and pallet (P).

**Table 1:** List of significantly enriched gene ontology (GO) terms that were identified for five post‐amputation time intervals (DPA, days post‐amputation)

GO Term	# Genes	Prob
0–1 DPA		
GO:0030574∼collagen catabolic process	8	0.002
GO:0006928∼cell motion	39	0.002
GO:0009719∼response to endogenous stimulus	35	0.002
GO:0009991∼response to extracellular stimulus	23	0.008
GO:0042127∼regulation of cell proliferation	46	0.037
GO:0006916∼anti‐apoptosis	21	0.016
GO:0051252∼regulation of RNA metabolic process	78	0.025
GO:0051094∼positive regulation of developmental process	22	0.043
GO:0031328∼positive regulation of cellular biosynthetic process	40	0.043
GO:0031667∼response to nutrient levels	20	0.027
GO:0001944∼vasculature development	22	0.027
GO:0042330∼taxis	12	0.037
GO:0006952∼defense response	30	0.038
2–3 DPA		
GO:0007049∼cell cycle	56	6E‐07
GO:0000279∼M phase	27	6E‐04
GO:0051276∼chromosome organization	31	2E‐03
GO:0006259∼DNA metabolic process	37	1E‐04
9–10 DPA		
GO:0031012∼extracellular matrix	15	6E‐06
GO:0005576∼extracellular region	25	2E‐04
GO:0005604∼basement membrane	7	5E‐04
18–20 DPA		
GO:0051789∼response to protein stimulus	9	0.002
22–24 DPA		
GO:0008202∼steroid metabolic process	10	8E‐07

### Identification of genes and associated biological processes for significant temporal intervals

Overrepresentation analyses were performed to identify significantly enriched biological process gene ontology (GO) terms for the day 9−10 interval and the four intervals where the number of differently expressed probes increased significantly (day 0−0.5; days 2−3; days 18−20; days 22−24). Given the small number of significant genes identified for some intervals, gene lists were also curated manually through literature searches. Additionally, to facilitate the discovery of groups of genes with associated patterns of expression, Pearson's correlation coefficient was calculated between genes using transcript abundance estimates across the entire time series.

#### The 0−1 DPA interval

The presumptive axolotl−human gene orthologs (*N* = 841) identified as differently expressed at the first post‐amputation time point significantly enriched several GO terms, including cell motion, response to endogenous and extracellular stimulus, collagen catabolism, defense, RNA metabolism, anti‐apoptosis, and regulation of development and cellular biosynthetic processes (Tables 1 and S1). 

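Some protease, epidermal and phagocyte genes rose within the first 0.5 days, and a few muscle genes fell. The gelatinase gene *mmp2* (axo05645-r_at) rose by 2.99 (SE 0.35, adjusted p = 2.60e-06) and the protease inhibitor gene *timp1* (axo08979-f_at) by 2.32 (SE 0.22, adjusted p = 1.31e-07). The epidermal cross-linking gene *tgm1* (axo05362-f_at) rose by 4.18 (SE 0.15, adjusted p = 2.37e-14) and the phagocyte oxidase gene *cybb* (axo05779-r_at) by 1.72 (SE 0.23, adjusted p = 1.50e-05) (n = 10 each). The muscle chaperone gene *unc45b* (axo02413-f_at) fell by 1.33 (SE 0.29, adjusted p = 0.00413).

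Of 10 matrix metalloproteinase and TIMP genes, 3 rose, 0 fell and 7 did not pass (4 rose over the list alone; median 0.19). The camera test of these genes gave an adjusted p = 3.99e-04, and adjusted p = 0.0964 with an estimated correlation. A further 5 genes of the list, *mmp1*, *mmp3*, *mmp8*, *mmp10* and *mmp13*, are named only in Table S1 and so were not in this count or test, and each rose past limma's threshold. Of 19 epidermis genes, 8 rose, 1 fell and 10 did not pass (8 and 1 over the list alone; median 0.41). That list had adjusted p = 4.19e-09 (adjusted p = 0.0964 with an estimated correlation), and 16 of its genes are in the study's Table S1, so it is not independent evidence. Of 6 neutrophil genes, 4 rose, 0 fell and 2 did not pass (4 over the list alone; median 0.89; adjusted p = 1.30e-05, and adjusted p = 0.0364 with an estimated correlation). Of 13 macrophage genes, 4 rose and 9 did not pass (4 over the list alone; median 0.17; adjusted p = 0.0128; adjusted p = 0.585 with an estimated correlation).

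Of 44 skeletal muscle genes, 4 fell, 0 rose and 40 did not pass (16 fell over the list alone). The median was −0.53 (adjusted p = 2.42e-07; adjusted p = 0.71 with an estimated correlation). Of 25 endoplasmic reticulum stress genes, 5 rose and 20 did not pass (5 over the list alone; median 0.08; adjusted p = 0.0128; adjusted p = 0.71 with an estimated correlation). The chaperone gene *hspa5* (axo11000-f_at) of that list rose by 1.21 (SE 0.28, adjusted p = 0.00605).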

The genes that enriched these terms suggest that limb amputation induces transcriptional changes beyond a simple wound healing response. 

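Several growth factor, immediate early and Krüppel-like factor genes rose at 0.5 DPA, and a few transcription factor genes fell. The gene *areg* (axo07473-f_at), a ligand of the epidermal growth factor receptor, rose by 6.21 (SE 0.22, adjusted p = 1.59e-14), the bone morphogenetic protein gene *bmp2* (axo07001-f_at) by 1.50 (SE 0.17, adjusted p = 1.39e-06), *egr1* (axo07756-f_at) by 3.30 (SE 0.25, adjusted p = 2.67e-09), *fos* (axo10931-f_at) by 3.97 (SE 0.51, adjusted p = 1.03e-05) and *cyr61* (axo07375-f_at), a matricellular gene, by 2.50 (SE 0.21, adjusted p = 2.03e-08) (n = 10 each). The stem cell factor gene *sall4* (axo17557-f_at) rose by 2.26 (SE 0.24, adjusted p = 4.88e-07) and *klf3* (axo15852-f_at) by 1.82 (SE 0.11, adjusted p = 6.46e-11). Smaller rises were those of *id1* (1.40 (SE 0.14, adjusted p = 2.89e-07)), *klf2* (1.71 (SE 0.19, adjusted p = 1.03e-06)), *klf4* (1.62 (SE 0.18, adjusted p = 9.34e-07)), *klf10* (1.21 (SE 0.19, adjusted p = 1.64e-04)), *myc* (0.68 (SE 0.14, adjusted p = 0.00239)) and the myeloid factor *spi1* (0.78 (SE 0.18, adjusted p = 0.00821)). The nuclear receptors *nr4a1* (0.67 (SE 0.18, adjusted p = 0.0195)), *nr4a2* (0.76 (SE 0.11, adjusted p = 3.47e-05)) and *nr4a3* (0.63 (SE 0.09, adjusted p = 5.03e-05)) rose as well. *id2* was higher by 0.63 (SE 0.20, adjusted p = 0.0502), which is not past the threshold.

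Among the falls were the proliferation factor *mycn* (axo11014-r_at), by 1.61 (SE 0.17, adjusted p = 7.64e-07), the planar polarity gene *prickle1* (axo06656-f_at), by 1.12 (SE 0.22, adjusted p = 0.00199), *hoxc8*, by 0.78 (SE 0.19, adjusted p = 0.00936), *nr2f2*, by 0.72 (SE 0.09, adjusted p = 6.36e-06), and the dorsal limb factor *lmx1b*, by 0.59 (SE 0.16, adjusted p = 0.0199). Of the 18 genes named in the study for an increase, 17 rose and 0 fell (18 rose over these genes alone; median 1.45), and of the 5 named for a decrease 5 fell (5 over these genes alone; median −0.78). These genes were chosen by the study from these data and are not independent evidence. Of 29 limb patterning genes on a list fixed beforehand, 2 rose, 4 fell and 23 did not pass (2 and 4 over the list alone; median −0.01; camera adjusted p = 0.976, and adjusted p = 0.985 with an estimated correlation).

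A list of 23 immediate early genes fixed beforehand gave 18 that rose, 0 that fell and 5 not past the threshold (18 over the list alone). Its median was 1.24 (camera adjusted p = 1.02e-34, and adjusted p = 3.53e-06 with an estimated correlation), and 9 of its genes are among those the study names. In the study's Table S1 are 18 of its genes, so this list is not independent evidence either. The mRNA decay gene *zfp36* (axo09128-f_at) rose by 3.37 (SE 0.16, adjusted p = 8.28e-13) and the kinase phosphatase gene *dusp5* (axo10052-f_at) by 2.89 (SE 0.15, adjusted p = 3.15e-12). The paper proposes that amputation induces transcriptional changes beyond a simple wound healing response.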

Transcript levels for >70 genes encoding transcription factors and components of developmental signaling pathways were expressed differently after amputation, and these genes showed increasing (e.g., *areg*, *bmp2*, *cyr61*, *egr1*, *fos*, *id1−2*, *klf2−4*, *klf10*, *myc*, *nr4a1−3*, *sall4*, *spi1*) and decreasing changes in transcript abundance (e.g., *hoxc8*, *lmx1b*, *mycn*, *nr2f2*, *prickle1*). 

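Between 5 and 7 DPA several immediate early genes rose again. *fos* went from 8.86 ± 0.89 to 10.90 ± 0.64, a difference of 2.04 (SE 0.32, adjusted p = 0.0139), and *cyr61* from 8.62 ± 0.55 to 10.20 ± 0.61 (1.58 (SE 0.24, adjusted p = 0.0139)). The Krüppel-like factor *klf4* rose by 0.91 (SE 0.11, adjusted p = 6.97e-04) and the nuclear receptor *nr4a1* by 0.83 (SE 0.13, adjusted p = 0.0139) (n = 10 each). *egr1* was higher by 1.50 (SE 0.36, adjusted p = 0.237) and the cytokine gene *il1b* (axo07206-r_at) differed by −0.13 (SE 0.39, adjusted p = 0.994), neither past limma's threshold. Another *il1b* probe of Table S1 was not used here. From 7 to 9 DPA, *fos* fell by 2.58 (SE 0.28, adjusted p = 1.99e-04), *egr1* by 1.91 (SE 0.31, adjusted p = 0.0347) and *nr4a1* by 0.84 (SE 0.15, adjusted p = 0.0354).

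Of 23 immediate early genes on a list fixed beforehand, 3 rose, 0 fell and 20 did not pass (8 rose over the list alone). The median was 0.43 (camera adjusted p = 1.87e-21, and adjusted p = 0.00269 with an estimated correlation), with 0.37 in replicates 1 to 5 and 0.53 in replicates 6 to 10. The mean of the list was 6.74 ± 0.19 at 5 DPA, 7.28 ± 0.19 at 7 DPA and 6.67 ± 0.22 at 9 DPA. In the same interval 8 osteoclast genes had a median of 0.38 (0 past, 2 higher over the list alone; adjusted p = 0.00133; adjusted p = 0.257 with an estimated correlation) and 44 skeletal muscle genes one of −0.51 (0 past; adjusted p = 5.54e-14; adjusted p = 0.258 with an estimated correlation). Code series stay the same from 3 to 9 DPA.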

Many of the presumptively upregulated genes at 0.5 DPA, including immediate early genes (e.g., *fos*, *egr1*, *il1b*, *cry61*), exhibited a unique and significant increase in transcript abundance at day 7. Strikingly, these immediate early genes exhibited similar expression profiles across the entire 28‐day time series, a pattern that is suggestive of transcriptional co‐regulation and temporal re‐deployment of gene regulatory networks during regeneration (Fig. 9A−H).

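Across the 20 time points, the mean profiles of the 23 immediate early genes resembled each other. Their median pairwise Pearson r was 0.562, where the highest median among 1,000 random sets of 23 probes of similar mean level was 0.235, and the profile of their mean in replicates 1 to 5 correlated with that in replicates 6 to 10 at r = 0.828. For the 18 genes named in the study for a rise at 0.5 DPA, which are not independent evidence, the median pairwise r was 0.408 and the highest random value 0.457. *fos* was at 6.58 ± 1.64 at day 0, 9.62 ± 0.57 at 1 DPA, 9.13 ± 1.40 at 14 DPA and 7.75 ± 1.12 at 28 DPA. *egr1* was at 8.10 ± 0.74, 9.85 ± 0.71, 8.99 ± 0.94 and 8.56 ± 0.55, and *il1b* at 9.84 ± 0.55, 11.21 ± 0.40, 11.51 ± 0.78 and 11.40 ± 0.20 (n = 10, 9 at 28 DPA). From 7 to 12 DPA, 10 of the 23 genes fell (11 over the list alone; median −0.55; camera adjusted p = 5.89e-18, and adjusted p = 0.008 with an estimated correlation). The paper proposes transcriptional co-regulation and repeated deployment of gene regulatory networks.

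**Figure D2:**
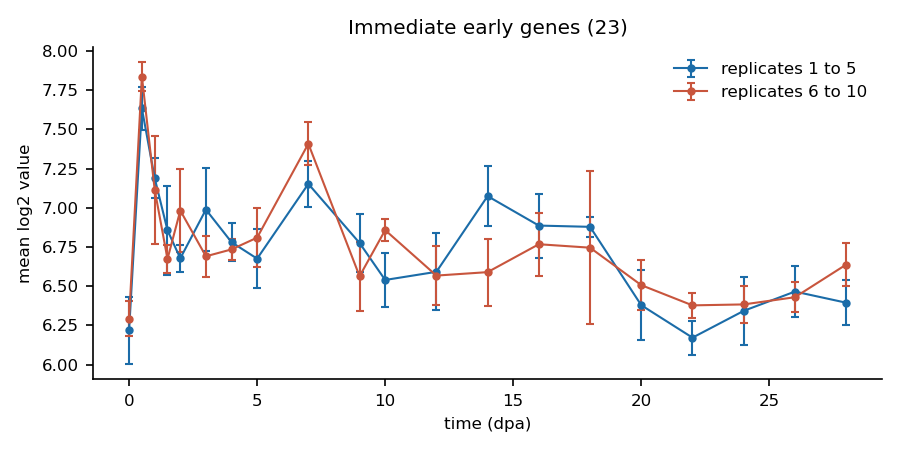
Mean log2 intensity of the 23 immediate early genes (y axis) against days after amputation (x axis) for replicates 1 to 5 and 6 to 10, with SD across samples as error bars. Both sets peak at 0.5 DPA (7.74 with all replicates) and again at 7 DPA (7.28).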

#### The 2−3 DPA interval

A second, punctuated phase of gene expression was detected between 2 and 3 DPA. The 435 annotated genes that were identified for this interval enrich terms associated with mitosis, DNA replication, and more generally the cell cycle (Tables 1 and S1). This set included cyclins (*ccna2*, *ccne2*, *ccng2*), regulators of DNA replication (*cdc6*, *cdc7*), nucleotide synthesis (*rrm1*, *rrm2*), DNA polymerization (*pola2*, *pole2*), chromosome condensation (*smc2*, *smc4*), and chromatin organization (*smarcad1*, *smarce1*, *smarca5*, *smarca2*). 

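Several replication genes that the study names rose from 2 to 3 DPA. The polymerase subunit gene *pole2* (axo08436-f_at) rose by 1.12 (SE 0.18, adjusted p = 8.98e-04), the condensin gene *smc2* (axo12095-r_at) by 1.07 (SE 0.23, adjusted p = 0.00664), the nucleotide reductase gene *rrm2* (axo00699-r_at) by 1.06 (SE 0.22, adjusted p = 0.0048) and the cyclin gene *ccng2* (axo09986-f_at) by 1.45 (SE 0.42, adjusted p = 0.0355) (n = 10 each). *cdc6* and *cdc7*, which act in origin licensing and firing, rose by 0.78 (SE 0.23, adjusted p = 0.0367) and 0.75 (SE 0.11, adjusted p = 5.82e-04). *ccne2* rose by 0.72 (SE 0.20, adjusted p = 0.0314), *rrm1* by 0.62 (SE 0.11, adjusted p = 0.00156), *pola2* by 0.77 (SE 0.18, adjusted p = 0.0099) and *smc4* by 0.58 (SE 0.16, adjusted p = 0.0308). *ccna2* was higher by 0.63 (SE 0.20, adjusted p = 0.0509), which is not past the threshold.

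The SWI/SNF-related genes *smarcad1* (0.73 (SE 0.16, adjusted p = 0.00689)), *smarce1* (0.81 (SE 0.21, adjusted p = 0.0178)) and *smarca2* (0.66 (SE 0.13, adjusted p = 0.00458)) rose, and *smarca5* fell by 0.58 (SE 0.17, adjusted p = 0.0345). These 4 genes differed between sets of replicates: *smarcad1* by 1.24 in replicates 1 to 5 and 0.21 in replicates 6 to 10, *smarce1* by 1.55 and 0.06, *smarca2* by 1.08 and 0.24, and *smarca5* by −1.14 and −0.03. Their interaction adjusted p-values by limma were 0.0170, 0.00395, 0.0217 and 0.00927.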

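Of the 18 replication, condensation and proliferation genes that the study names, 15 rose, 1 fell and 2 were not past the threshold from 2 to 3 DPA (16 rose and 1 fell over these genes alone; median 0.74). The median was 0.73 in replicates 1 to 5 and 0.75 in replicates 6 to 10. The study chose these genes from the same arrays, so the count is not independent evidence. The sliding clamp gene *pcna* (axo02759-r_s_at) rose by 0.70 (SE 0.18, adjusted p = 0.0162) and the thymidine kinase gene *tk1* (axo08986-f_at) by 1.17 (SE 0.29, adjusted p = 0.0147) (n = 10 each). The proliferation marker *mki67* (axo06859-f_at) was higher by 0.47 (SE 0.10, adjusted p = 0.00594), which is under the fold threshold.

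Of 103 cell cycle genes on a list fixed beforehand, 32 rose, 1 fell and 70 did not pass (38 and 1 over the list alone). The median was 0.40 (camera adjusted p = 2.65e-16), but adjusted p = 0.762 with an estimated correlation between genes. The study names 13 of the 103 genes and 45 are in its Table S1, so the list is not independent evidence. Replicates 1 to 5 gave a median of 0.33 (adjusted p = 1.13e-06, camera) and replicates 6 to 10 one of 0.49 (adjusted p = 4.46e-15). The mitotic kinesin gene *kif2c* (axo12504-f_at) rose by 1.11 (SE 0.19, adjusted p = 0.00147). By 28 DPA, 13 of the 18 genes were above day 0 and 1, *smarca5*, was below it (−2.23, SE 0.17). *pcna* stood at 10.72 ± 0.46 at 3 DPA, 10.48 ± 0.37 at 10 DPA and 11.62 ± 0.21 at 24 DPA.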

The majority of these genes, including markers of cell proliferation (*pcna*, *mki67*, *tk1*), increased during this interval, and after this time transcript abundances increased gradually or remained relatively constant throughout the 28‐day time course (Fig. 9I−P). The increase in transcript abundance for many genes followed a pattern of decreasing transcript abundance between 0 and 2 DPA. Thus, 2−3 DPA marked a transition in the limb regeneration program, with a punctuated increase in cell cycle associated transcripts indicating a change in the number of proliferative cells within the distal limb stump.

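Before the rise, several of these genes were below the level of the uncut limb. From day 0 to 2 DPA, *pole2* fell by 1.50 (SE 0.18, adjusted p = 1.87e-06), *ccne2* by 0.83 (SE 0.16, adjusted p = 2.70e-04), *cdc7* by 0.92 (SE 0.11, adjusted p = 1.01e-06), *smc2* by 0.69 (SE 0.25, adjusted p = 0.0413) and *smarca5* by 0.59 (SE 0.20, adjusted p = 0.0277), while 13 of the 18 genes named in the study did not pass the threshold (n = 10 each). The means of all 18 were lower at 2 DPA than at day 0, with a median difference of −0.42. The mean of the 103 cell cycle genes was 7.62 ± 0.35 at day 0, 7.19 ± 0.42 at 1.5 DPA, 7.39 ± 0.28 at 2 DPA, 7.77 ± 0.21 at 3 DPA, 8.45 ± 0.18 at 5 DPA and 8.82 ± 0.12 at 26 DPA. Over the time course their median pairwise r was 0.865, with 0.22 the highest among random sets of the same size. The paper concludes that the interval marks a transition to a changed number of proliferative cells in the distal stump. The arrays measure tissue averages, so the mean of these 103 genes does not separate more cycling cells from more transcript per cell.

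**Figure D3:**
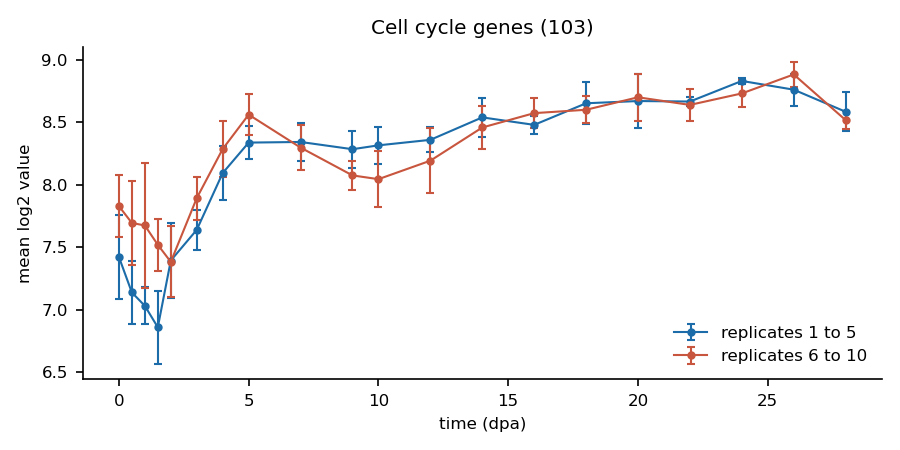
Mean log2 intensity of the 103 cell cycle genes (y axis) against days after amputation (x axis) for replicates 1 to 5 and 6 to 10, with SD across samples as error bars. Replicates 1 to 5 are lowest at 1.5 DPA (6.86) and replicates 6 to 10 at 2 DPA (7.38), and both lie above day 0 by 5 DPA (8.34 and 8.56).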

**Figure 9:**
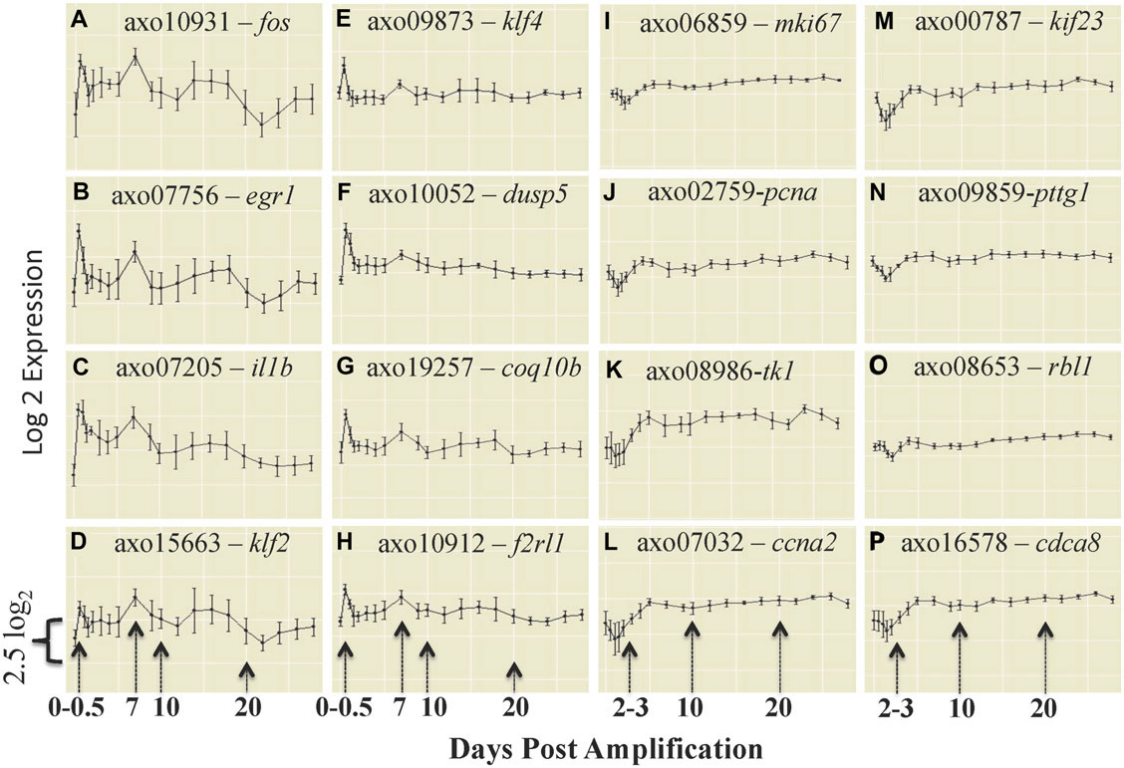
Expression profiles for genes identified as differently expressed at 0−0.5 DPA (A−H) and 2−3 DPA (I−P). Each estimate of transcript abundance was calculated from 10 replicate samples. The error bars are standard deviations.

#### The 9−10 DPA interval

Hierarchical clustering of microarray samples identified the 9−10 DPA interval as the most distinct in the overall limb regeneration transcriptional program (Fig. 8). In part, because the list of differentially expressed genes with annotations was small and functionally diverse for this interval (*N* = 117), no significantly overrepresented biological process terms were identified. Manual inspection of these genes predict that many encode extracellular matrix and basement membrane proteins; indeed extracellular matrix, extracellular region, and basement membrane were identified as significantly enriched cellular component GO terms (Table 1). 

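Collagen genes of basement membrane and of microfibrils had lower means at 10 than at 9 DPA. *col4a1* (axo07643-f_at) differed by −0.80 (SE 0.24, adjusted p = 0.201), *col4a2* (axo07645-f_at) by −0.76 (SE 0.21, adjusted p = 0.181), *col6a1* (axo07646-f_at) by −0.70 (SE 0.17, adjusted p = 0.13) and *col6a2* (axo07648-r_at) by −0.69 (SE 0.18, adjusted p = 0.149) (n = 10 each). None of these 4 is past limma's threshold, and 4 are lower over the 4 genes alone, which the study chose and which are not independent evidence. The differences in replicates 1 to 5 and 6 to 10 were −0.84 and −0.76 for *col4a1* and −0.80 and −0.61 for *col6a1*.

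Of 19 basement membrane and collagen VI genes, 0 rose, 0 fell and 19 did not pass (8 fell over the list alone). The median was −0.34 (camera adjusted p = 1.26e-06), but adjusted p = 0.346 with an estimated correlation, and −0.43 and −0.23 in replicates 1 to 5 and 6 to 10. Against day 0, the levels at 10 DPA had fallen by 2.90 (SE 0.23, adjusted p = 1.51e-09) for *col4a1*, 3.00 (SE 0.19, adjusted p = 4.37e-11) for *col4a2*, 2.30 (SE 0.19, adjusted p = 2.45e-09) for *col6a1* and 2.03 (SE 0.17, adjusted p = 5.95e-09) for *col6a2*. The lowest means of *col6a1* (10.11) and *col6a2* (10.44) were at 10 DPA and those of *col4a1* (8.48) and *col4a2* (7.60) at 20 DPA. In replicates 1 to 5 all 4 had their lowest mean at 10 DPA.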

The majority of these genes showed a decrease in transcript abundance for this interval, with 10 DPA estimates representing the lowest calculated mean in the overall 28‐day expression profile. 

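The profiles of *col4a1*, *col4a2*, *col6a1* and *col6a2* had a median pairwise r of 0.778 over the 20 time points. Among 1,000 random sets of 4 probes of similar mean level, 13 were as high and the highest was 0.84. The study chose these genes for a fall in the same interval, unlike the random sets, so this r is not independent evidence. The profile of their mean correlated at r = 0.861 between replicates 1 to 5 and 6 to 10. *col4a2* was at 10.89 ± 0.18 at day 0, 9.04 ± 0.48 at 5 DPA, 7.79 ± 0.83 at 12 DPA and 8.47 ± 0.48 at 28 DPA, and *col6a2* at 12.47 ± 0.21, 11.36 ± 0.23, 10.68 ± 0.75 and 11.79 ± 0.24 (n = 10, 9 at 28 DPA). From 10 to 12 DPA the median of the 4 differences was 0.08, with 0.45 in replicates 1 to 5 and −0.31 in replicates 6 to 10. For the wider list of 19 genes, which holds laminins and other matrix proteins, the median pairwise r was 0.148, and 148 of 1,000 random sets were as high.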

And these genes showed highly similar expression profiles (Fig. 10A‐D). Using hierarchical clustering, additional genes with correlated expression profiles were identified, including groups that showed an increase in transcript abundance for the 9−10 DPA interval. These genes were associated with several different functions, including chromatin remodeling and transcriptional regulation (*brd8*, *ep300*, *nipbl*, *phf6*, *rarg*, *smarcc1*, *smc4*, *zmynd11*), vesicle formation and intracellular/intercellular trafficking (*golga4*, *gcc2*, *clip1*, *cltc*, *itsn2*, *kif21a*, *plekhf2*), tight junctions/desmosomes (*dsp pnn*, *ppl*), cell proliferation and growth control (*efna1*, *ell3fap1*, *fap*, *ppp2r5c*, *samd9l*, *scaf1*, *tet2*, *tp53inp1*, *znf217*), and neural‐associated functions (*avil*, *epb41l1*, *map1b*, *plxnb2*, *slitrk6*, *znf592*). In addition to conservation of mean expression estimates for genes across the 28‐day time course, note that the variance in expression changed coordinately before and after 9−10 DPA (Fig. 10E−H).

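Chromatin, trafficking and desmosome genes had higher means at 10 than at 9 DPA, mainly in replicates 6 to 10. With the difference in replicates 1 to 5 and then in replicates 6 to 10 in brackets, the values were *brd8* 1.21 (SE 0.33, 0.13 and 2.29), *ep300* 0.68 (SE 0.21, 0.20 and 1.17), *nipbl* 0.60 (SE 0.18, 0.15 and 1.05), *phf6* 1.13 (SE 0.26, 0.75 and 1.51), *smarcc1* 0.67 (SE 0.18, 0.24 and 1.10) and *zmynd11* 0.63 (SE 0.14, 0.20 and 1.06). For vesicle and Golgi genes they were *cltc* 0.94 (SE 0.24, 0.27 and 1.61), *golga4* 0.64 (SE 0.18, 0.26 and 1.03), *gcc2* 0.74 (SE 0.22, 0.41 and 1.08) and *plekhf2* 1.09 (SE 0.27, 0.19 and 1.99). For desmosome and envelope genes they were *dsp* 1.05 (SE 0.25, 0.21 and 1.89), *pnn* 1.07 (SE 0.32, 0.01 and 2.14) and *ppl* 0.85 (SE 0.23, 0.40 and 1.29). None of these was past limma's threshold (n = 10 each). *clip1*, of microtubule ends, differed by 0.12 (SE 0.17, adjusted p = 0.837).

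The 8 chromatin genes that the study names gave 0 past the threshold, 8 higher over these genes alone and a median of 0.68 (0.20 in replicates 1 to 5 and 1.13 in replicates 6 to 10). The 7 trafficking genes gave 0 and 6 (median 0.64; 0.27 and 1.03), and the 3 junction genes 0 and 3 (median 1.05; 0.21 and 1.89). Of 9 growth regulators, 1 rose, *fap*, and 9 were higher over these genes alone (median 0.76; 0.35 and 1.27). The 6 neural genes gave 0 and 6 (median 0.81; 0.27 and 1.24), with *plxnb2* 1.12 (SE 0.27, 0.07 and 2.17) and *map1b* 0.71 (SE 0.17, 0.39 and 1.03). All were chosen by the study from these arrays and are not independent evidence. Only the code series of replicates 6 to 10 changes between 9 and 10 DPA.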

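The mean of *ep300*, *nipbl*, *brd8*, *smarcc1* and other chromatin and trafficking genes differed between sets of replicates at 9 DPA by more than its SD within a set. This mean uses 1 probe of each such gene that both the study and the platform table name. At 9 DPA it was 8.28 ± 0.13 in replicates 1 to 5 and 7.83 ± 0.05 in replicates 6 to 10 (n = 5 each). At 10 DPA it was 8.40 ± 0.13 and 8.37 ± 0.09. At 2 DPA both sets were level, at 7.83 ± 0.10 and 7.84 ± 0.23, and at 3 DPA replicates 1 to 5 stood at 8.25 ± 0.16 and replicates 6 to 10 at 7.84 ± 0.12. The change from 9 to 10 DPA was larger in replicates 6 to 10 by 0.42 (exact p = 0.0134, adjusted over 9 tests 0.0603). *brd8* was at 5.74 ± 1.07 at 9 DPA and 6.95 ± 0.30 at 10 DPA over all samples. Within time points from 3 to 9 DPA, 30 probes of these genes varied together between samples, with a median pairwise r of 0.843 across 50 arrays. The difference between the sets of replicates is part of this r.

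**Figure D4:**
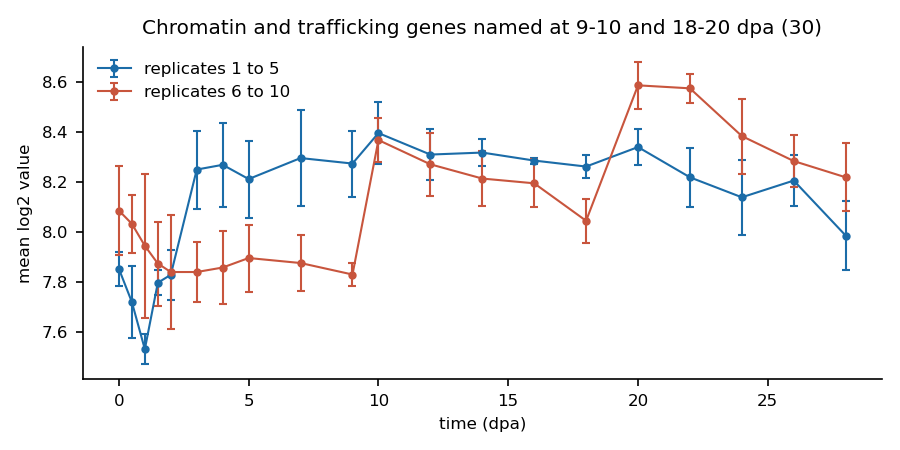
Mean log2 intensity of chromatin and trafficking genes named in the study (y axis) against days after amputation (x axis) for replicates 1 to 5 and 6 to 10, with SD across samples as error bars. The 30 in the title counts probes, with more than 1 for some genes, and the mean uses 1 probe per gene. Replicates 6 to 10 lie lower from 3 to 9 DPA and join replicates 1 to 5 at 10 DPA.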

**Figure 10:**
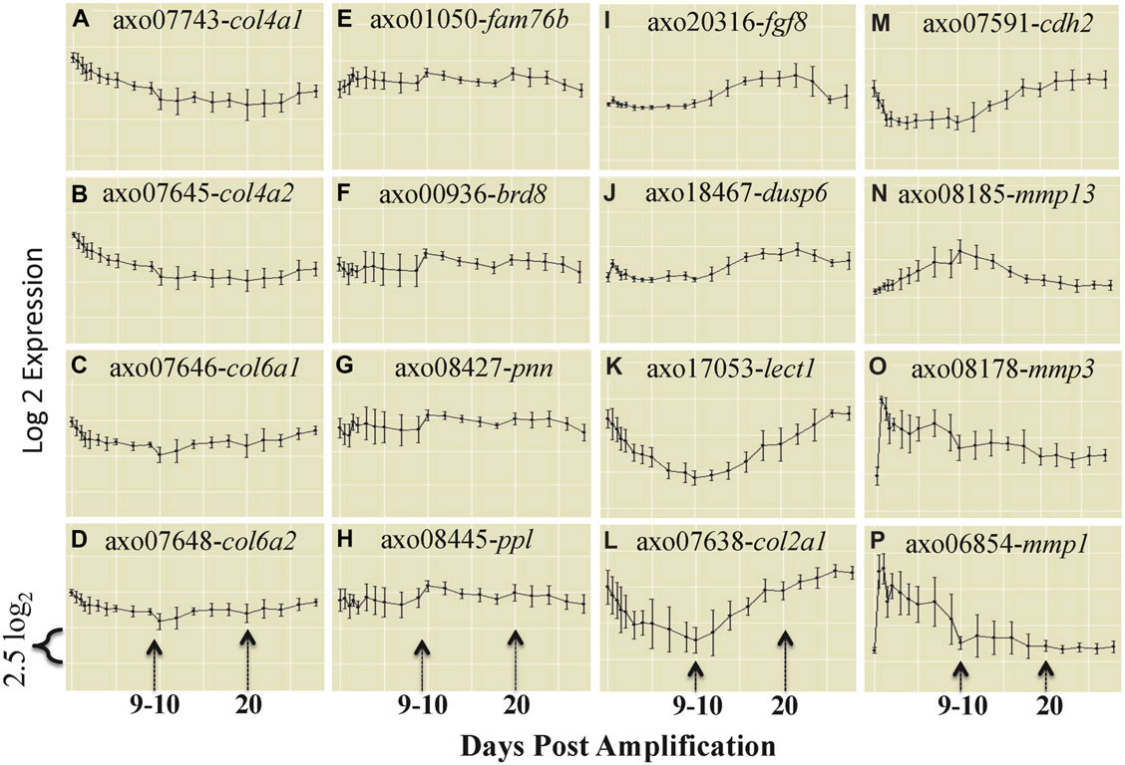
Expression profiles for genes identified as differently expressed at 9−10 DPA (A−H). Additional genes that are associated with FGF signaling (I, J), chondrogenesis (K, L), and osteoclast activity (M, N) showed expression profile transitions at 9−10 DPA. Each estimate of transcript abundance was calculated from 10 replicate samples. The error bars are standard deviations.

We suspected that other genes showed transitions in expression at 9−10 DPA, but the magnitude of change was not sufficiently large within this temporal window to eclipse statistical and fold change thresholds. To identify these genes, a web‐accessible tool was developed to manually view expression profiles on Sal‐Site (http://www.ambystoma.org). 

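Several osteoclast genes were above their day 0 level at 10 DPA and several cartilage genes below it. The phosphatase gene *acp5* rose by 3.17 (SE 0.23, adjusted p = 4.91e-10), *ctsk* by 2.77 (SE 0.37, adjusted p = 2.55e-06), *calb1* by 2.91 (SE 0.29, adjusted p = 4.70e-08), *mmp13* by 3.38 (SE 0.32, adjusted p = 1.98e-08) and the proton pump gene *tcirg1* by 1.86 (SE 0.13, adjusted p = 2.87e-10). *ostm1* was higher by 0.48 (SE 0.12, adjusted p = 0.00234), which is not past the threshold. The cartilage collagen gene *col2a1* fell by 3.67 (SE 0.43, adjusted p = 5.30e-07), *ogn* by 3.04 (SE 0.19, adjusted p = 4.86e-11) and *cilp* by 2.73 (SE 0.20, adjusted p = 4.85e-10). The feedback inhibitor *spry1* fell by 1.22 (SE 0.18, adjusted p = 1.34e-05) and *flrt3* by 1.37 (SE 0.18, adjusted p = 2.57e-06) (n = 10 each). By 18 DPA *fgf8* had risen by 1.96 (SE 0.17, adjusted p = 4.69e-09) and *dusp6* by 1.71 (SE 0.15, adjusted p = 6.74e-09). By 28 DPA *ctsk* stood −3.71 (SE 0.36) from day 0 and *col9a1* 2.91 (SE 0.77), both past the threshold.

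Of 8 osteoclast genes on a list fixed beforehand, 5 rose, 0 fell and 3 did not pass by 10 DPA (5 rose over the list alone; median 1.69; camera adjusted p = 0.0011, and adjusted p = 0.277 with an estimated correlation). Of 23 cartilage genes, 2 rose, 11 fell and 10 did not pass (2 and 13 over the list alone; median −1.81, with −2.19 and −0.59 in replicates 1 to 5 and 6 to 10; adjusted p = 7.53e-04, and adjusted p = 0.279 with an estimated correlation). The cartilage proteoglycan gene *acan* was above day 0 in 16 comparisons in 1 run from 0.5 DPA, by up to 4.14 at 4 DPA.

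Within 9 to 10 DPA the steps were small. *fgf8* differed by 0.19 (SE 0.10), *dusp6* by −0.27 (SE 0.10), *spry1* by −0.04 (SE 0.16), *acp5* by 0.30 (SE 0.35), *ctsk* by 0.37 (SE 0.45), *mmp13* by −0.50 (SE 0.42), *col2a1* by −0.22 (SE 0.40), *cilp* by −0.67 (SE 0.20) and *cdh2* by −0.31 (SE 0.24). Of the 4 FGF, 6 osteoclast and 8 chondrogenesis genes with a probe, 0 passed limma's threshold, and 1 of the last, *cilp*, was lower over these genes alone. By the methods' *t* test 0, 0 and 1 passed. The study chose these genes, so they are not independent evidence. The fixed lists gave medians of −0.08 for 13 FGF signaling genes (camera adjusted p = 0.228), 0.15 for 8 osteoclast genes (0.656) and −0.22 for 23 cartilage genes (0.0962), with 0, 0 and 0 genes past the threshold upward and 0, 0 and 0 downward.

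**Figure D5:**
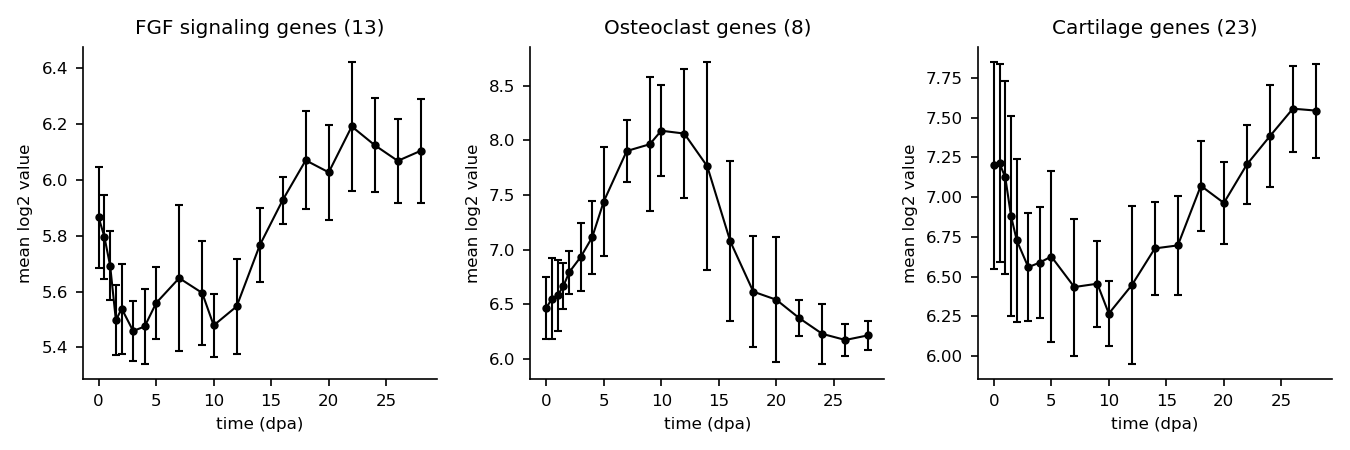
Mean log2 intensity of 13 FGF signaling, 8 osteoclast and 23 cartilage genes (y axis) against days after amputation (x axis), with SD across all samples of a time point as error bars. Osteoclast genes peak at 10 DPA (8.09, against 6.46 at day 0), where cartilage genes are lowest (6.27).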

We identified several groups of genes with expression patterns that transitioned approximately at 9−10 DPA, including genes associated with fibroblast growth factor (FGF) signaling (*fgf8*, *dusp6*, *spry1*, *flrt3*), osteoclast activity (*acp5*, *calb1*, *ctsk*, *mmp13*, *ostm1*, *tcirg*), and chondrogenesis (*cdh2*, *chodl*, *cilp*, *col2a1*, *col9a1−3*, *lect1*, *col2a1*, *ogn*) (Fig. 10I−P). Also, genes associated with muscle cell structure and function showed correlated decreasing patterns of transcript abundance and highly variable estimates of mean expression from 9 to 12 DPA (Fig. 11A−H). 

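Many muscle genes fell from 7 to 12 DPA, which spans 3 adjacent intervals. *myl1* (axo00332-r_at) went from 13.43 ± 0.58 to 7.76 ± 3.83, a fall of 5.67 (SE 1.15, adjusted p = 0.00889). *myl3* (axo04401-f_at), a slow myosin light chain gene, fell by 4.80 (SE 0.87, adjusted p = 0.00535) and the myosin-binding gene *mybpc2* (axo10178-f_at) by 3.76 (SE 0.71, adjusted p = 0.0059) (n = 10 each). Their SDs at 12 DPA were 3.83, 2.72 and 2.25.

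Of 44 skeletal muscle genes, 28 fell, 0 rose and 16 did not pass (29 fell over the list alone). The median was −2.05 (camera adjusted p = 1.63e-29), but adjusted p = 0.111 with an estimated correlation. Replicates 1 to 5 gave −1.78 and replicates 6 to 10 −2.52, a difference that an exact test did not separate (p = 0.304). Over the 20 time points the median pairwise r of the 44 genes was 0.939, with 0.239 the highest among random sets. Their mean was 7.95 ± 0.51 at 7 DPA, 6.78 ± 1.24 at 9 DPA, 5.77 ± 0.89 at 10 DPA and 5.70 ± 1.27 at 12 DPA. The SD of day 0 samples was 0.18, and at 5 DPA it was 0.65.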

Further inspection of these muscle genes revealed a complex pattern of variation. 

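Within a sample the muscle genes rose and fell as a unit. *myl1*, *mybpc2*, *myl3* and the rest of the 44 genes of the skeletal muscle list correlated with the mean of the rest, across the 10 samples of a time point, at a median r of 0.851 at 7 DPA, 0.926 at 9 DPA, 0.847 at 10 DPA and 0.945 at 12 DPA, against 0.495 at day 0. This was not limited to 7 to 12 DPA, with a median r of 0.868 at 5 DPA and 0.845 at 14 DPA. At 9 DPA the lowest sample stood at 4.85 and the highest at 7.93, at 10 DPA at 4.54 and 7.66, and at 12 DPA at 4.61 and 7.91. A component shared by all genes of a sample held 51.1% of the variance at 9 DPA, 47.1% at 10 DPA and 51.5% at 12 DPA, against 19.6% at day 0. It held 57.5% at 5 DPA and 41.5% at 14 DPA.

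Spread at 9 DPA lay in replicates 1 to 5 (SD 1.42, n = 5) more than in replicates 6 to 10 (SD 0.34), as at 10 DPA (1.24 and 0.39), and at 12 DPA in both (1.28 and 1.40). The mean at 7 DPA was 7.62 in replicates 1 to 5 and 8.29 in replicates 6 to 10 (exact p = 0.0397), and at 9 DPA 6.05 and 7.52 (exact p = 0.103).

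**Figure D6:**
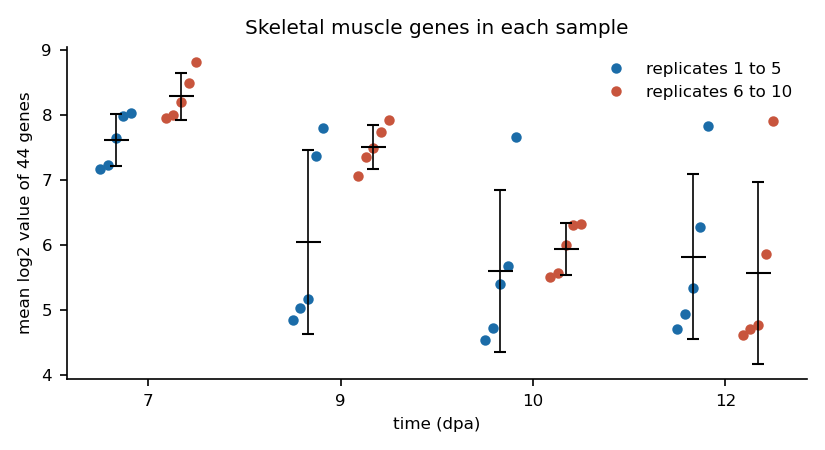
Mean log2 intensity of 44 skeletal muscle genes (y axis) in each sample at 7, 9, 10 and 12 DPA (x axis) for replicates 1 to 5 and 6 to 10, with the mean and SD of each set as bars. At 9 DPA samples run from 4.85 to 7.93.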

Estimates of transcript abundance were highly correlated within tissue replicates at 7−12 DPA, but estimates varied among replicates (Fig. 11B). In other words, the decline in transcript abundance varied among tissue samples collected on 9, 10, and 12 DPA. Overall, these and the results above show that the 9−10 DPA interval marked a transition point in regeneration, where transcript levels coordinately changed within and among a variety of tissues and cell types.

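Endothelial and nerve genes and the adiponectin gene *adipoq* followed the muscle genes from sample to sample, and cartilage genes did not pass the test. Within time points from 7 to 12 DPA (n = 40 samples), the mean of bone, cartilage, fat, nerve and endothelial genes correlated with that of the 44 skeletal muscle genes at Pearson r = 0.684 (permutation p = 3e-05) and Spearman rho = 0.606 (permutation p = 0.00016). Pearson r was 0.57 without the 2 farthest samples, 0.712 in replicates 1 to 5 and 0.575 in replicates 6 to 10. Adjusted over the 10 relations tested, p = 1e-04. Endothelial genes gave r = 0.715 (rho 0.643, permutation p = 2e-05 and 1e-05) and the 7 genes of the fat cell list 0.742 (rho 0.705, permutation p = 1e-05 for each). That list holds *fitm1*, a gene known for its expression in muscle, and its genes did not vary together within time points (median pairwise r −0.00302). In tests chosen after these results were seen, it gave 0.687 without *fitm1*, and the mean of the other tissues 0.675 without *fitm1* and 0.585 without the fat cell list. Of the single genes, *adipoq* gave 0.782 and *fitm1* 0.719, and *lpl* 0.125 and *pparg* −0.266. Schwann cell and nerve genes gave 0.556 (rho 0.549, p = 0.00025 and 3e-04), bone genes 0.408 (p = 0.026) but rho 0.26 (p = 0.141), and cartilage genes 0.233 (p = 0.174; rho 0.163, p = 0.329). Epidermis genes, such as *grhl1* and *tgm1*, ran the other way, with r = −0.495 (p = 0.00079) and rho = −0.427 (p = 0.0053). Without the 2 farthest samples that r was −0.407, and in the sets of replicates it was −0.656 and −0.415. *adipoq* was at 7.55 ± 0.96 at 7 DPA, 6.07 ± 1.29 at 9 DPA and 5.54 ± 1.68 at 12 DPA. The paper concludes that transcript levels changed coordinately within and among a variety of tissues and cell types at 9 to 10 DPA.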

**Figure 11:**
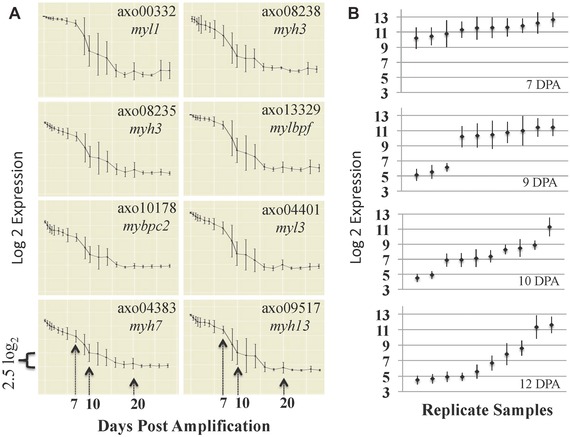
(A) Expression profiles of muscle‐associated genes showing correlated changes in average transcript abundance and standard deviation. (B) The expression estimates for the eight muscle genes in (A) were used to calculate an among genes average for each tissue sample that was collected at 7, 9, 10, and 12 DPA. The replicates are ordered within figures to show the distribution of estimates from low to high. The error bars are standard deviations.

#### The 18−20 DPA interval

The 150 annotated genes that were identified for this interval only significantly enriched a single GO term—response to protein stimulus. Three of these were immediate early response genes that exhibited the same temporal expression profile across the 28‐day time series (Fig. 9A−C). 

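Several immediate early genes were lower at 20 than at 18 DPA. *fos* differed by −1.71 (SE 0.50, adjusted p = 0.107), *egr1* by −1.24 (SE 0.32, adjusted p = 0.0658) and *cyr61* by −1.04 (SE 0.29, adjusted p = 0.0962) (n = 10 each), none of them past limma's threshold. In replicates 1 to 5 and 6 to 10 the differences were −1.60 and −1.83 for *fos*, −1.70 and −0.78 for *egr1*, and −1.43 and −0.64 for *cyr61*. Of 23 immediate early genes, 1 fell, 0 rose and 22 did not pass (4 fell over the list alone). The median was −0.22 (camera adjusted p = 3.68e-07), but adjusted p = 0.586 with an estimated correlation. It was −0.43 in replicates 1 to 5, and −0.17 in replicates 6 to 10, where the list was not past the test (adjusted p = 0.163, camera). The mean of the list was 6.81 ± 0.34 at 18 DPA and 6.44 ± 0.20 at 20 DPA. Replicate 8 of 18 DPA stood apart at 7.57. Without it, a choice made after the result was seen, the mean differed by −0.29 in all and by −0.03 in replicates 6 to 10 (−0.24 with it). Of 7 erythrocyte genes named in the platform table, 0 passed and 2 fell over the list alone (median −0.22; camera adjusted p = 1.63e-04; adjusted p = 0.0693 with an estimated correlation). Globin genes named only in Table S1 are not among them, and of these 1 probe of *hba2* (−2.06) and 1 of *hbg2* (−2.57) passed limma's threshold.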

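Chromatin genes rose from 18 to 20 DPA mainly in replicates 6 to 10. With the differences of replicates 1 to 5 and 6 to 10 in brackets, the values were *znf638* 1.12 (SE 0.25, 0.44 and 1.81), *tlk1* 0.92 (SE 0.18, 0.40 and 1.43), *znf644* 0.88 (SE 0.20, 0.31 and 1.45), *tcf3* 0.87 (SE 0.16, 0.52 and 1.22), *ep300* 0.85 (SE 0.16, 0.32 and 1.38), *nipbl* 0.83 (SE 0.17, 0.49 and 1.16), *ahctf1* 0.77 (SE 0.14, 0.26 and 1.27), *rreb1* 0.69 (SE 0.15, 0.31 and 1.07), *smc4* 0.69 (SE 0.16, 0.10 and 1.29) and *atrx* 0.61 (SE 0.11, 0.32 and 0.90). *sass6*, *setd2* and *zmynd11* rose by 0.58, 0.58 and 0.60. The DNA methyltransferase gene *dnmt1* was higher by 0.60 (SE 0.16, adjusted p = 0.085) and *vezf1* by 0.92 (SE 0.25, adjusted p = 0.0817), which are not past limma's threshold (n = 10 each). Of trafficking and junction genes, *golm1* 0.93 (SE 0.19, 0.32 and 1.53), *clip1* 0.92 (SE 0.17, 0.68 and 1.17), *ap2b1* 0.70 (SE 0.11, 0.39 and 1.02) and *dsg2* 0.81 (SE 0.20, 0.31 and 1.31) rose. *golga4* (0.81), *cltc* (0.73), *dsp* (0.66) and *pvrl2* (0.63) were higher without passing.

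Of the 15 chromatin genes that the study names, 13 rose (15 over these genes alone; median 0.77), with medians of 0.35 in replicates 1 to 5 and 1.22 in replicates 6 to 10. Of 4 trafficking genes 2 rose (4 alone; median 0.87; 0.28 and 1.37), and of 4 junction genes 2 (4 alone; median 0.68; 0.24 and 1.17). The study chose these from the same arrays, so they are not independent evidence. Code series of both sets change in this interval.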

As was identified for the 9−10 DPA interval, several genes are predicted to function in chromatin dynamics, chromatin remodeling, and transcriptional regulation (*ahctf1*, a*trx*, *dnmt1*, *ep300*, *nipbl*, *rreb*, *sass6*, *setd2*, *tcf3*, *smc4*, *tlk1*, *vezf1*, *zmynd11*, *znf638*, *znf644*), vesicle formation and intracellular/intercellular trafficking (*golga4*, *golm1*, *clip1*, *cltc*), and tight junctions/desmosomes (*ap2b1*, *dsg2*, *dsp*, *pvr2*). Additionally, genes associated with transcriptional elongation (*aff4*, *eif3a*, *eif4g1*) and retinoblastoma‐mediated tumor suppression (*rbbp8*, *prdm2*) exhibited a significant increase in expression at 20 DPA. 

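The elongation factor gene *aff4* (axo13759-f_at) rose by 0.94 (SE 0.15, adjusted p = 0.00732) from 18 to 20 DPA, the initiation factor subunit gene *eif3a* (axo09451-f_at) by 1.00 (SE 0.19, adjusted p = 0.013) and the scaffold gene *eif4g1* (axo02809-f_at) by 0.65 (SE 0.15, adjusted p = 0.0403). The retinoblastoma-binding gene *rbbp8* (axo03376-f_at) rose by 0.78 (SE 0.12, adjusted p = 0.00505) and the methyltransferase gene *prdm2* (axo13033-f_at) by 0.67 (SE 0.15, adjusted p = 0.042) (n = 10 each). All 5 rose, also when adjusted over these genes alone, with a median of 0.78. The median was 0.44 in replicates 1 to 5 and 1.07 in replicates 6 to 10. *aff4* and *prdm2* differed between the sets by interaction (adjusted p = 0.0127 and 0.0235, limma), and *eif3a* (0.0684), *rbbp8* (0.155) and *eif4g1* (0.326) did not. From 9 to 10 DPA these genes were 0.42 higher at the median, with 0 past the threshold by limma. The median there was 0.03 in replicates 1 to 5 and 0.82 in replicates 6 to 10, whose code series changes.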

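The 15 chromatin genes named in the study for 18 to 20 DPA had a median pairwise r of 0.777 over the 20 time points, and the highest value among 1,000 random sets of 15 was 0.471. The study chose these genes for a rise in the same interval, unlike the random sets, so the higher r is not independent evidence. Their profiles were alike within each set of replicates but not between the sets. The mean of the 15 genes in replicates 1 to 5 correlated with that in replicates 6 to 10 at r = −0.00122, where the 103 cell cycle genes gave 0.926 and the 44 skeletal muscle genes 0.982. Low values also came from 56 ribosomal protein genes (0.0615) and 29 interstitial matrix genes (0.133). A low r between the sets is therefore not particular to the chromatin genes. *tcf3* stood at 6.55 ± 0.94 at 5 DPA, 7.40 ± 0.56 at 10 DPA, 6.41 ± 0.35 at 16 DPA and 6.94 ± 0.40 at 20 DPA. *eif4g1* stood at 5.55 ± 0.40, 5.82 ± 0.34, 5.33 ± 0.42 and 5.73 ± 0.45, and *golm1* at 5.88 ± 0.84, 6.79 ± 0.36, 6.11 ± 0.29 and 6.64 ± 0.60 (n = 10, 9 at 16 DPA). Values across time points are not independent of each other, so no p is given.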

When we compared the expression patterns of these genes, we were surprised to find that almost all presented the same change in average expression and standard deviation across the 28‐day time course. For example, *tcf3*, *eif4g1*, *ep300*, *nipbl*, *golga4*, *golm1*, *eif3a*, and *prdm2* exhibited flat and variable expression estimates among samples from days 3 to 9, expression increased between days 9 and 10, and then after this time through day 20 average expression decreased and estimates were more precise (Fig. 12A−H). These patterns suggest that many of the 18−20 DPA genes are coordinately regulated.

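For *ep300*, *nipbl*, *golga4*, *tcf3* and the other chromatin and trafficking genes that the study names, the step from 18 to 20 DPA lay mostly in replicates 6 to 10. Their mean went from 8.26 ± 0.05 to 8.34 ± 0.07 in replicates 1 to 5 and from 8.05 ± 0.09 to 8.59 ± 0.09 in replicates 6 to 10 (n = 5 each). The change differed between the sets by 0.46 (exact p = 6.3e-05, adjusted over 9 tests 0.000567). From 22 to 24 DPA, where no code series changes, the means changed by −0.08 and −0.19. Over 30 probes of these genes, the profile of the mean correlated between sets of replicates at r = −0.117 over the time course. Within sets the median pairwise r of these probes was 0.838 and 0.79. The paper proposes that many of these genes are coordinately regulated. Because the code series of both sets change at this interval, time and series are not separated by its arrays.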

**Figure 12:**
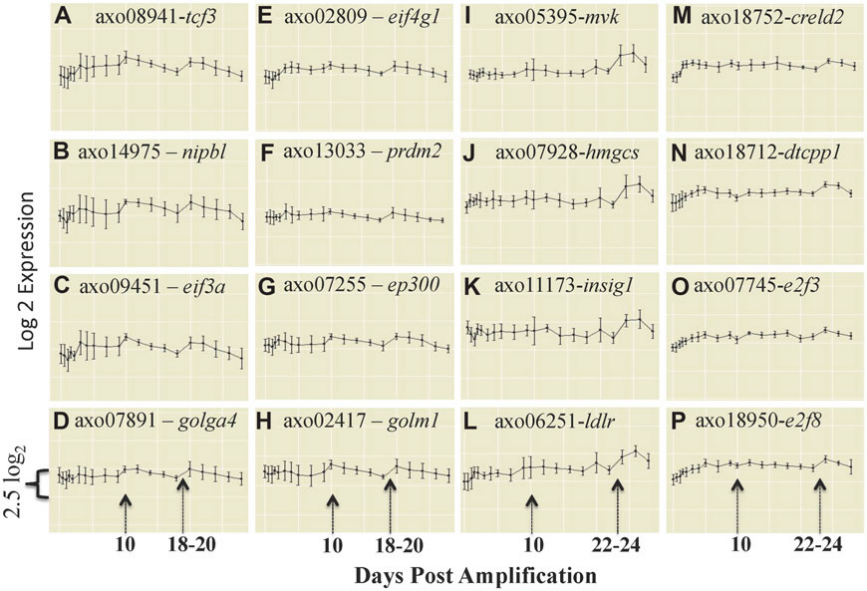
Expression profiles for genes identified as differently expressed at 18−20 DPA (A−H) and 22−24 DPA (I−P). Each estimate of transcript abundance was calculated from 10 replicate samples. The error bars are standard deviations.

#### The 22−24 DPA interval

The annotated genes (*N* = 80) identified for this interval enriched cholesterol and steroid metabolic GO terms (Table 1). All of these genes showed increasing transcript abundances (*cyp51a1*, *fdps*, *hmgcs1*, *ldlr*, *lss*, *mvk*, *pmvk*, *insig1*, *sc4mol*, *sc5dl*, *sqle*) (Fig. 12I−L). Additionally, several additional genes associated with phospholipids, lipoproteins, and fatty acids showed increasing transcript abundances (*aacs*, *acsl4*, *etnk1*, *isyna1*, *lipg*), as well as genes with functions associated with the endoplasmic reticulum (*dnajc3*, *dnajb9*, *hyou1*, *kdelr3*, *sdf2l1*), the site of lipid and steroid biosynthesis. 

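Several genes of cholesterol synthesis and uptake rose from 22 to 24 DPA. The synthase gene *hmgcs1* (axo07928-f_at) rose by 1.68 (SE 0.33, adjusted p = 0.00961), *sc4mol* (axo12378-f_at) by 1.68 (SE 0.27, adjusted p = 0.00227), the sterol sensor gene *insig1* (axo11173-f_at) by 1.53 (SE 0.22, adjusted p = 9.51e-04), the lipoprotein receptor gene *ldlr* (axo06808-f_at) by 1.49 (SE 0.21, adjusted p = 9.51e-04), and the kinase gene *mvk* (axo05395-f_at) by 1.46 (SE 0.29, adjusted p = 0.0119). *cyp51a1* rose by 1.34 (SE 0.26, adjusted p = 0.00887), *fdps* by 1.19 (SE 0.22, adjusted p = 0.00649) and *pmvk* by 0.72 (SE 0.16, adjusted p = 0.024) (n = 10 each). *sqle* was higher by 1.28 (SE 0.35, adjusted p = 0.0761), *sc5dl* by 0.65 (SE 0.19, adjusted p = 0.102) and *lss* by 0.63 (SE 0.19, adjusted p = 0.109), none of these past limma's threshold. Of the 11 genes the study names, 8 rose (11 over these genes alone; median 1.34; 1.39 in replicates 1 to 5 and 0.99 in replicates 6 to 10), a choice made from the same arrays and not independent evidence.

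On a list of 18 sterol genes fixed beforehand, 6 rose, 0 fell and 12 did not pass (8 rose over the list alone; median 0.32). Its camera adjusted p = 1.87e-09, but adjusted p = 0.182 with an estimated correlation, and the medians were 0.24 and 0.45 in replicates 1 to 5 and 6 to 10. The study names 8 of the 18 genes, and 9 are in its Table S1. The mean of the list was 6.93 ± 0.17 at 18 DPA, 7.35 ± 0.53 at 20 DPA, 7.02 ± 0.15 at 22 DPA, 7.63 ± 0.37 at 24 DPA and 7.95 ± 0.33 at 26 DPA. From 18 to 20 DPA the median of the study's 11 genes was −0.01 in replicates 1 to 5 and 1.49 in replicates 6 to 10.

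**Figure D7:**
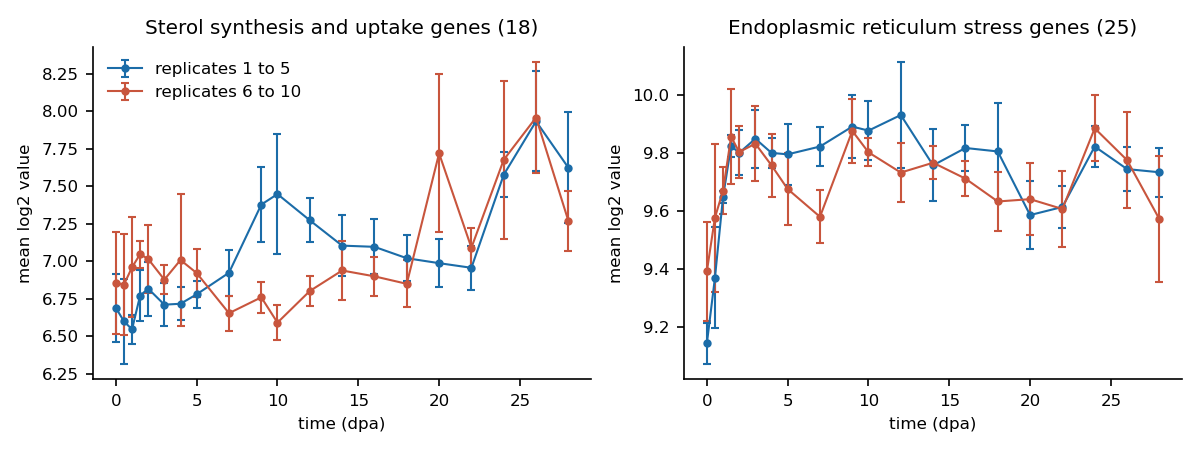
Mean log2 intensity of 18 sterol and 25 endoplasmic reticulum stress genes (y axis) against days after amputation (x axis) for replicates 1 to 5 and 6 to 10, with SD across samples as error bars. Sterol genes reach their highest mean at 26 DPA (7.95 with all replicates, 6.77 at day 0).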

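Several chaperone genes of the endoplasmic reticulum rose from 22 to 24 DPA. *dnajc3* (axo11879-f_at) rose by 0.92 (SE 0.13, adjusted p = 6.58e-04), *dnajb9* (axo13132-r_at) by 0.86 (SE 0.11, adjusted p = 4.55e-04), *sdf2l1* (axo18258-f_at) by 0.72 (SE 0.11, adjusted p = 0.00153) and *hyou1* (axo05927-r_at) by 0.73 (SE 0.18, adjusted p = 0.0471), while *kdelr3* was higher by 0.66 (SE 0.20, adjusted p = 0.119) without passing limma's threshold. The lipase gene *lipg* (axo11646-f_at) rose by 0.84 (SE 0.18, adjusted p = 0.0171), the acyl-CoA synthetase gene *acsl4* by 0.78 (SE 0.18, adjusted p = 0.0322), the inositol gene *isyna1* by 0.68 (SE 0.15, adjusted p = 0.0242) and the ethanolamine kinase gene *etnk1* by 0.63 (SE 0.16, adjusted p = 0.0444) (n = 10 each). *aacs* was higher by 0.62 (SE 0.18, adjusted p = 0.0891), not past it. Of the study's 5 endoplasmic reticulum genes 4 rose (5 alone; median 0.73; 0.61 and 1.01 in replicates 1 to 5 and 6 to 10), and of its 5 lipid genes 4 (5 alone; median 0.68; 0.72 and 0.61), neither an independent choice. The 5 endoplasmic reticulum genes had higher means in each set, but in replicates 6 to 10 alone limma called 0 probes of the array (2,103 at unadjusted p under 0.05).

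Of 25 endoplasmic reticulum stress genes on a list fixed beforehand, 4 rose, 1 fell and 20 did not pass (5 and 1 over the list alone). The median was 0.34 (camera adjusted p = 1.87e-09, and adjusted p = 0.0282 with an estimated correlation), with 0.26 and 0.33 in the sets of replicates. The stress-induced factor gene *ddit3* (axo09755-f_at) fell by 1.02 (SE 0.22, adjusted p = 0.0178).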

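The deoxynucleotide gene *tk1* (axo08986-f_at) rose by 1.09 (SE 0.14, adjusted p = 5.89e-04), the nucleotide pool gene *dctpp1* (axo18712-r_at) by 0.83 (SE 0.10, adjusted p = 4.55e-04) and *dck* (axo08748-f_at) by 0.67 (SE 0.13, adjusted p = 0.00825). The cell cycle factors *e2f8* (axo18950-f_at) and *e2f3* (axo07745-f_at) rose by 0.79 (SE 0.13, adjusted p = 0.00227) and 0.60 (SE 0.11, adjusted p = 0.00771), and the chaperone-like gene *creld2* (axo18752-r_at) by 0.74 (SE 0.10, adjusted p = 5.29e-04) (n = 10 each). The cyclin-dependent kinase inhibitor gene *cdkn1b* (axo09742-r_at) fell by 0.60 (SE 0.13, adjusted p = 0.017), the stress gene *nupr1* (axo13165-r_at) by 0.88 (SE 0.15, adjusted p = 0.00278) and *thap5* (axo05851-f_at) by 0.89 (SE 0.14, adjusted p = 0.00227). *frk* was higher by 0.63 (SE 0.19, adjusted p = 0.101), which is not past limma's threshold. Of these 10 genes that the study names, 6 rose and 3 fell (7 and 3 over these genes alone), and they are not independent evidence. Medians were 0.60 in replicates 1 to 5 and 0.67 in replicates 6 to 10. Of 103 cell cycle genes on the fixed list, 2 rose, 0 fell and 101 did not pass (2 and 0 over the list alone). The median of that list was 0.13 (camera adjusted p = 1.87e-09; adjusted p = 0.427 with an estimated correlation).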

Although not identified as significantly overrepresented GO terms, genes associated with the cell cycle (*cdkn1b*, *e2f3*, *e2f8*, *frk*, *nupr1*, *thap5*), osteogenic differentiation (*creld2*), and deoxyribonucleotides (*dctpp1*, *dck*, *tk1*) were also expressed differently (Fig. 12M−P). 

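Sterol genes were the most alike in profile among the groups of 22 to 24 DPA. The 11 sterol genes that the study names, among them *hmgcs1*, *sqle* and *insig1*, had a median pairwise r of 0.797 over the 20 time points, with 0.601 the highest among 1,000 random sets of 11. The study chose the genes of these groups for a change in the same interval, and random sets were not chosen so. A value above the random sets is therefore not independent evidence. The 5 lipid genes gave 0.509, with 43 random sets as high. The 5 endoplasmic reticulum genes gave 0.0605 and the 10 cell cycle and nucleotide genes 0.069, with 455 and 438 random sets as high. The last group holds *cdkn1b* and *thap5*, which fell, and *tk1* and *e2f8*, which rose. Between replicates 1 to 5 and 6 to 10, the profile of the sterol mean correlated at r = 0.313, the lowest of the 4 groups, that of the lipid genes at 0.489 and that of the cell cycle and nucleotide genes at 0.852, with the endoplasmic reticulum genes between the last 2. *hmgcs1* stood at 6.66 ± 0.35 at 18 DPA, 7.12 ± 0.91 at 20 DPA and 8.39 ± 0.73 at 26 DPA, and *sdf2l1* at 11.26 ± 0.31, 10.96 ± 0.23 and 11.40 ± 0.32 (n = 10 each). The paper concludes that the genes of this interval were biased for steroid metabolism and coordinately regulated.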

Overall, the genes identified at 22−24 DPA were biased for steroid metabolism, and as was detailed for genes identified for the previous intervals of punctuated gene expression, genes were coordinately regulated throughout limb regeneration.

## Discussion

We described results from an experiment that was designed to comprehensively profile gene expression during the first 28 days of axolotl limb regeneration. We reduced the overall complexity of the data set by drawing focus to specific intervals of time where gene expression changed most dramatically. As detailed above, the intervals that we identified show correspondence to biological processes and developmental stage transitions in the regeneration series presented by Tank et al. (1976). By linking transcription with well‐described morphological and histological events of regeneration, we have built an integrative framework to generate hypotheses and guide subsequent phases of data analysis. Below, we discuss transcriptional insights and then integrate into this framework the morphological and histological events described by Tank et al. (1976).

### Salamander limb regeneration is transcriptionally complex

Microarray experiments typically identify hundreds to a few thousand differently expressed genes when using three to five replicate arrays. With the extra statistical power that comes with using 10 replicate arrays per time point, we identified over 7000 differently expressed genes when comparing post‐amputation samples to the non‐amputated day 0 sample. The largest number of significant probes was identified for the first post‐amputation time point, and then the overall number of probes steadily increased with time. This pattern is explained by the following: (1) some genes that were expressed differently immediately after limb amputation continued to be differently expressed across subsequent time points; (2) some genes that were not expressed differently early were expressed differently at later post‐amputation time points (see Fig. 3 for examples). As a result of these two patterns, the regeneration transcriptional program diverges progressively from the non‐amputated state over time. Because of progressive divergence, it is not possible to identify transitions in the regeneration program using only contrasts to the non‐amputated, day 0 sample. This is a simple but important point to consider when conducting statistical tests to identify differently expressed genes. Contrasting post‐amputation expression values to day 0 does not provide insight about transcriptional change over time. Thus, we also performed statistical contrasts between all adjacent time points. The results from these contrasts revealed the pattern of transcriptional change to be mostly gradual over time, with punctuated episodes of transcription at specific time intervals.

### Importance of fine temporal sampling

Knapp et al. (2013) recently proposed that transcription during axolotl limb regeneration is organized into three distinct temporal phases—early (0−12 h), middle (24−168 h), and late (288−528 h). These phases were identified using hierarchical clustering of microarrays, performed in our study to group samples according to overall gene expression similarity. If we arbitrarily slice our dendrogram just below the third bifurcation from the top (Fig. 8), we generate subgroupings that support the temporal phases identified by Knapp et al. (2013). Such agreement is expected given the results discussed above—with the overall gene expression program diverging over time and with gradual divergence of time adjacent samples, temporal structuring of the data will be evident regardless of the number of samples collected. However, our study shows that, with finer sampling, more temporal structuring is revealed, including the bifurcation that split PB samples from samples collected after day 9. While statistical groupings may not have biological relevance, our results show that sparse and shallow sampling will always underestimate the overall complexity of the limb regeneration program and miss critical intervals of transcriptional change.

### Episodes of transcriptional activity correlate with stages of regeneration

By contrasting all time adjacent microarray estimates (Fig. 7), we identified four intervals of time where the number of differently expressed probes reached local maxima in the time series. The first and highest of these peaks in transcription occurred at 0.5 DPA, the earliest sample in the data set. Approximately twice as many of the probes identified at this time showed an increase in transcript abundance (rather than a decrease) relative to the day 0 sample. This pattern has been observed in other gene expression studies of tissue regeneration and wound healing, and has been attributed to changes in transcriptional regulation within surviving cells of the limb stump and changes in the abundance of cells that actively migrate to the injury site (Monaghan et al. 2009, 2012; Knapp et al. 2013; Stewart et al. 2013). Following this peak, the number of probes identified as differentially expressed decreased significantly, with only 14 significant probes detected between 1.5 and 2 DPA. Then, in the next interval of time (2−3 DPA), a second episode of transcriptional change occurred, again with the majority of probes measuring increasing rather than decreasing transcript abundances. The increase of significant genes detected between 2 and 3 DPA suggests there is a precise signaling event that orchestrates a broad and coordinated transcriptional output. Tank et al.'s (1976) description of the histology after the initial wound healing response does not implicate specific biological processes that would be consistent with a broad, activated, transcriptional response. Our GO analysis found that many of the genes that were upregulated for this interval are predicted to encode proteins that have cell cycle functions, which is consistent with the findings of Maden (1978) concerning the onset of cell proliferation during limb regeneration and the microarray study of Knapp et al. (2013). It is interesting that cell cycle transcript levels only showed a punctuated increase very early after limb amputation and not at a time that more closely preceded limb bud outgrowth and blastema formation. Cell cycle gene expression remained relatively constant after 5 DPA with some transcript levels approximating pre‐amputation levels and others showing gradual increases during limb bud outgrowth. It seems likely that the increase in cell cycle transcripts at 2−3 DPA reflects an increase in mitotic activity across multiple cell types, including immunological and osteoclast progenitors, epithelial cells within and bounding the margins of the wound epidermis, and blastema progenitors.

Subsequent episodes of transcription were not as prominent as the 0−0.5 and 2−3 DPA peaks, but they did coincide with the onset of regeneration stages defined by Tank et al. (1976). The peak identified for the 18−20 DPA peak coincided with the transition from MB to LB stage. The gross morphological changes associated with LB are mostly quantitative, a continuation of bud outgrowth that initiated at 10 DPA. The bud becomes flattened and asymmetrical in shape and blood vessels are present. At a histological level, Tank et al. (1976) found very few osteoclasts relative to earlier stages, cartilage was being synthesized adjacent to bone, and cartilage and muscle progenitor cells were organized as condensations. Few new significant transcripts were identified between 20 and 22 DPA when the majority of individuals were classified as LB. Then, coinciding with onset of the morphologically distinct pallet stage, a final transcriptional peak was observed. During this stage, the digit primordial sequentially becomes visible and, histologically, cartilage and myoblasts are beginning to differentiate. Because we collected tissue from the distal tip of the elongated palette, transcripts from proximal muscle tissue and muscle progenitor cells were not collected. The 20−22 DPA interval was significantly enriched for gene expression changes that associate with steroid/cholesterol metabolism. Sterols and lipids are required for development of bones in chicken appendages during embryogenesis (Schmidt et al. 2009). Several of the genes (*fdft1*, *fdps*, *hmgcs1*, *insig1*, *ldlr*, *lss*, *mvk*, *sc4mol*, *sc5dl*, *sqle*) that Schmidt et al. (2009) identified as differently expressed in response to conditional knockout of *por* in mice, a cytochrome P450 that is essential for steroidogenesis (Flück et al. 2004), were coordinately upregulated in our study at 22−24 DPA. If these genes are similarly upregulated during patterning of the axolotl limb, it would provide a striking example of developmental recapitulation at a gene regulatory level.

Although not identified as a significant peak of transcriptional activity, the 9−10 DPA interval is an important integration point in the limb regeneration program based on several lines of evidence. First, microarray samples before and after this interval were resolved into different groupings at the highest level of our hierarchical cluster dendrogram (Fig. 8). Second, a relatively higher number of probes registered a significant difference in transcription for this interval than flanking intervals (Fig. 6). Finally, had we tested for significant decreases in the number of transcripts between time adjacent contrasts (Fig. 7), the 10−12 DPA interval would have been identified as significant. In our study, the 9−10 DPA interval marked the transition of individuals from the PB stage to the EB stage. Tank et al. (1976) observed that the EB transition is associated with maturation of the wound epidermis and especially the basal cell layer, which becomes well organized and presumably functional to release signaling factors to blastema cells. Blastema cells accumulate and increase in number, and the amputated stump shows the first visible signs of outgrowth. Also, this transition marks a peak in the activity of osteoclasts adjacent to bone. We did identify genes associated with chromatin remodeling, transcriptional regulation, cell adhesion, vesicles and cellular trafficking, FGF signaling, and chondrogenesis that increased in abundance at this time. Also, we observed a decrease in transcription of genes associated with extracellular matrix remodeling and differentiated muscle cell phenotypes. The coordination of these events implicates the PB−EB transition as a nexus of limb regeneration.

### Correlated changes in transcript abundance during limb regeneration

We found that genes associated with specific, punctuated episodes of transcription tended to show similar expression profiles across the entire 28‐day time course of limb regeneration. There are at least three explanations for observing groups of genes that show correlated changes in transcript abundance: (1) the genes are integral to the transcriptome of a specific cell type; (2) the genes are integral to a specific biological process that is regulated within or across cell types; or (3) the genes are integral to multiple biological processes that are coordinately regulated across different cell types. Consistent with the first explanation, we observed a decline in transcript abundance during the PB stage for genes that code for muscle structural and functional proteins. This pattern of decline has been observed in other studies (Monaghan et al., 2009; Knapp et al. 2013); however, because our experimental design deeply sampled post‐amputation time points, we discovered something novel—estimates of transcript abundance for muscle‐ associated genes were highly correlated within tissue sample replicates, with replicates yielding high or low estimates across genes. This pattern of variation suggests that muscle transcripts decrease variably among samples as fibers presumably undergo histolysis in the limb stump. The biological significance of this finding is unclear at this point, but coordinate regulation in this case may trace to a homeodomain protein (*six1*) that was recently shown to regulate fast muscle gene expression via coordinate regulation of a long noncoding RNA (Sakakibara et al. 2014). It is important to note that this unusual pattern of gene co‐regulation was detected because time points were deeply sampled in our study.

Patterns of gene co‐expression may also reflect the activation of gene sets that collectively orchestrate specific biological processes, within or across cell types. It is known for example that FGF signaling during limb bud outgrowth encompasses basal cells of the wound epidermis and underlying blastema cells (Han et al. 2001). Clearly, it will be important to determine the cellular location of transcripts from this and other studies and integrate all of this information within the temporal limb transcriptional model established here. Towards these goals, the transcriptional data provide context for generating testable hypotheses that are most likely to enrich the model and thus understanding of limb regeneration. For example, determining the cellular location of 22−24 DPA transcripts would potentially identify differentiating chondrocytes and establish a new animal model for investigating steroid/cholesterol metabolic genes in bone development and patterning. Additionally, determining the cellular location of 9−10 DPA transcripts, as a first step, would provide insight about cues that integrate multiple biological processes within narrow windows of developmental time. The transcriptional model presented here and hypotheses that arise from this model provide an integrative framework for future studies of limb regeneration.

## Materials and Methods

### Animal procedures

A total of 200 *A. mexicanum* were obtained from the *Ambystoma* Genetics Stock Center at the University of Kentucky. Animals were maintained at 17−18°C and fed California blackworms once per week. Rearing water (40% modified Holtfreter's solution) was changed three times per week. Animals were reared to between 5 and 8 cm snout−vent length for tissue collection. The ages of animals at surgery were between 6 and 10 months. Axolotls were anesthetized in 0.01% benzocaine and sterile razor blades were used to perform amputations at mid‐zeugopod and mid‐stylopod positions. Limb bones were not trimmed back after performing amputations. A single investigator performed all the amputations. The handling and surgical manipulation of axolotls was carried out according to University of Kentucky Animal Care and Use guidelines.

### RNA extraction and microarray analysis

Exactly 1 mm of the distal‐most tissue was collected from amputated limbs at 20 different time points during limb regeneration. Ten tissue samples were collected from amputations of the stylopod, and 10 from zeugopod amputations at each time point. RNA was extracted for individual samples using Trizol Reagent (Invitrogen, Carlsbad, CA) followed by RNeasy mini kit (Qiagen, Valencia, CA). RNA quality was assessed by spectrophotometry using Nanodrop ND‐1000 (Nanodrop, Wilmington, DE) and run on a Bioanalyzer 2100 (Agilent, Santa Clara, CA). The same investigator who performed amputations collected all the tissues and isolated RNA. Microarray hybridization using an *Ambystoma* Affymetrix array (Huggins et al. 2012) was performed by the University of Kentucky Microarray Core Facility. The raw microarray data (.CEL files) and the microarray annotations are available at Sal‐Site (http://www.ambystoma.org/genomeresources).

### Statistics

Several quality control methods were used to examine expression values across the 200 GeneChips in the experiment. Box plots were generated in Expression Console (Affymetrix, Santa Clara, CA) to examine the consistency of expression across arrays, and principal components analysis and Mahalanobis distances were calculated in JMP to examine array clustering in multivariate space. None of the arrays appeared to be outliers so all were retained for normalization using Affymetrix Expression Console software to accomplish the robust multichip averaging (RMA) algorithm (Irizarry et al. 2003).

Two tailed *t* tests assuming heteroscedasticity were performed on log_2_ transformed signal intensities. Two sets of contrasts were performed. The first set compared the mean for each post‐amputation time point to the day 0 sample mean. The second set compared sample means between each adjacent time point. Correcting for multiple testing left several choices. The traditional approach is to calculate a false discovery rate (FDR) Benjamini and Hochberg, 1995 for the full statistical model, which in this case tests each probeset for a significant difference as a function of sampling time. Alternatively, FDR could be calculated post hoc after performing all *t* tests (19 contrasts × ∼20,000 probesets = ∼380,000 tests). We reasoned that the traditional approach would be over‐powered for our experimental design with 199 degrees of freedom and indeed this approach identifies over half of the probesets as statistically significant. Conversely, correcting for ∼380,000 tests is overly conservative and probably removes many true positives. We consequently chose to control the probability that a significant probeset is a false positive at *P* < = 0.01 for each *t* test. A fold change cutoff of 1.5 (log_2_ difference between means of 0.58) was utilized within *t* tests to remove low magnitude expression changes.

For comparisons between adjacent time points, a cutoff of *P* = 0.001 was also evaluated (Fig. 7B) as this *P* value was found to be closer to the common cutoff of an FDR of α = 0.05 for several of the comparisons. Many of the comparisons relative to the initial time point pass an FDR of α = 0.05, and therefore a cutoff of *P* < 0.001 was not considered. A fixed *P* value was selected rather than an FDR value because the FDR becomes more stringent as fewer true positives are present in the data set, given that the FDR calculates the proportion of expected false positives rather than the probability of a given gene being a false positive. The FDR correction does not take into account that a gene near the statistical cutoff has a higher probability of being a false positive than a gene that has a *P* value near zero. Not all time points were expected to show the same number of changes relative to the previous time point or the initial time point. Therefore, we chose to fix the *P* value cutoff and report the expected false positive rate, rather than fix the FDR at the level of each comparison.

We statistically compared the number of genes identified from time adjacent contrasts to identify intervals of time where transcription showed punctuated patterns of change. For example, the numbers of significant probesets identified for the 0−0.5 and 0.5−1 DPA contrasts were compared to test for a significant increase in the number of significant probesets identified for the later time contrast. We used McNemar's test in R (McNemar 1947; R Core Development Team 2008) to perform this analysis and evaluated significance at a Bonferroni adjusted *P* value threshold of 0.0028 because 18 statistical tests were performed (α = 0.05/18 = 0.0028).

For each probeset on the Affymetrix Amby002 microarray, average expression estimates and standard deviations were plotted as a function of time, and the resulting profiles were compiled into a searchable database at Sal‐Site (www.ambystoma.org). The profiles are searchable by gene name, official gene symbol, or Affymetrix probeset ID. Profiles were made using the ggplot2 (Wickham 2009) package in R (R Core Development Team 2008).

Cluster analysis and bootstrapping were performed using the pvclust package (Suzuki and Shimodaira 2006). For each probeset, average log_2_ signal intensity was calculated for each time point, and these data were analyzed using the pvclust function which performs hierarchical clustering and approximately unbiased bootstrapping. Default parameters were used, including average linkage clustering on 1 – Pearson's correlation. To validate the pvclust results, hierarchical clustering using average linkage on distances of 1 − Pearson's correlation was repeated using the base R package. These data were jackknifed by removing half of the probesets and performing 1000 iterations. A consensus tree was generated by PAUP version 4.0 by loading the resulting clusters in Newick format (Swofford 2003). Dendrograms were converted to Newick notation by using the ape package in R (Paradis et al. 2004).

GO analyses were performed in DAVID (Dennis et al. 2003; Huang et al. 2009a, Huang et al., 2009b) using protein GI accession numbers from the microarray annotation file as a reference gene list. Gene lists for time adjacent contrasts identified as having a high number of significant genes based on McNemar's test were used as input. A Benjamini corrected *P* value of 0.05 was used to define significantly overrepresented ontologies.

## Supporting information

Additional Supporting Information may be found in the online version of this article at the publisher's website:

**Table S1**. Probes that were identified as significantly different by contrasting time adjacent samples for five intervals during limb regeneration.

**Table S2**. Significantly overrepresented gene ontology terms identified for intervals of time during limb regeneration.

**Figure S1**. Hierarchical cluster analysis reveals temporal grouping of samples, with the first bifurcation splitting samples into early (days 0−9) and late (days 10−28) groups. The numbers positioned at nodes in the dendogram are jackknifed probability values. The *x*‐axis shows the samples according to the day of collection. For example, 0, day 0; and 0.5, day 0.5. The colors refer to regeneration stages: pre‐bud (PB), early bud (EB), medium bud (MB), late bud (LB), and pallet (P).

# Supplementary material for: Gene expression during the first 28 days of axolotl limb regeneration I: Experimental design and global analysis of gene expression
**Source:** Regeneration (Oxf). 2015 Jun 19;2(3):120–36. doi: 10.1002/reg2.37
**Supplement:** Supplementary file 1 — Table S1. Probes that were identified as significantly different by contrasting time adjacent samples for five intervals during limb regeneration.

Supplemental Table 1. Probes that were identified as significantly different by contrasting time adjacent samples for 5 intervals during limb regeneration.

0-1 DPA		2-3 DPA		9-10 DPA		18-20 DPA		22-24 DPA	
Probe ID	Gene ID	Probe ID	Gene ID	Probe ID	Gene ID	Probe ID	Gene ID	Probe ID	Gene ID
axo00012-r	TP53INP1	axo00234-r	CD97	axo00012-r	TP53INP1	axo00610-f	NIPBL	axo00011-f	SC5DL
axo00052-r	C1orf156	axo00255-r	CLIC6	axo00277-f	COL6A3	axo00640-f	CD109	axo00296-f	ANTXR2
axo00056-r	KIAA1737	axo00286-f	CCNE2	axo00610-f	NIPBL	axo00665-f	ATRX	axo00298-f	PSAT1
axo00060-f	CTTNBP2	axo00347-f	SELM	axo00810-f	C7orf11	axo00827-r	C19orf22	axo01256-r	OSR1
axo00075-r	HK1	axo00381-f	COL12A1	axo00936-f	BRD8	axo00939-f	AP2B1	axo01498-f	GRPEL2
axo00131-r	ZNF300	axo00383-f	COL12A1	axo01050-f	FAM76B	axo00946-f	ADCY4	axo02877-f	RNF14
axo00137-f	ZNF300	axo00388-f	ACY3	axo01634-r	SAMD9L	axo01050-f	FAM76B	axo02968-f	TSC22D3
axo00180-f	HK2	axo00389-f	ACY3	axo01635-f	SAMD9L	axo01226-f	PYCARD	axo03105-f	ZNF568
axo00255-r	CLIC6	axo00677-r	RRM1	axo01795-f	COL29A1	axo01568-f	CDCA2	axo03114-r	RBM43
axo00286-f	CCNE2	axo00699-r	RRM2	axo01910-f	SIAE	axo01959-r	TRIM39	axo03266-r	KRT12
axo00349-f	SDCBP2	axo00700-r	RRM2	axo02434-r	EPB41L1	axo02417-f	GOLM1	axo04425-f	SLC7A3
axo00407-f	TREX2	axo00701-r	RRM2	axo02525-f	PPP2R5C	axo02434-r	EPB41L1	axo04869-f	ZNF154
axo00457-r	MXI1	axo00787-r	KIF23	axo02588-r	GCC2	axo02809-f	EIF4G1	axo05212-f	ACYP1
axo00518-f	DEDD2	axo00814-f	DAB2IP	axo02656-r	GLDN	axo02912-f	SASS6	axo05333-r	RP11-544M22.
axo00622-r	ZNF418	axo00818-f	BCL2L14	axo02697-f	OLFML2A	axo03304-f	ZNF644	axo05395-f	MVK
axo00679-f	JOSD2	axo00946-f	ADCY4	axo03170-f	PRICKLE2	axo03376-f	RBBP8	axo05430-f	ADFP
axo00746-r	ADAT3	axo01302-f	C3orf75	axo03196-f	PTHLH	axo03512-r	RNF216	axo05779-r	CYBB
axo00766-r	ARL11	axo01345-f	ACOT11	axo03584-r	SGCG	axo03515-r	EXT2	axo05851-f	THAP5
axo00772-r	ZMYND19	axo01469-f	C1orf131	axo03840-f	Zfp316	axo03543-f	CLEC9A	axo05926-f	HYOU1
axo00797-r	BCL2L1	axo01531-r	LYSMD4	axo04307-f	CAST	axo04242-f	MTMR12	axo05927-r	HYOU1
axo00809-f	PPP1R14B	axo01543-f	TMEM56	axo04611-r	LAMA2	axo04262-r	PPAN-P2RY11	axo05978-f	RUNDC3B
axo00847-r	CANT1	axo01564-r	SNRNP48	axo05232-f	LAMA4	axo04392-f	PVRL2	axo06251-f	FDPS
axo00947-f	EHD4	axo01586-r	C10orf72	axo06235-r	TP53INP1	axo04451-f	ALAS2	axo06252-f	FDPS
axo00986-f	NEXN	axo01614-f	RALGPS2	axo06236-r	TP53INP1	axo04456-f	TOP2A	axo06329-f	LITAF
axo01025-f	TMEM182	axo01624-f	SLC10A4	axo06328-f	LITAF	axo04458-f	TOP2B	axo06723-f	SLC1A5
axo01163-f	ENKUR	axo01635-f	SAMD9L	axo06449-f	LUZP1	axo04482-f	QSER1	axo06790-f	LSS
axo01256-r	OSR1	axo01694-f	D2HGDH	axo06469-r	APRT	axo04578-r	KTN1	axo06807-f	LDLR
axo01322-r	HMGA1	axo01727-r	CPNE1	axo06546-r	BDNF	axo05082-r	RHAG	axo06808-f	LDLR
axo01328-r	CTSL1	axo01786-r	BRWD3	axo06627-r	DST	axo05388-f	NBEAL1	axo06921-f	KDM3A
axo01339-f	BVES	axo01930-f	ZNF398	axo06739-f	IKBK	axo05737-r	SRRT	axo07323-f	B4GALT1

axo01342-f	SGMS1	axo01931-f	ZNF398	axo06842-f	PROM1	axo05886-f	DNMT1	axo07745-f	E2F3
axo01343-f	SGMS1	axo01953-r	USP2	axo07029-r	SERPINH1	axo06057-r	RTL1	axo07832-r	FRK
axo01351-f	FAM110B	axo01987-f	EYA2	axo07067-f	CHD4	axo06449-f	LUZP1	axo07927-f	HMGCS1
axo01403-f	RPUSD2	axo01993-f	KCNAB1	axo07124-r	CTSL2	axo06704-f	HBA2	axo07928-f	HMGCS1
axo01410-r	PARS2	axo02299-f	PCSK9	axo07205-f	IL1B	axo06705-f	HBA2	axo08089-r	LGALS9
axo01421-f	OBFC2A	axo02320-f	P2RX5	axo07255-f	EP300	axo06706-f	HBA2	axo08723-f	CYP51A1
axo01462-f	DDX59	axo02401-f	PPFIA1	axo07527-f	BHMT	axo07069-r	CHGA	axo08724-r	CYP51A1
axo01503-f	ZNF572	axo02443-f	TUBB2B	axo07643-f	COL4A1	axo07175-f	DYNC1H1	axo08747-f	DCK
axo01556-f	C3orf21	axo02494-r	Unknown	axo07645-f	COL4A2	axo07255-f	EP300	axo08748-f	DCK
axo01572-r	RASEF	axo02501-f	R3HDML	axo07646-f	COL6A1	axo07375-f	CYR61	axo08854-f	SPR
axo01587-f	ZNF567	axo02611-f	UPP1	axo07648-r	COL6A2	axo07737-f	DSG2	axo08863-f	SQLE
axo01603-f	TCEANC	axo02753-f	BPTF	axo07672-f	CPA3	axo07756-f	EGR1	axo08986-f	TK1
axo01680-f	LRRC43	axo02759-r	PCNA	axo07707-r	CTSG	axo07891-r	GOLGA4	axo09537-f	RIOK3
axo01743-f	APCDD1	axo02762-f	UBE2E1	axo07781-f	ADH4	axo07892-r	GOLGA4	axo09742-r	CDKN1B
axo01745-f	ZFP3	axo02772-f	ANKDD1A	axo07891-r	GOLGA4	axo07983-f	ITGA2	axo09755-f	DDIT3
axo01779-r	TMEM92	axo02775-f	CREM	axo08060-f	LAMB1	axo08016-f	JUNB	axo10093-r	ACSL4
axo01795-f	COL29A1	axo02805-f	SYNE2	axo08427-r	PNN	axo08253-f	TSPO	axo10556-f	ATP6V1G1
axo01878-f	ZNF367	axo02809-f	EIF4G1	axo08445-f	PPL	axo08341-f	PARN	axo10822-f	FGFBP1
axo01897-f	PHF13	axo02837-f	ZMYND8	axo08501-f	HTRA1	axo08585-r	PTPRG	axo11001-f	HSP90AA1
axo01906-f	H1FOO	axo02839-r	ZMYND8	axo08599-f	PTX3	axo08713-f	CLIP1	axo11173-f	INSIG1
axo01935-f	TGIF1	axo02912-f	SASS6	axo08812-f	SMARCC1	axo08941-f	TCF3	axo11277-f	PSCA
axo01936-f	LMNA	axo02937-f	LBR	axo08860-r	SPTBN1	axo09180-f	USP7	axo11428-f	SLC35B1
axo01937-f	LMNA	axo02972-f	SCML4	axo09009-f	CLEC3B	axo09186-f	CUL5	axo11646-f	LIPG
axo01943-r	RASSF1	axo02994-f	GRHL1	axo09304-f	CILP	axo09271-f	NSMAF	axo11879-f	DNAJC3
axo01953-r	USP2	axo03039-f	CMIP	axo09522-f	TNFSF10	axo09319-f	PPFIBP1	axo12025-f	DDX17
axo02043-f	NR4A1	axo03052-r	APOOL	axo09717-f	ANXA6	axo09451-f	EIF3A	axo12197-f	PMVK
axo02050-r	KCNIP2	axo03089-f	KIT	axo09985-f	CCNG2	axo09985-f	CCNG2	axo12280-f	MTHFD2
axo02051-f	NR4A3	axo03098-f	TBC1D10C	axo09986-f	CCNG2	axo10049-r	DSP	axo12378-f	SC4MOL
axo02052-f	TGIF1	axo03123-f	GJB7	axo10048-f	DSP	axo10093-r	ACSL4	axo12512-f	KDELRL3
axo02069-r	MCAT	axo03126-r	C7orf52	axo10063-r	EFNA1	axo10523-f	CLTC	axo13132-r	DNAJB9
axo02097-r	GLUL	axo03136-f	SULF2	axo10102-r	FAP	axo10526-r	CLTC	axo13165-r	NUPR1
axo02098-f	GLUL	axo03266-r	KRT12	axo10242-f	PTGS1	axo10775-r	ISG15	axo14255-f	KIAA0831
axo02163-f	RNF149	axo03304-f	ZNF644	axo10279-f	RARG	axo10931-f	FOS	axo15168-f	WSB1
axo02215-f	HARBI1	axo03347-r	CDC25A	axo10523-f	CLTC	axo11001-f	HSP90AA1	axo15758-r	ISYNA1
axo02271-f	NDUFAF2	axo03362-r	TGM5	axo10526-r	CLTC	axo11120-f	SMC4	axo15946-r	RWDD2B
axo02274-f	C14orf79	axo03391-f	SHC4	axo10713-f	RELN	axo11122-f	SMC4	axo16986-r	ETNK1

axo02299-f	PCSK9	axo03393-f	PDLIM7	axo11122-f	SMC4	axo11224-r	ATP8B1	axo17115-f	SLC38A2
axo02347-f	SMOX	axo03457-f	RASL11A	axo11164-f	HSPG2	axo11241-f	SGK1	axo17249-f	GTPBP2
axo02356-f	ZNF792	axo03472-f	BACH1	axo11207-r	LOXL1	axo11497-f	MAP1B	axo18258-f	SDF2L1
axo02359-f	FLJ36031	axo03528-f	MBNL2	axo11338-r	HDGF2	axo11802-r	OAS3	axo18590-r	C12orf43
axo02391-f	PPAP2A	axo03702-f	LOC731511	axo11431-r	CALCOCO2	axo11934-r	VAR5	axo18653-f	AACS
axo02394-f	MIDN	axo04192-f	CD68	axo11497-f	MAP1B	axo12036-f	USP16	axo18712-r	DCTPP1
axo02413-f	UNC45B	axo04208-f	PEG10	axo12036-f	USP16	axo12171-f	ZNF217	axo18752-r	CRELD2
axo02443-f	TUBB2B	axo04213-r	PEG10	axo12055-r	GPM6B	axo12273-r	ZMYND11	axo18950-f	E2F8
axo02459-r	P2RY8	axo04266-f	INCENP	axo12171-f	ZNF217	axo12607-f	WASF2	axo18964-r	MUC16
axo02611-f	UPP1	axo04267-r	INCENP	axo12218-f	AVIL	axo12724-f	VEZF1	axo21889-r	Unknown
axo02695-f	CPEB2	axo04273-f	MPO	axo12273-r	ZMYND11	axo13033-f	PRDM2	axo23008-f	LOC100145494
axo02704-f	ZFAND2A	axo04294-f	MSH2	axo12885-f	MMRN1	axo13076-f	TLK1	axo23514-f	Pdcd1lg2
axo02731-f	BCL9L	axo04349-r	TATDN3	axo13184-f	PLXNB2	axo13121-f	LETM1	axo23651-f	PNAT3
axo02775-f	CREM	axo04396-f	STAG2	axo13429-f	DHX38	axo13419-f	MYOF	axo24047-f	Prod 1
axo02776-f	TXNRD1	axo04448-f	TCN1	axo13709-f	SACS	axo13520-f	SETD2	axo24396-f	pepE
axo02795-f	FILIP1L	axo04520-f	NCOR2	axo13919-f	ZNF592	axo13600-f	SLC25A15	axo24544-f	Fdft1
axo02823-f	IRF2BP2	axo04544-f	LRRCC1	axo13920-f	ZNF592	axo13759-f	AFF4	axo25777-f	Unknown
axo02833-r	DLGAP4	axo04567-r	CUBN	axo13970-r	CLINT1	axo14041-f	SLK	axo27383-f	Unknown
axo02870-r	C6orf145	axo04584-f	TRAPPC6B	axo14975-f	NIPBL	axo14042-f	SLK	axo27913-f	Unknown
axo02877-f	RNF14	axo04603-f	INSR	axo15011-r	ABI3BP	axo14063-f	MTSS1	axo28223-f	Unknown
axo02906-r	ARL4A	axo04649-r	KIAA1147	axo15275-f	TRIM72	axo14354-r	SPEN	axo28231-f	Unknown
axo03042-r	FLRT3	axo04741-r	CLEC2L	axo15286-f	LMO7	axo14365-f	SPEN	axo29829-f	Unknown
axo03054-f	PDE4B	axo04906-r	PON2	axo15621-f	PACSIN3	axo14424-f	PDS5B	axo29854-f	Unknown
axo03082-r	SMTNL2	axo04909-r	GPR34	axo15713-f	RHCG	axo14779-f	KIAA0664	axo30518-f	Unknown
axo03098-f	TBC1D10C	axo05068-f	CYP4B1	axo15825-r	NT5C3	axo14975-f	NIPBL	axo30940-f	Unknown
axo03196-f	PTHLH	axo05106-f	RLBP1	axo16085-f	ZCCHC8	axo15025-f	AHCTF1	axo31339-f	Unknown
axo03234-r	ADSSL1	axo05160-f	hCG_1645727	axo16106-f	TET2	axo15286-f	LMO7	axo31341-f	Unknown
axo03238-f	PMEPA1	axo05213-f	FAM70A	axo16121-f	KIF21A	axo15433-r	FBN1	axo31453-f	Unknown
axo03262-f	SPRY1	axo05303-f	ACP5	axo16929-f	C6orf35	axo15466-f	FAHD2A	axo31546-f	Unknown
axo03268-f	KRT12	axo05513-f	ARG1	axo17277-f	ITSN2	axo15676-f	TAF9	axo31671-f	Unknown
axo03338-r	CDC42SE2	axo05517-f	CEP55	axo17755-f	ARRDC3	axo15693-f	GPN3		
axo03373-r	RP9	axo05524-f	TET2	axo18098-f	SCAF1	axo15906-r	UFM1		
axo03393-f	PDLIM7	axo05682-f	WDSUB1	axo18172-f	ADAM28	axo16166-r	GIN1		
axo03405-f	FITM1	axo05712-r	SMARCAD1	axo18390-r	MLF1	axo16391-f	HERC6		
axo03408-f	RCAN1	axo05722-r	ELFN1	axo18492-f	NUCKS1	axo16897-r	CHST11		

axo03422-f	LEP	axo05737-r	SRRT	axo18655-f	ZBTB10	axo16984-f	DNAJA4
axo03429-f	KEAP1	axo05826-f	VWA5A	axo18882-f	PLEKHF2	axo17147-r	FAM190B
axo03457-f	RASL11A	axo05870-f	PPP3CA	axo19257-f	COQ10B	axo17755-f	ARRDC3
axo03514-r	LRRC20	axo05917-f	PLCH1	axo19270-r	ELL3	axo18172-f	ADAM28
axo03584-r	SGCG	axo05927-r	HYOU1	axo19273-f	NINL	axo18366-f	ZFYVE20
axo03610-f	ZNF543	axo05962-f	IFNGR1	axo19600-f	CCDC3	axo18601-f	ZNF638
axo03630-f	CHCHD10	axo05977-f	IL4R	axo19812-f	SLITRK6	axo18882-f	PLEKHF2
axo03686-f	LOC100133599	axo05984-r	CDC7	axo19969-f	PHF6	axo18986-f	GRTP1
axo03758-f	FLJ22184	axo05994-f	DSG4	axo20034-f	CARD6	axo18989-f	ZFHX4
axo03790-r	Zfp35	axo06032-f	KRT5	axo20282-r	RHPN2	axo19229-f	MUS81
axo03836-f	LOC100131068	axo06046-r	RTL1	axo21577-f	Unknown	axo19257-f	COQ10B
axo03843-f	LOC285095	axo06109-r	RTL1	axo21650-r	LOC496300	axo19273-f	NINL
axo03985-r	YIF1B	axo06111-r	RTL1	axo22289-f	MGC145244	axo19554-f	EPPK1
axo04102-f	LOC643596	axo06120-r	RTL1	axo23396-f	zgc:194655	axo19556-f	EPPK1
axo04163-f	AIM1L	axo06163-f	ASPA	axo23458-r	Unknown	axo19782-f	NR3C1
axo04224-f	LYZ	axo06179-f	TCOF1	axo23595-f	BIK	axo20128-f	SH3KBP1
axo04273-f	MPO	axo06203-r	ARHGAP26	axo23816-f	Unknown	axo20130-f	SH3KBP1
axo04404-f	TPM3	axo06248-r	TMEM2	axo24112-r	Lynx1	axo20165-r	HBG2
axo04424-f	SSTR2	axo06262-f	MYOT	axo24424-f	LOC100228669	axo20166-r	HBG2
axo04425-f	SLC7A3	axo06349-r	LRRFIP1	axo24990-f	Unknown	axo20399-f	HBD
axo04448-f	TCN1	axo06448-f	SLC35B3	axo27674-f	Unknown	axo21577-f	Unknown
axo04451-f	ALAS2	axo06551-f	PLEKHA5	axo27795-f	Unknown	axo21650-r	LOC496300
axo04452-f	NCF1	axo06563-r	NOX4	axo27847-f	Unknown	axo21847-f	Unknown
axo04581-f	CYP4F2	axo06612-f	NHSL1	axo27866-f	Unknown	axo21930-r	Unknown
axo04606-f	ITGA6	axo06619-f	CHORDC1	axo28320-f	Unknown	axo22034-f	Unknown
axo04621-f	GYG2	axo06715-f	FAM190A	axo28383-f	Unknown	axo22270-f	Unknown
axo04639-f	LDB3	axo06717-r	SKIL	axo28704-f	Unknown	axo22523-r	Unknown
axo04649-r	KIAA1147	axo06727-r	FLJ25076	axo29695-f	Unknown	axo23122-f	RREB1
axo04651-f	GLT8D4	axo06840-f	ROBO1	axo29708-f	Unknown	axo23215-f	ticrr
axo04687-r	TTC36	axo06883-f	NEK3	axo29831-f	Unknown	axo23458-r	Unknown
axo04765-f	SPI1	axo06891-f	PTGR2	axo29905-f	Unknown	axo23508-f	LOC100182771
axo04865-f	MRAS	axo06906-f	AIFM3	axo30536-f	Unknown	axo23600-f	BEST1
axo04910-r	RPP38	axo06988-r	ARHGDIB	axo31329-f	Unknown	axo23749-f	pycard
axo05160-f	hCG_1645727	axo06993-f	ATR	axo31357-f	Unknown	axo23816-f	Unknown
axo05181-r	RP5-1000E10.4	axo07032-f	CCNA2	axo31395-f	Unknown	axo24313-f	Unknown
axo05184-r	RP5-1000E10.4	axo07046-r	CDC5L	axo31404-f	Unknown	axo24400-r	Unknown

axo05187-f	ZFAND5	axo07047-f	CDC6	axo31535-f	Unknown	axo24446-r	Unknown
axo05194-r	SNX18	axo07127-f	CTS2	axo31574-f	Unknown	axo24493-f	Unknown
axo05214-f	ELOVL7	axo07183-f	BLM	axo31607-f	Unknown	axo25463-f	Unknown
axo05224-f	SLC25A36	axo07299-f	FLT3LG			axo26284-f	Unknown
axo05228-f	TLE3	axo07375-f	CYR61			axo27248-f	Unknown
axo05267-f	UGT2A2	axo07482-r	RHOA			axo28076-f	Unknown
axo05289-f	GJB6	axo07495-f	ATP1B2			axo29345-f	Unknown
axo05307-f	EZR	axo07527-f	BHMT			axo29410-f	Unknown
axo05328-f	BRD2	axo07530-f	BNC1			axo29664-f	Unknown
axo05362-f	TGM1	axo07584-r	IL8RA			axo29987-f	Unknown
axo05430-f	ADFP	axo07616-f	CTSC			axo30920-f	Unknown
axo05451-f	MYOZ3	axo07626-f	CKS1B			axo31329-f	Unknown
axo05453-f	TYR	axo07684-f	CRYAB			axo31429-f	Unknown
axo05497-f	LNK1	axo07697-f	CTGF			axo31669-f	Unknown
axo05513-f	ARG1	axo07739-r	HBEGF				
axo05531-f	ACCS	axo07788-f	F3				
axo05637-f	PRG4	axo07930-r	RBMX				
axo05645-r	MMP2	axo07980-r	IRF2				
axo05697-f	C13orf31	axo07993-r	ITGB5				
axo05735-f	RRAD	axo08031-r	ALOX12				
axo05779-r	CYBB	axo08060-f	LAMB1				
axo05801-f	MOV10	axo08130-f	MAD2L1				
axo05844-r	SSFA2	axo08154-f	MCM3				
axo05901-f	ENPP2	axo08253-f	TSPO				
axo05907-r	ERVWE1	axo08258-f	NASP				
axo05997-f	KIAA0182	axo08259-f	NASP				
axo06005-r	PLCXD2	axo08386-r	CALCB				
axo06014-r	KRT17	axo08408-f	PKM2				
axo06142-f	MUC15	axo08429-r	POLA2				
axo06225-f	PENK	axo08436-f	POLE2				
axo06235-r	TP53INP1	axo08501-f	HTRA1				
axo06236-r	TP53INP1	axo08535-r	PSMD1				
axo06337-f	ALOX12B	axo08550-f	PTBP1				
axo06349-r	LRRFIP1	axo08653-f	RBL1				
axo06372-r	FGF13	axo08726-f	MAPK12				
axo06406-r	TXNL4B	axo08748-f	DCK				

axo06411-f	CMKLR1	axo08772-f	SH3GL2
axo06445-f	FBXO5	axo08776-f	ST8SIA1
axo06498-r	DLG2	axo08791-r	SLC16A1
axo06518-r	COL17A1	axo08801-r	SMARCA2
axo06546-r	BDNF	axo08802-r	SMARCA2
axo06589-f	WEE1	axo08814-r	SMARCE1
axo06600-f	SEC14L1	axo08834-f	SOAT1
axo06608-r	FBP1	axo08835-f	SOD3
axo06643-f	CCNL2	axo08986-f	TK1
axo06656-f	PRICKLE1	axo09019-r	TPM4
axo06661-f	CLEC4M	axo09088-f	USP4
axo06665-r	MX1	axo09108-f	VIM
axo06710-f	ZNF286B	axo09110-f	VIM
axo06723-f	SLC1A5	axo09166-r	ZNF143
axo06725-r	NR2F2	axo09176-f	CHIT1
axo06727-r	FLJ25076	axo09178-f	SCG2
axo06768-r	ZBTB22	axo09180-f	USP7
axo06773-f	OTUD1	axo09186-f	CUL5
axo06804-r	BCHE	axo09206-r	TRRAP
axo06805-r	BCHE	axo09290-f	SMARCA5
axo06807-f	LDLR	axo09318-f	PPFIBP2
axo06808-f	LDLR	axo09449-f	EIF3A
axo06854-f	MMP1	axo09451-f	EIF3A
axo07001-f	BMP2	axo09551-f	SUCLG2
axo07042-r	CCNE1	axo09628-f	PRPF4B
axo07047-f	CDC6	axo09781-r	FEN1
axo07074-f	CIRBP	axo09801-f	MYO9B
axo07098-f	CLDN4	axo09808-f	ORC1L
axo07100-f	CLDN7	axo09859-f	PTTG1
axo07131-f	CD53	axo09986-f	CCNG2
axo07205-f	IL1B	axo09994-f	CDH1
axo07206-r	IL1B	axo10019-f	VCAN
axo07246-f	EMP1	axo10048-f	DSP
axo07260-f	EREG	axo10057-f	ECM1
axo07288-f	FOXC1	axo10082-f	EPRS
axo07301-r	FZD2	axo10086-f	EPS8

axo07306-r	IL8	axo10365-r	RABEP1
axo07311-f	GATM	axo10398-f	COL3A1
axo07346-f	HAS1	axo10419-r	DHRS3
axo07368-f	IGSF3	axo10425-f	COPB2
axo07375-f	CYR61	axo10444-f	SLIT2
axo07395-f	SERPINE1	axo10502-f	AKAP7
axo07403-r	ACTA2	axo10539-f	VPS4B
axo07436-f	AIF1	axo10608-f	DNASE1L3
axo07465-f	AQP4	axo10620-f	FUS
axo07473-f	AREG	axo10695-f	SERPINB10
axo07477-f	ARL4D	axo10761-f	PGLYRP1
axo07479-f	ARF6	axo10788-r	COL7A1
axo07527-f	BHMT	axo10800-r	HS3ST1
axo07547-f	BTG1	axo10867-r	CAPN1
axo07584-r	IL8RA	axo10885-f	CSF1R
axo07591-f	CDH2	axo10953-r	GPR4
axo07673-f	TGFB1	axo10968-f	HIST1H1B
axo07684-f	CRYAB	axo11000-f	HSPA5
axo07719-f	GADD45A	axo11001-f	HSP90AA1
axo07739-r	HBEGF	axo11087-f	CHAF1B
axo07740-f	DUSP7	axo11111-r	CHAF1A
axo07756-f	EGR1	axo11112-f	CHAF1A
axo07788-f	F3	axo11113-f	CHAF1A
axo07820-f	FOXO1	axo11119-r	SMC4
axo07893-f	GOT1	axo11120-f	SMC4
axo07929-r	HMOX1	axo11122-f	SMC4
axo07935-r	HNRNPK	axo11193-r	LGALS3BP
axo07944-f	HSD17B2	axo11205-f	LMNB1
axo07949-f	TNC	axo11219-r	NIT1
axo07965-f	ID1	axo11387-f	RBM5
axo08016-f	JUNB	axo11484-f	CD5L
axo08027-r	KCNJ13	axo11498-f	MAP1B
axo08028-f	KCNS3	axo11511-r	MCM4
axo08070-f	LCP1	axo11512-f	MCM4
axo08089-r	LGALS9	axo11514-r	MCM6
axo08095-r	LMX1B	axo11515-f	MCM7

axo08122-f	EPCAM	axo11566-f	MYH10
axo08123-f	EPCAM	axo11580-r	HNRNPM
axo08144-f	MAS1	axo11612-r	TUBA1A
axo08148-r	MATN2	axo11699-r	TUBB2C
axo08153-f	MCM3	axo11718-f	WFDC2
axo08156-r	MDM2	axo11777-f	NFE2
axo08174-f	MMP1	axo11926-f	TLN1
axo08175-f	MMP1	axo11975-r	RBM14
axo08178-f	MMP3	axo12021-r	PAMR1
axo08179-f	MMP3	axo12025-f	DDX17
axo08180-f	MMP3	axo12061-f	OLFM4
axo08181-f	MMP3	axo12092-r	DRAP1
axo08183-f	MMP8	axo12095-r	SMC2
axo08184-f	MMP10	axo12097-f	SMC2
axo08186-f	MMP13	axo12121-f	IVNS1ABP
axo08187-f	MMP19	axo12136-r	RAD51AP1
axo08195-f	MRC1	axo12248-f	PTGES3
axo08200-f	MRC1	axo12280-f	MTHFD2
axo08201-f	MSH3	axo12320-f	FGL2
axo08256-f	MYOG	axo12374-f	MCM5
axo08282-f	NGFR	axo12375-f	RBP4
axo08309-f	ODC1	axo12401-f	MARCO
axo08386-r	CALCB	axo12424-f	EHD1
axo08387-r	PGAM1	axo12442-f	CBX1
axo08399-f	CCK	axo12504-f	KIF2C
axo08403-f	PIM1	axo12522-f	STON1
axo08467-f	PRG2	axo12641-r	TOPBP1
axo08487-r	MAPK6	axo12693-f	TFDP1
axo08505-f	PRTN3	axo12701-f	TMF1
axo08614-f	CYP2C8	axo12802-r	PACSIN2
axo08667-f	RDX	axo12856-f	BRCA1
axo08686-r	RGS2	axo12882-f	ATF6
axo08731-f	SAT1	axo12914-f	TARDBP
axo08744-f	SDC4	axo12922-f	CCT5
axo08767-f	SFTPD	axo13106-f	EPB41L3
axo08791-r	SLC16A1	axo13108-f	EPB41L3

axo08844-f	UAP1	axo13110-f	EPB41L3
axo08845-f	UAP1	axo13117-f	KIF4A
axo08897-f	STX5	axo13240-f	TLL1
axo08965-f	TGM3	axo13266-f	STK39
axo08967-f	THBS1	axo13318-f	UHRF1
axo08979-f	TIMP1	axo13418-f	MYOF
axo09045-f	PHLDA2	axo13500-f	ATAD2
axo09064-f	UBA1	axo13513-f	WDR91
axo09083-r	UGCG	axo13557-f	PKP1
axo09084-f	UGDH	axo13581-r	GPNMB
axo09106-r	VGF	axo13659-f	HEBP2
axo09113-f	VLDLR	axo13660-f	HEBP2
axo09128-f	ZFP36	axo13661-f	ORC6L
axo09141-f	ZNF268	axo13683-f	ZNF318
axo09156-r	ZNF135	axo13685-f	ZNF318
axo09175-r	CHIT1	axo13686-f	ZNF318
axo09176-f	CHIT1	axo13688-f	ZNF318
axo09177-f	CXCR4	axo13689-f	ZNF318
axo09178-f	SCG2	axo13776-r	PKP4
axo09216-f	GSTP1	axo13846-f	TFCP2L1
axo09402-r	SLC25A12	axo13895-f	CYFIP1
axo09440-f	SOCS1	axo14121-f	KIAA0528
axo09521-f	TNFSF10	axo14239-r	VASH1
axo09537-f	RIOK3	axo14279-f	ANKRD6
axo09566-f	CES2	axo14306-f	PDCD11
axo09606-f	SQSTM1	axo14365-f	SPEN
axo09691-f	MYOM2	axo14494-f	PEG10
axo09704-f	CLK2	axo14531-f	ZC3H13
axo09745-f	PLK3	axo14534-f	ZC3H13
axo09755-f	DDIT3	axo14726-r	DNAJC9
axo09771-r	F2RL2	axo14784-f	KIAA0664
axo09862-f	STK17B	axo14824-r	NCAPD3
axo09873-f	KLF4	axo14857-r	FABP2
axo09981-f	CAMP	axo14901-f	KIAA0776
axo09996-f	CEACAM5	axo14971-f	NIPBL
axo10051-f	DUSP1	axo14972-f	NIPBL

axo10052-f	DUSP5	axo14985-r	DKFZP564O0823
axo10093-r	ACSL4	axo15166-f	CCDC69
axo10221-f	YBX1	axo15284-f	FCN2
axo10259-f	PTGS2	axo15289-r	KRT76
axo10260-f	PTGS2	axo15390-r	THAP4
axo10275-f	TSPAN7	axo15466-f	FAHD2A
axo10319-f	RAB11A	axo15540-f	IRAK4
axo10353-f	SLC16A6	axo15553-f	MYEF2
axo10354-f	SLC16A6	axo15588-f	CERCAM
axo10356-f	SLC16A6	axo15621-f	PACSIN3
axo10367-f	PRKRIR	axo15633-r	GPRC5B
axo10458-f	ADIPOQ	axo15688-f	PCYOX1
axo10555-f	CXCL14	axo15755-f	DSP
axo10587-f	C21orf2	axo15875-f	TLR7
axo10655-f	ABCC1	axo15956-f	USP18
axo10676-f	NRCAM	axo15971-f	BCMO1
axo10743-f	XBP1	axo15982-f	AZI1
axo10749-f	PLA2G7	axo16047-f	PARP14
axo10761-f	PGLYRP1	axo16088-f	DONSON
axo10775-r	ISG15	axo16125-f	HAUS6
axo10795-f	GFPT2	axo16239-r	NCAPG2
axo10796-r	GFPT2	axo16297-f	EXD3
axo10800-r	HS3ST1	axo16386-r	C11orf59
axo10822-f	FGFBP1	axo16459-f	FAM83B
axo10855-r	RND3	axo16479-r	SOBP
axo10910-f	ETS2	axo16578-f	CDCA8
axo10912-f	F2RL1	axo16582-f	DOK4
axo10931-f	FOS	axo16703-f	LRRC1
axo10934-f	GAK	axo16732-r	KIRREL
axo10994-r	NCKAP1L	axo16744-r	CDK5RAP2
axo11000-f	HSPA5	axo16896-f	CHST11
axo11001-f	HSP90AA1	axo16976-r	MCM10
axo11003-r	JUND	axo16984-f	DNAJA4
axo11014-r	MYCN	axo17017-f	MLL5
axo11025-f	NFIL3	axo17025-r	ANLN
axo11037-f	PPP1R3C	axo17075-r	PCDHGA10

axo11039-f	PRKAB2	axo17173-f	HEATR5B
axo11058-f	SLC20A1	axo17184-f	RHOF
axo11082-f	MALL	axo17210-f	EXOC6
axo11152-f	CALHM1	axo17340-f	UGGT1
axo11205-f	LMNB1	axo17395-f	ENY2
axo11233-f	DLL1	axo17495-f	NKIRAS1
axo11241-f	SGK1	axo17641-r	LRRC47
axo11262-f	KLF10	axo17772-f	VPS13C
axo11274-f	ST8SIA4	axo17826-f	LRRN1
axo11320-f	TSPAN3	axo17865-f	FXR1
axo11372-f	LPAR6	axo18008-f	PLSCR1
axo11392-f	TNK2	axo18021-f	POLR2L
axo11424-f	M6PRBP1	axo18040-f	ANGPTL7
axo11443-r	IGSF6	axo18165-r	MAD1L1
axo11504-r	MAT2A	axo18248-r	ZNF711
axo11505-f	MAT2A	axo18274-r	FAM38B
axo11576-f	NAB1	axo18486-r	ELOVL4
axo11646-f	LIPG	axo18492-f	NUCKS1
axo11684-r	CITED2	axo18510-f	TNS3
axo11685-f	CITED2	axo18539-f	CERK
axo11748-f	CYBA	axo18619-f	KRI1
axo11749-r	PIM3	axo18772-f	DSC3
axo11757-f	DNAJB1	axo18773-f	ATP10A
axo11777-f	NFE2	axo18779-f	GLDC
axo11780-f	NNMT	axo18816-f	ADIPOR2
axo11784-r	NNMT	axo18855-f	MAP7D3
axo11798-f	NR4A2	axo18905-r	MAK10
axo12061-f	OLFM4	axo18906-f	MAEA
axo12103-f	CDC42EP3	axo18940-f	ESCO2
axo12159-f	SLC2A1	axo19105-f	GRHL2
axo12161-f	SLC2A1	axo19121-f	ESRP2
axo12174-f	TFPI2	axo19297-f	PLEKHO2
axo12175-f	TFPI2	axo19319-f	RAB28
axo12219-r	B3GNT2	axo19366-r	DDHD1
axo12320-f	FGL2	axo19367-f	DUSP16
axo12321-f	FGL2	axo19375-f	SH3PXD2B

axo12335-f	GADD45G	axo19378-f	DDX11
axo12350-f	MCTP1	axo19386-f	SERPINB1
axo12364-r	HIVEP2	axo19445-r	TPM1
axo12380-f	SLC20A2	axo19472-f	KAZALD1
axo12424-f	EHD1	axo19486-f	LOC81691
axo12439-f	BTG3	axo19506-f	HNRNPA1
axo12526-r	GMPR	axo19509-f	MSH6
axo12531-f	ZFP36L2	axo19512-f	HYI
axo12561-r	SILV	axo19615-f	TRPT1
axo12565-f	SMTN	axo19652-f	SYT16
axo12599-f	MTERF	axo19749-f	CEP192
axo12601-f	ALX1	axo19806-f	ZCCHC7
axo12605-f	ADAMTS1	axo19827-r	ZNRF1
axo12724-f	VEZF1	axo19914-f	ARF1
axo12734-f	ZXDB	axo19923-r	BAZ1B
axo12755-f	PKP3	axo19925-f	BAZ1B
axo12925-f	ELL2	axo19944-f	EFCAB7
axo12926-r	ELL2	axo19967-f	PCDH7
axo12982-f	LPAR3	axo20022-f	DGAT2
axo12999-f	FBXO5	axo20065-r	CNDP1
axo13004-f	DUPD1	axo20102-f	ZC3H10
axo13049-r	RHOQ	axo20184-f	ALKBH6
axo13132-r	DNAJB9	axo20287-r	PNPT1
axo13133-f	MMD	axo20305-r	CALD1
axo13185-f	PLXNB2	axo20609-f	RBMX
axo13216-r	SEMA3E	axo20630-f	NASP
axo13259-r	ACAN	axo20743-f	FABP3
axo13263-f	FLRT2	axo20840-f	SEPP1
axo13289-r	ZNF214	axo20953-f	EBNA1BP2
axo13297-r	ZNF180	axo21055-f	TRAPPC2
axo13324-f	RBM15B	axo21059-f	KIAA0101
axo13352-r	SNX10	axo21474-f	RAB7B
axo13398-r	FTSJ2	axo21578-f	LOC580034
axo13423-f	NRG1	axo21644-f	Unknown
axo13472-f	ACAD9	axo21675-f	Unknown
axo13532-f	PHPT1	axo21717-f	acbd5

axo13670-f	SLC7A11	axo21741-f	LOC100158321
axo13692-f	TNFAIP8	axo22170-f	Unknown
axo13778-f	TNFRSF21	axo22179-f	CATHL3
axo13780-f	SESN1	axo22195-f	Unknown
axo13790-r	SULT1B1	axo22371-r	CATHL3
axo13793-f	TEKT2	axo22729-f	Unknown
axo13846-f	TFCP2L1	axo22772-f	Unknown
axo13847-f	TFCP2L1	axo22852-r	Unknown
axo13864-f	LMCD1	axo22914-r	Unknown
axo13866-f	ERO1L	axo22982-r	Unknown
axo13904-r	PSME4	axo23137-f	LOC100217844
axo13990-f	HERPUD1	axo23215-f	ticrr
axo14052-r	KIAA0247	axo23458-r	Unknown
axo14096-r	TSC22D2	axo23488-f	LOC100182771
axo14109-r	ZEB2	axo23508-f	LOC100182771
axo14150-f	ZC3H11A	axo23595-f	BIK
axo14242-r	ADNP2	axo23596-f	LOC100228006
axo14253-f	CHSY1	axo23816-f	Unknown
axo14260-f	ZNF510	axo23885-f	Unknown
axo14342-f	SPEN	axo23962-f	Unknown
axo14380-f	TMCC1	axo23974-f	CCL19
axo14439-f	SDC1	axo24309-f	ctnnal1
axo14488-f	PPRC1	axo24428-f	LOC100230619
axo14631-f	ZNF182	axo24612-f	Unknown
axo14810-f	ATMIN	axo24666-f	Unknown
axo14898-r	ARHGEF4	axo24811-f	Unknown
axo15011-r	ABI3BP	axo24936-f	Unknown
axo15057-f	NIPSNAP3A	axo24960-f	Unknown
axo15069-r	KBTBD2	axo24990-f	Unknown
axo15086-r	TIPARP	axo25215-f	Unknown
axo15168-f	WSB1	axo25241-f	Unknown
axo15169-f	WSB1	axo25303-f	Unknown
axo15260-f	FAH	axo25360-f	Unknown
axo15268-f	GOS2	axo25450-f	Unknown
axo15275-f	TRIM72	axo25513-f	Unknown
axo15307-f	PRLH	axo25542-f	Unknown

axo15328-r	GMNN	axo25564-f	Unknown
axo15359-r	LIPT1	axo25678-f	Unknown
axo15468-f	SLMO2	axo25710-f	Unknown
axo15633-r	GPRC5B	axo25735-f	Unknown
axo15663-f	KLF2	axo25775-f	Unknown
axo15793-f	PLEK2	axo25896-f	Unknown
axo15852-f	KLF3	axo25928-f	Unknown
axo15882-f	ECSIT	axo26017-f	Unknown
axo15900-f	SLC25A37	axo26383-f	Unknown
axo15915-f	TNFRSF12A	axo26502-f	Unknown
axo15921-f	DACT1	axo26821-f	Unknown
axo16020-f	MYH4	axo26905-f	Unknown
axo16068-f	CHRNA9	axo26930-f	Unknown
axo16074-f	DIRAS2	axo26988-f	Unknown
axo16109-f	FAM46A	axo27232-f	Unknown
axo16187-f	ANKRD16	axo27481-f	Unknown
axo16194-f	ANKRD49	axo27517-f	Unknown
axo16210-f	EPS8L1	axo27567-f	Unknown
axo16295-f	RG9MTD1	axo27672-f	Unknown
axo16297-f	EXD3	axo27796-f	Unknown
axo16299-f	RHBDL2	axo27891-f	Unknown
axo16300-f	C12orf41	axo28206-f	Unknown
axo16336-f	TMEM70	axo28211-f	Unknown
axo16389-r	TRMT61B	axo28223-f	Unknown
axo16391-f	HERC6	axo28253-f	Unknown
axo16475-f	ARGLU1	axo28336-f	Unknown
axo16477-f	KIF26B	axo28354-f	Unknown
axo16479-r	SOBP	axo28680-f	Unknown
axo16528-r	C16orf91	axo28765-f	Unknown
axo16630-f	RNF220	axo28879-f	Unknown
axo16641-r	DNAJC17	axo28950-f	Unknown
axo16783-f	ZYX	axo29182-f	Unknown
axo16843-r	LARP6	axo29193-f	Unknown
axo16867-f	FBXL8	axo29426-f	Unknown
axo16899-f	PDLIM5	axo29450-f	Unknown
axo16918-f	PDP1	axo29746-f	Unknown

axo16984-f	DNAJA4	axo29843-f	Unknown
axo17005-f	BATF3	axo29976-f	Unknown
axo17034-r	CHCHD7	axo30119-f	Unknown
axo17075-r	PCDHGA10	axo30246-f	Unknown
axo17084-f	TUBA8	axo30258-f	Unknown
axo17091-f	CYCS	axo30357-f	Unknown
axo17093-f	ERRFI1	axo30477-f	Unknown
axo17115-f	SLC38A2	axo30669-f	Unknown
axo17152-f	ETAA1	axo30681-f	Unknown
axo17172-r	CENPP	axo30728-f	Unknown
axo17185-f	RHOF	axo30782-f	Unknown
axo17186-r	PCDH18	axo30808-f	Unknown
axo17187-r	PCDH18	axo30895-f	Unknown
axo17219-f	DDIT4	axo30940-f	Unknown
axo17249-f	GTPBP2	axo31194-f	Unknown
axo17286-r	IRGC	axo31203-f	Unknown
axo17386-f	FEM1C	axo31209-f	Unknown
axo17387-f	PMEPA1	axo31329-f	Unknown
axo17396-f	OLFML3	axo31346-f	Unknown
axo17413-r	C5orf15	axo31364-f	Unknown
axo17422-f	RGMA	axo31404-f	Unknown
axo17430-r	PRDM9	axo31418-f	Unknown
axo17458-f	CCNL1	axo31458-f	Unknown
axo17461-f	CXCR7	axo31486-f	Unknown
axo17518-f	GPR84	axo31527-f	Unknown
axo17557-f	SALL4	axo31531-f	Unknown
axo17614-r	CLK4	axo31557-f	Unknown
axo17626-f	DSCAML1	axo31580-f	Unknown
axo17661-r	RIMKLB	axo31587-f	Unknown
axo17674-f	ZNF608	axo31602-f	Unknown
axo17780-f	LSP1	axo31608-f	Unknown
axo17810-r	SEMA6D	axo31613-f	Unknown
axo17840-r	ZNF530	axo31651-f	Unknown
axo17852-f	KIAA1524		
axo17888-r	ZBTB26		
axo17955-f	FAM53A		

axo17957-r	CCL3L1
axo17997-f	NMB
axo18055-f	GRHL3
axo18067-f	SLC30A1
axo18068-f	CLDN6
axo18074-f	RHOU
axo18086-f	OVOL2
axo18131-f	PELI2
axo18217-r	BCAN
axo18332-r	SAMSN1
axo18342-r	C10orf54
axo18365-f	RAB38
axo18410-f	HIF3A
axo18467-f	DUSP6
axo18474-f	HOXC8
axo18484-r	FANCF
axo18502-r	SMYD3
axo18525-f	ZNF574
axo18585-f	NAIP
axo18649-f	ADRB2
axo18705-r	METT10D
axo18720-f	C16orf68
axo18756-r	FSD1
axo18771-f	DSC2
axo18791-f	GCC1
axo18841-f	ARMC7
axo18911-f	GAL3ST4
axo18944-f	VPS37B
axo18975-f	SNIP1
axo18978-f	ZNF750
axo19033-f	ZBTB3
axo19057-f	PLBD1
axo19065-r	RPP21
axo19128-f	RMI1
axo19187-f	ZNF703
axo19200-f	KIAA1305

axo19257-f	COQ10B
axo19293-f	ITPKC
axo19297-f	PLEKHO2
axo19323-f	C6orf27
axo19439-r	NDEL1
axo19454-r	TRIM8
axo19468-r	ITM2C
axo19480-f	CCNL2
axo19483-f	TMEM49
axo19487-f	C1QTNF3
axo19488-r	PHACTR1
axo19553-f	EPPK1
axo19554-f	EPPK1
axo19555-f	EPPK1
axo19556-f	EPPK1
axo19582-f	THAP2
axo19651-f	ESYT3
axo19652-f	SYT16
axo19660-r	RSPH3
axo19711-f	B3GNT5
axo19785-f	ARID5B
axo19786-f	ARID5B
axo19814-f	FAM96A
axo19818-r	SGK196
axo19827-r	ZNRF1
axo19865-f	SLC25A33
axo19866-f	SLC25A33
axo19887-f	FBLIM1
axo19900-f	FBLIM1
axo19904-f	HVCN1
axo20006-r	TUBB6
axo20047-r	COX4I2
axo20049-f	RBBP6
axo20078-f	PPAPDC3
axo20142-r	PPP1R15B
axo20162-f	CORO6

axo20202-f	ZNF3
axo20215-f	RAB11FIP4
axo20228-f	TNFRSF6B
axo20242-f	SEC23B
axo20243-r	CEACAM1
axo20256-f	CSRNP1
axo20322-f	C5orf30
axo20333-r	BTBD6
axo20591-f	CD63
axo20613-f	ID2
axo20626-f	MYC
axo21092-f	GADD45B
axo21212-f	C8orf4
axo21228-f	NFKBIA
axo21314-f	KRTAP9-2
axo21474-f	RAB7B
axo21583-f	LOC100201082
axo21645-r	Unknown
axo21673-f	Plaur
axo21748-r	Unknown
axo21955-f	LAT2
axo22108-r	SPF1
axo22112-f	Unknown
axo22113-r	ORF2p
axo22179-f	CATHL3
axo22270-f	Unknown
axo22411-f	Unknown
axo22435-f	AVD
axo22477-r	Unknown
axo22590-f	LOC100182628
axo22833-f	SCYA107
axo22851-f	CCNI2
axo22852-r	Unknown
axo23008-f	LOC100145494
axo23062-r	Unknown
axo23084-f	LOC587493

axo23305-f	TCN1
axo23458-r	Unknown
axo23486-f	Unknown
axo23497-f	Unknown
axo23514-f	Pdcd1lg2
axo23748-f	LOC423629
axo23840-f	HAS1
axo24017-f	Unknown
axo24047-f	Prod 1
axo24065-f	LOC100224741
axo24073-f	PLAC8
axo24100-f	LRRC32
axo24112-r	Lynx1
axo24154-f	RGD1310061
axo24218-f	IRS4
axo24241-f	Unknown
axo24246-r	lrfn5
axo24254-r	BEST1
axo24256-f	LOC100229160
axo24325-r	LOC100127309
axo24368-f	Kctd14
axo24372-f	LOC100153971
axo24418-r	HNRPD
axo24475-f	CAPZB
axo24518-f	Unknown
axo24536-f	Unknown
axo24689-f	Unknown
axo24724-f	Unknown
axo24727-f	Unknown
axo24780-f	Unknown
axo24800-f	Unknown
axo24828-f	Unknown
axo24932-f	Unknown
axo24951-f	Unknown
axo24960-f	Unknown
axo24963-f	Unknown

axo25001-f	Unknown
axo25151-f	Unknown
axo25161-f	Unknown
axo25163-f	Unknown
axo25310-f	Unknown
axo25326-f	Unknown
axo25372-f	Unknown
axo25380-f	Unknown
axo25386-f	Unknown
axo25517-f	Unknown
axo25542-f	Unknown
axo25603-f	Unknown
axo25655-f	Unknown
axo25671-f	Unknown
axo25678-f	Unknown
axo25716-f	Unknown
axo25738-f	Unknown
axo25755-f	Unknown
axo25775-f	Unknown
axo25776-f	Unknown
axo25840-f	Unknown
axo25845-f	Unknown
axo25872-f	Unknown
axo25915-f	Unknown
axo25916-f	Unknown
axo25934-f	Unknown
axo25946-f	Unknown
axo25950-f	Unknown
axo25958-f	Unknown
axo26057-f	Unknown
axo26108-f	Unknown
axo26126-f	Unknown
axo26187-f	Unknown
axo26199-f	Unknown
axo26232-f	Unknown
axo26282-f	Unknown

axo26284-f	Unknown
axo26423-f	Unknown
axo26495-f	Unknown
axo26948-f	Unknown
axo26965-f	Unknown
axo27044-f	Unknown
axo27123-f	Unknown
axo27140-f	Unknown
axo27164-f	Unknown
axo27284-f	Unknown
axo27294-f	Unknown
axo27297-f	Unknown
axo27317-f	Unknown
axo27323-f	Unknown
axo27325-f	Unknown
axo27340-f	Unknown
axo27407-f	Unknown
axo27453-f	Unknown
axo27459-f	Unknown
axo27516-f	Unknown
axo27648-f	Unknown
axo27716-f	Unknown
axo27740-f	Unknown
axo27746-f	Unknown
axo27841-f	Unknown
axo27877-f	Unknown
axo27892-f	Unknown
axo27923-f	Unknown
axo27940-f	Unknown
axo28076-f	Unknown
axo28115-f	Unknown
axo28218-f	Unknown
axo28249-f	Unknown
axo28425-f	Unknown
axo28553-f	Unknown
axo28620-f	Unknown

axo28711-f	Unknown
axo28724-f	Unknown
axo28854-f	Unknown
axo28867-f	Unknown
axo28909-f	Unknown
axo28933-f	Unknown
axo28974-f	Unknown
axo29060-f	Unknown
axo29074-f	Unknown
axo29103-f	Unknown
axo29167-f	Unknown
axo29181-f	Unknown
axo29182-f	Unknown
axo29241-f	Unknown
axo29265-f	Unknown
axo29299-f	Unknown
axo29366-f	Unknown
axo29401-f	Unknown
axo29410-f	Unknown
axo29429-f	Unknown
axo29492-f	Unknown
axo29567-f	Unknown
axo29615-f	Unknown
axo29672-f	Unknown
axo29705-f	Unknown
axo29708-f	Unknown
axo29757-f	Unknown
axo29776-f	Unknown
axo29778-f	Unknown
axo29786-f	Unknown
axo29789-f	Unknown
axo29801-f	Unknown
axo29817-f	Unknown
axo29826-f	Unknown
axo29829-f	Unknown
axo29843-f	Unknown

axo29854-f	Unknown
axo29867-f	Unknown
axo29936-f	Unknown
axo29937-f	Unknown
axo30095-f	Unknown
axo30200-f	Unknown
axo30218-f	Unknown
axo30244-f	Unknown
axo30368-f	Unknown
axo30381-f	Unknown
axo30415-f	Unknown
axo30439-f	Unknown
axo30446-f	Unknown
axo30504-f	Unknown
axo30516-f	Unknown
axo30546-f	Unknown
axo30572-f	Unknown
axo30611-f	Unknown
axo30622-f	Unknown
axo30656-f	Unknown
axo30768-f	Unknown
axo30787-f	Unknown
axo30823-f	Unknown
axo30825-f	Unknown
axo30858-f	Unknown
axo30883-f	Unknown
axo30887-f	Unknown
axo30916-f	Unknown
axo30922-f	Unknown
axo30960-f	Unknown
axo31238-f	Unknown
axo31290-f	Unknown
axo31296-f	Unknown
axo31321-f	Unknown
axo31329-f	Unknown
axo31371-f	Unknown

axo31468-f	Unknown
axo31494-f	Unknown
axo31499-f	Unknown
axo31535-f	Unknown
axo31536-f	Unknown
axo31559-f	Unknown
axo31572-f	Unknown
axo31593-f	Unknown
axo31610-f	Unknown
axo31614-f	Unknown
axo31622-f	Unknown
axo31624-f	Unknown
axo31667-f	Unknown
axo31681-f	Unknown
axo31695-f	Unknown
axo31698-f	Unknown
axo31710-f	Unknown
axo31716-f	Unknown
axo31729-f	Unknown

How the deposited data were processed for this re-analysis (not part of the article)

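The data are microarray measurements of the distal-most 1 mm of regenerating axolotl forelimbs at 20 time points from 0 to 28 DPA, with 10 arrays at each time point except 9 at 16 DPA and 9 at 28 DPA. The values are log2 intensities that the authors made from the array scans by RMA in Affymetrix Expression Console before they deposited them. The submitters' processing notes and the paper name these tools without a version. The values run from 2.59 to 15.19, with array medians between 5.70 and 5.90. The normalization was kept as deposited. Each array was mapped to its time point and replicate from its title, description and time label. For 2 arrays of 0.5 DPA the source name gives another time, and they were kept at 0.5 DPA.

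Of 20,080 probes, 45 Affymetrix controls were left out because they measure no axolotl gene. Gene names came from the platform table of the chip, with 288 probes named from Table S1 alone. A single symbol is paired with 10,951 probes (8,639 symbols, of which 1,740 have more than 1 probe), and 9,084 probes have none.

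Time points were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the arrays of the 2 time points alone). A probe passed when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 difference was at least 0.58. All 19 contrasts with day 0 and all 19 adjacent intervals were fitted, and 7 to 12 DPA. Numbers of changed probes in adjacent intervals were compared with McNemar's exact test at the paper's Bonferroni threshold of 0.0028. Time-point means were clustered by average linkage on 1 − Pearson's *r*, and again on random samples of 50% of the probes in 1,000 draws. The differences between sets of replicates were tested as an interaction in limma for probes and with exact permutations for list means.

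Lists of genes were written before the data were examined: immediate early, neutrophil, macrophage, lymphocyte, erythrocyte, matrix metalloproteinase and TIMP, skeletal muscle, muscle regulator, basement membrane and collagen VI, interstitial matrix, cell cycle, sterol, endoplasmic reticulum stress, FGF signaling, osteoclast, cartilage, bone, limb patterning, epidermis, Schwann cell and nerve, endothelial, fat cell, ribosomal protein, heat shock and interferon-responsive genes. Each gene was represented by its probe with the highest mean among probes named in the platform table, and genes named only in Table S1 were left out of the lists. The 25 lists were tested 2-sided with limma's camera at an inter-gene correlation of 0.01 against all other named genes, with p adjusted over the lists, and again with an estimated correlation. Relations between list means across samples used Pearson's and Spearman's coefficients with 100,000 permutations within time points, adjusted over 10 relations. The median pairwise *r* of a group of genes over the time course was set beside 1,000 random sets of as many probes of similar mean level, drawn from all probes tested.

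The genes named in the text follow a rule set in advance. It takes every gene that the paper's Results name for an interval and that has a probe (the probe of Table S1 where there is one), up to 5 largest increases and decreases of an interval among probes past the threshold that changed the same way in both sets of replicates, and 2 to 4 members of a fixed list with the largest differences past it. The paper's tables had been seen when the rule was written. Genes shown for their course over time come from the same set.

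Alternatives covered 1 fit of all arrays, the methods' *t* test at p = 0.01, p = 0.001 and with Benjamini-Hochberg adjustment, limma at unadjusted p = 0.01, a 2-fold and no fold threshold, and a filter on probes under the 25th percentile of intensity. They also covered arrays centred on the median, a second quantile normalization, blocks for the replicate number, the set of replicates (1 to 5 or 6 to 10) and the code series, array weights, each of these sets alone, the fit without the 2 arrays of conflicting labels, other linkages and distances, and other settings of the list tests.

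Before use, the tests were checked on simulated data over 20,035 probes, modelled on 2 to 3 DPA. limma recovered 87.9% of changes of log2 0.8, 92.5% of 1 and 98.5% of 2, with 5 false calls among 19,835 unchanged probes. The *t* test recovered 90.9%, 95.5% and 100%, with 21 false calls. Values were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.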

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

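Of the tests in this part, that of the poly-A labelling controls and those without *fitm1* or the fat cell list were chosen only after the results were seen.

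The change between adjacent time points differed between replicates 1 to 5 and 6 to 10 for 1,026 probes at 2 to 3 DPA, 177 at 9 to 10 DPA and 1,143 at 18 to 20 DPA (interaction in limma), the intervals where a sample code series changes. Over the probes called at 9 to 10 DPA in replicates 6 to 10, the slope of the change in replicates 1 to 5, whose series stays the same, was 0.193 (interval −0.33 to 0.677), which decides for neither a series difference nor a change shared by all limbs. In replicates 1 to 5 the changes at 2 to 3 and 18 to 20 DPA correlated across probes at r = −0.102 (−0.232 to 0.0698). A series difference would bring opposed changes there, because these samples leave a series at 3 DPA and return to it at 20 DPA. In replicates 6 to 10, which do not return to an earlier series, the same correlation was −0.144 (792 probes), so a value this low also came without a return. Poly-A control probes moved 1.82 times as much at the 5 series changes as at other steps (interval from below 1 to 3.46, exact 1-sided p = 0.0627), but by −0.11 at 2 to 3 DPA in replicates 1 to 5 and −0.08 at 18 to 20 DPA in replicates 6 to 10, where most probes were called, against a mean of 0.18 at other steps, so the part of labelling stays open. At 2 to 3 and 18 to 20 DPA series and time change together in both sets and cannot be told apart. At 9 to 10 DPA the stage changes without the series in replicates 1 to 5, and the interval of the slope leaves both open there.

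For the mean of chromatin and trafficking genes named in the study, the change from 18 to 20 DPA was larger by 0.46 in replicates 6 to 10 than in replicates 1 to 5 (adjusted p = 0.000567, exact permutation, n = 5 per set and time). At 9 to 10 DPA the change in replicates 1 to 5 was 0.225 of that in replicates 6 to 10 (−0.0273 to 0.503), which is consistent with a difference between code series (at this interval the difference between the sets, 0.42, had an adjusted p = 0.0603). Within time points and sets from 3 to 9 DPA the mean of these genes correlated with that of 56 ribosomal protein genes at r = −0.266 (−0.487 to −0.0404, n = 50), the largest of 3 such measures (adjusted p = 0.0803; −0.0206 in replicates 1 to 5 and −0.527 in 6 to 10), beside 0.101 for the interquartile range of the arrays and 0.0402 for heat shock genes, which leaves array-wide signal or RNA quality undecided. A developmental change that differs between the limbs of the 2 sets was not tested.

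The mean of 44 skeletal muscle genes varied between samples of a time point from 7 to 12 DPA. It correlated with the mean of genes of other stump tissues at r = 0.684 (interval from 0.404, n = 40, adjusted p = 1e-04), which is consistent with different amounts of stump tissue in the samples, and at 0.585 (0.27 to 0.767) without the fat cell list, which holds the muscle gene *fitm1* and whose genes did not vary together. Of the 5 lists in that mean, fat cell (r = 0.742), endothelial (0.715), Schwann cell and nerve (0.556) and bone genes (0.408, but rho 0.26 with p = 0.141) correlated past the test of Pearson's r and cartilage genes, 8 of 23 of which the study names, did not (0.233, adjusted p = 0.217), and the means of the lists at 9 DPA were 5.43, 5.41, 5.20, 5.37 and 6.46, with *adipoq* at 6.07 ± 1.29. The set of replicates (1 to 5 or 6 to 10) explained 18.4% of the variance within time points (9.21 to 58.7), which leaves its part open. A difference between animals in the pace of muscle loss stays open and was not tested.

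In 6 of 100 groups of samples the most extreme sample stood apart by Dixon's test, where chance gives about 1 in 20, or 5. At 2 DPA replicate 7 had a mean of 7.43 for immediate early genes, against 6.76 ± 0.14 in the others. At 18 DPA replicate 8 had 7.57 for the same genes, against 6.73 ± 0.22. At 12 DPA replicate 9 had 7.74 for cell cycle genes, against 8.34 ± 0.09. At 4 DPA replicate 7 had 7.79 for sterol genes, against 6.76 ± 0.10. At 20 DPA replicate 1 had 5.58 for skeletal muscle genes, against 4.66 ± 0.12, and at 26 DPA replicate 3 had 5.48, against 4.66 ± 0.06.

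Neutrophil genes, a group whose levels the paper's Results do not report, rose from day 0 to 2 DPA by a median of 2.30 (5 of 6 genes rose, 5 over the list alone; camera adjusted p = 1.15e-06, adjusted p = 0.0213 with an estimated correlation; 2.38 in replicates 1 to 5 and 2.23 in replicates 6 to 10). Of the 6 genes, 4 are in Table S1 and 1 is on another list.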

How the results depend on the processing

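All alternatives and the main settings were chosen before the data were examined. Of 345 values of 26 main results, 267 kept their direction and their side of the threshold (counts: within 1.5 times), 60 moved, 14 were no longer past the threshold and 4 reversed. Where a count or call moved, the cause was not tested, except that a fold threshold and a smaller set of samples act by construction. Array weights kept the 17 main results they were run on. For the named genes, 3,610 of 4,410 values kept their call, 616 lost it, 175 gained it and 9 reversed, and for counts of the other adjacent intervals 110 of 211 stayed within 1.5 times and 101 moved. Immediate early genes stayed past the test under every setting run at 0 to 0.5 DPA (median 1.10 to 1.48, adjusted p 2.44e-36 to 3.53e-06) and at 5 to 7 DPA (0.37 to 0.53, 1.83e-23 to 0.00269). The values carry no background level for each probe, so how far dim probes lie over background was not tested, and leaving out the dimmest 25% kept the 18 main results it was run on.

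A 2-fold threshold gave 357 (0 to 0.5 DPA), 89 (2 to 3), 1 (9 to 10), 14 (18 to 20), 14 (22 to 24), 1,523 (0 to 3), 2,033 (0 to 10) and 1,968 (0 to 24), with 626 over all adjacent intervals, 3,730 at any time, 3,167 at several times, 2,442 by 5 DPA and 254 first at 10 DPA. No fold threshold gave 1,858 (0 to 0.5 DPA), 1,741 (2 to 3), 4 (9 to 10), 190 (18 to 20), 324 (22 to 24), 8,376 (0 to 3), 9,512 (0 to 10) and 9,467 (0 to 24), with 5,718 over all adjacent intervals, 15,742 at any time, 14,184 at several times, 12,054 by 5 DPA and 803 first at 10 DPA.

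The methods' *t* test at p = 0.01 gave 140 probes at 9 to 10 DPA, 151 at 18 to 20 DPA and 96 at 22 to 24 DPA, and at p = 0.001 266 at 2 to 3 DPA and 18 at 9 to 10 DPA. With Benjamini-Hochberg adjustment it gave 0 and 20 at 9 to 10 and 18 to 20 DPA. limma at unadjusted p = 0.01 gave 207, 183 and 101 at 9 to 10, 18 to 20 and 22 to 24 DPA, and 3,615 over all adjacent intervals. With all arrays in 1 fit the counts were 62 and 40 at 9 to 10 and 18 to 20 DPA. At 9 to 10 DPA centring on the median gave 0, a second quantile normalization 1 and a block for the set of replicates 12 (beside the counts of 0, 2,230 probes had an unadjusted p under 0.05 by the *t* test and 2,242 by limma after centring).

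Replicates 1 to 5 alone gave 1,466, 0 and 7 probes at 2 to 3, 9 to 10 and 18 to 20 DPA, and replicates 6 to 10 alone 183, 571 and 626, with 0 at 22 to 24 DPA (beside the counts of 0, limma gave 1,627 and 2,103 at unadjusted p under 0.05). The code series as a random block gave 111, 0 and 1 at the intervals where it changes (1,688 at unadjusted p under 0.05 for 9 to 10 DPA). Samples share only a replicate number: with a replicate block 0 probes passed at 9 to 10 DPA (2,522 at unadjusted p under 0.05 by limma) and 16 at 18 to 20 DPA. Same-numbered samples deviated together from their time means at a median r of 0.154 at 0 and 0.5 DPA and −0.082 at 18 and 20 DPA. With deviations from the mean of each time and set of replicates, these were −0.031 and −0.018. At most 4 of 10 samples, at 22 and 24 DPA, correlated best with their own number.

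The McNemar difference of 9 to 10 against 7 to 9 DPA was 17 (p = 0.316) with the *t* test at p = 0.01, −1 (p = 1) with its adjusted p, 39 (p = 0.0412) with limma at unadjusted p = 0.01, −3 (p = 0.375) at 2-fold, −11 (p = 0.00342) after quantile normalization, −2 (p = 0.5) with a replicate block, 0 (p = 1) in replicates 1 to 5 and 530 (p = 1.46e-125) in replicates 6 to 10. That of 18 to 20 DPA was 7 in replicates 1 to 5 (p = 0.0156) and that of 22 to 24 DPA −1 in replicates 6 to 10 (p = 1). Probes are not independent in this test. The first split of the time points came after 5 DPA with complete linkage, and after 7 DPA with only changed probes, in replicates 1 to 5 and when centred on code series means. It stayed after 9 DPA with Ward's linkage, Spearman's correlation and Euclidean distance.

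With an estimated correlation 5 lists were no longer past the test: cell cycle genes at 2 to 3 DPA (0.40, adjusted p = 0.762), basement membrane genes at 9 to 10 DPA (−0.34, adjusted p = 0.346), immediate early genes at 18 to 20 DPA (−0.22, adjusted p = 0.586), sterol genes at 22 to 24 DPA (0.32, adjusted p = 0.182) and muscle genes at 7 to 12 DPA (−2.05, adjusted p = 0.111). Over all settings the adjusted p ran from 2.96e-16 to 0.762 for the cell cycle, 1.47e-07 to 0.346 for basement membrane, 8.35e-11 to 0.586 for late immediate early, 1.4e-10 to 0.182 for sterol and 5.03e-33 to 0.111 for muscle genes. With fry the basement membrane (−0.34, adjusted p = 0.0694) and late immediate early genes (−0.22, adjusted p = 0.21) were not past it. By camera in replicates 6 to 10 alone, the late immediate early genes were not past it either (−0.17, adjusted p = 0.163). The spread of muscle genes at 9 DPA (SD 1.24) was 0.338 in replicates 6 to 10 and 2.57 over the 8 probes of Fig. 11A. At 9 to 10 DPA, where none of them is past the threshold, differences changed sign in replicates 1 to 5 for *scaf1* (−0.0847), *spry1* (0.18), *acp5* (−0.0695), *cdh2* (0.0757), *chodl* (0.0892) and *col2a1* (0.61), and in replicates 6 to 10 for *clip1* (−0.063), *fgf8* (−0.0215) and *tcirg1* (0.0735).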

Differences from the paper's values

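The paper's thresholds are unadjusted p-values with 1.5-fold, while the main values here use adjusted p-values with 1.5-fold. The *t* test at p = 0.01 and 1.5-fold, as the paper's methods state it, called the same probes as the paper's Table S1 for the 5 intervals given there (840, 530, 140, 151 and 96).

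For probes lower at 0.5 DPA than at day 0 the paper's value is 163, and 271 were found here. The 840 probes of the paper's Table S1 for this interval are those called by the *t* test at p = 0.01, and 273 of them were lower. The paper's 163 is therefore not the number of lower probes in its own table. Of the alternatives set before the data were examined, the *t* test at p = 0.001 (130) and with adjusted p (196), quantile normalization (230), replicates 1 to 5 (146) and replicates 6 to 10 (181) were within 1.5 times of the paper's value. The others were not: 1 fit of all arrays (382), the *t* test at p = 0.01 (273), unadjusted limma (334), 2-fold (42), no fold threshold (925), without dim probes (281), median centring (265), the replicate block (306), the block for the set of replicates (349), array weights (273), and without the 2 arrays of conflicting labels (341).

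For up probes new at 10 DPA and over 2-fold the paper's value is 97, against 50 here. The *t* test at p = 0.01 (78), at p = 0.001 (97) and with adjusted p (65), and unadjusted limma (69), were within 1.5 times. The other settings gave 46 (1 fit), 168 (2-fold), 47 (no fold threshold), 45 (without dim probes), 50 (median centring), 56 (quantile normalization), 56 (replicate block), 47 (block for the set of replicates), 41 (array weights), 39 and 48 (each set of replicates) and 50 (without the 2 arrays).

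For the ratio of changed probes at 2 to 3 over 3 to 4 DPA the paper's value is about 10, against 24.4 here. It was within 1.5 times with the *t* test at p = 0.01 (8.15) and p = 0.001 (7.39), unadjusted limma (7.86), the replicate block (9.75), the block for the set of replicates (12.3) and array weights (9.12). It was not with 1 fit (15.3), the adjusted *t* test (39.6), 2-fold (29.7), no fold threshold (24.9), without dim probes (20.0), median centring (19.1), quantile normalization (19.1), replicates 1 to 5 (147) and without the 2 arrays (24.4).

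The paper gives 117 annotated probes at 9 to 10 DPA, and 2 were found here. The *t* test at p = 0.01 (111) and unadjusted limma (149) were within 1.5 times, and the other settings were not, with 42 for 1 fit, 16 for the *t* test at p = 0.001, 10 for the block for the set of replicates, 402 for replicates 6 to 10, 0 for replicates 1 to 5 and 0 to 3 for the rest (at unadjusted p under 0.05, limma had 2,351 probes with all replicates and 1,627 in replicates 1 to 5). At 18 to 20 DPA the paper's value is 150 annotated genes, against 69 annotated probes here. Table S1 has 151 probes for this interval, 127 of them with a name, so part of this gap lies in what is counted (limma called 74 of all probes). There the *t* test at p = 0.01 (123), unadjusted limma (142) and no fold threshold (157) were within 1.5 times. The rest gave 34 (1 fit), 57 and 19 (*t* test at p = 0.001 and adjusted), 14 (2-fold), 71 (without dim probes), 60 and 65 (centring and quantile normalization), 13 and 79 (blocks for the replicate and the set of replicates), 62 (array weights), 5 and 427 (each set of replicates) and 69 (without the 2 arrays). At 22 to 24 DPA the paper's value is 80, against 50 here. The *t* test at p = 0.01 (77), unadjusted limma (79), the block for the set of replicates (65) and array weights (54) were within 1.5 times. The rest were not, with 45 (1 fit), 39 and 35 (*t* test at p = 0.001 and adjusted), 14 (2-fold), 215 (no fold threshold), 51 (without dim probes), 48 and 51 (centring and quantile normalization), 50 (replicate block), 49 (replicates 1 to 5), 0 (replicates 6 to 10, 2,103 at unadjusted p under 0.05 by limma) and 50 (without the 2 arrays).

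Some statements on genes differ too. The paper reports that most of the matrix genes it found for the 9 to 10 DPA interval fell and had their lowest mean at 10 DPA. Of the 13 probes of its Table S1 for that interval whose genes are on the matrix lists, 12 were lower at 10 than at 9 DPA, and 4 of these 12 had their lowest mean at 10 DPA (8 of the 12 in replicates 1 to 5 and 0 in replicates 6 to 10), a tally made after the values of the named genes were seen. Of the 4 genes it names, 2 had it there, *col6a1* (10.11) and *col6a2* (10.44), while *col4a1* (8.48) and *col4a2* (7.60) were lowest at 20 DPA. In replicates 1 to 5 the lowest mean of each of the 4 was at 10 DPA. The paper reports that genes of FGF signaling, osteoclasts and chondrogenesis turn at about this interval, and in its Discussion that FGF signaling and chondrogenesis genes increase then. Of 4 FGF signaling genes 1 was higher and 3 lower at 10 than at 9 DPA, of 6 osteoclast genes 3 and 3, and of 8 chondrogenesis genes 8 were lower. None of the 18 passed limma's adjusted threshold, and *cilp* (−0.67) passed the *t* test and limma at unadjusted p = 0.01. The paper itself expected changes too small for its thresholds here, and found these genes by viewing profiles. A turn in a profile need not show as a step from 9 to 10 DPA. The mean of the fixed osteoclast list was highest at 10 DPA and that of the fixed cartilage list lowest. Among the named matrix, chromatin, trafficking, junction, growth and neural genes of that interval, limma called 1 of 37 (*fap*), and the *t* test at p = 0.01 called 4 of 4, 8 of 8, 6 of 7, 3 of 3, 9 of 9 and 6 of 6.

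Of 18 genes named for a rise at 0.5 DPA, 16 were higher at 7 than at 5 DPA and 4 passed limma's threshold, *fos* and *cyr61* among them. The paper also names *egr1* and *il1b* for a rise at 7 DPA. *egr1* differed by 1.50 (adjusted p = 0.237) and was called with 1 fit of all arrays, with the *t* test at p = 0.01 and with limma at unadjusted p = 0.01. The brighter *il1b* probe of Table S1 (axo07206-r_at) differed by −0.13 (adjusted p = 0.994) and no setting called it. Another *il1b* probe of Table S1 was not used here. At 0.5 DPA *id2* was higher by 0.63 (adjusted p = 0.0502), short of the threshold, and passed with the *t* test at p = 0.01, limma at unadjusted p = 0.01, 1 fit of all arrays, quantile normalization, without dim probes and with either block. The *t* test at p = 0.01 also called *ccna2* at 2 to 3 DPA, *dnmt1*, *vezf1*, *golga4*, *cltc*, *dsp* and *pvrl2* at 18 to 20 DPA, and *lss*, *sc5dl*, *sqle*, *aacs*, *kdelr3* and *frk* at 22 to 24 DPA, which the paper names and limma's adjusted threshold left out.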

Other observations

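The tests that exchange time labels within sets of replicates, and that compare divisions with times and sets, were chosen after the results were seen. Genes of the heat shock, nerve, blood cell and muscle regulator lists moved at several steps. The chaperone gene *dnajb1* rose by 0.83 (SE 0.09, adjusted p = 5.01e-07) at 0.5 DPA and *hsp90aa1* by 0.84 (SE 0.19, adjusted p = 0.00652), while *cryab* fell by 0.68 (SE 0.18, adjusted p = 0.0216) (limma, n = 10 each). *hsp90aa1* fell by 0.80 (SE 0.16, adjusted p = 0.00448) from 2 to 3 DPA and by 0.86 (SE 0.20, adjusted p = 0.043) from 18 to 20 DPA, and rose by 0.80 (SE 0.16, adjusted p = 0.0131) from 22 to 24 DPA. The nerve growth factor receptor gene *ngfr* rose by 1.37 (SE 0.11, adjusted p = 4.59e-09) at 0.5 DPA, and the myelin gene *mbp* fell by 1.81 (SE 0.40, adjusted p = 0.014) from 7 to 12 DPA. The heme synthesis gene *alas2* rose by 1.15 (SE 0.33, adjusted p = 0.0321) and the myogenic factor *myog* by 1.06 (SE 0.25, adjusted p = 0.00865) at 0.5 DPA.

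Of 7 erythrocyte genes named in the platform table, 4 fell and 3 did not pass by 28 DPA (4 fell over the list alone; median −1.30; camera adjusted p = 0.0012; adjusted p = 0.158 with an estimated correlation). Of 11 endothelial genes, 6 fell and 5 did not pass by 24 DPA (6 over the list alone; median −0.93; adjusted p = 5.84e-04; adjusted p = 0.209 with an estimated correlation). Of 5 muscle regulators, 3 fell and 2 did not pass by 10 DPA (3 fell over the list alone; median −0.69; adjusted p = 0.014; adjusted p = 0.277 with an estimated correlation). Of 12 heat shock genes 2 rose and 4 fell by 28 DPA (2 and 4 alone; median −0.12; adjusted p = 0.0209; adjusted p = 0.197 with an estimated correlation). Of 7 fat cell genes 2 fell by 28 DPA (2 alone; median −0.11; adjusted p = 0.0245; adjusted p = 0.158 with an estimated correlation), and of 4 bone genes 1 (1 alone; median −0.26; adjusted p = 0.0209; adjusted p = 0.168 with an estimated correlation). For 56 ribosomal protein genes, 7 of them higher at 10 DPA than at day 0, the list moved by a median of −0.10 (adjusted p = 4.36e-04; adjusted p = 0.425 with an estimated correlation). Lists not past the test were 12 Schwann cell and nerve genes by 3 DPA (3 fell, 3 alone; median −0.14; adjusted p = 0.128), 4 lymphocyte genes by 3 DPA (1 rose, 1 alone; median 0.20; adjusted p = 0.347) and 5 interferon-responsive genes by 28 DPA (2 fell, 2 alone; median −0.35; adjusted p = 0.114).

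In other divisions of the same arrays, 100 for each comparison with the real one included, a count as large as the real one came up 1 time for 0 to 0.5 DPA (832, highest other 1), 1 time for 2 to 3 DPA (512, highest other 10), 2 times for 9 to 10 DPA (2, highest other 2), 1 time for 18 to 20 DPA (74, highest other 0), 3 times for 22 to 24 DPA (63, highest other 474), 1 time for 0 to 3 DPA (3,729, highest other 0), 1 time for 0 to 10 DPA (4,282, highest other 2,295) and 1 time for 0 to 24 DPA (4,445, highest other 23). A count as large as the real one was thus rare for 7 of the 8, least so at 22 to 24 DPA. With 100 divisions and no adjustment over the 8 comparisons, this does not exclude chance. At 9 to 10 DPA a count of 2, which another division also gave, is too small to judge. These divisions ignore the sets of replicates. When the time labels were exchanged only within each set, 1 of 100 divisions, the real one, was as large for each of the 8 comparisons. The highest other counts were then 1, 9, 1, 2, 1, 803, 892 and 1,682 in the order above, and each of the last 3 came from a division that grouped 16 of the 20 arrays as by time. For 9 to 10 DPA this sets 2 probes against 1, too few to rest on (12 against 1 with a block for the set). At 22 to 24 DPA another division called several times the real number of probes, and it grouped 16 of the 20 arrays as by set of replicates and 10 as by time. The highest other division of 0 to 10 DPA grouped 16 as by time and 14 as by set. The division into replicates 1 to 5 and 6 to 10 called 949 probes over 0 and 0.5 DPA, 109 over 2 and 3 DPA, 452 over 9 and 10 DPA, 53 over 18 and 20 DPA, 891 over 22 and 24 DPA, 57 over 0 and 3 DPA, 29 over 0 and 10 DPA and 232 over 0 and 24 DPA. It exceeded the real count at 0 to 0.5, 9 to 10 and 22 to 24 DPA, where replicates 1 to 5 alone gave 683, 0 and 71 probes and replicates 6 to 10 alone 603, 571 and 0.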
